# Malic Enzyme Couples Mitochondria with Aerobic Glycolysis in Osteoblasts

**DOI:** 10.1016/j.celrep.2020.108108

**Published:** 2020-09-08

**Authors:** Wen-Chih Lee, Xing Ji, Itzhak Nissim, Fanxin Long

## Abstract

The metabolic program of osteoblasts, the chief bone-making cells, remains incompletely understood. Here in murine calvarial cells, we establish that osteoblast differentiation under aerobic conditions is coupled with a marked increase in glucose consumption and lactate production but reduced oxygen consumption. As a result, aerobic glycolysis accounts for approximately 80% of the ATP production in mature osteoblasts. *In vivo* tracing with ^13^C-labeled glucose in the mouse shows that glucose in bone is readily metabolized to lactate but not organic acids in the TCA cycle. Glucose tracing in osteoblast cultures reveals that pyruvate is carboxylated to form malate integral to the malate-aspartate shuttle. RNA sequencing (RNA-seq) identifies *Me2*, encoding the mitochondrial NAD-dependent isoform of malic enzyme, as being specifically upregulated during osteoblast differentiation. Knockdown of *Me2* markedly reduces the glycolytic flux and impairs osteoblast proliferation and differentiation. Thus, the mitochondrial malic enzyme functionally couples the mitochondria with aerobic glycolysis in osteoblasts.

## In Brief

Lee et al. discover that mature osteoblasts produce 80% of the energy from glycolysis even under aerobic conditions. *In vivo* metabolic tracing identifies lactate as the predominant fate of glucose in bone. The robust glycolysis is supported by malic enzyme 2 and the malate-aspartate shuttle.

## INTRODUCTION

Proper bone remodeling is essential for maintaining the integrity of bone, and it requires an exquisite balance between bone resorption by osteoclasts and bone formation by osteoblasts. Loss of the balance in favor of bone resorption causes osteoporosis or osteopenia that leads to millions of bone fractures annually (Cummings and Melton, 2002). The current bone anabolic agents teriparatide and abaloparatide, both activating the parathyroid hormone receptor, are effective in increasing bone mineral density and reducing fracture risks, but their use is limited by unresolved concerns about osteosarcoma risks (Cipriani et al., 2012; Ramchand and Seeman, 2018). The newly US Food and Drug Administration (FDA)-approved romosozumab, an antibody against the Wnt inhibitor sclerostin, is dually functional in inducing bone formation and suppressing bone resorption but carries a warning about increased cardiovascular risks (Sølling et al., 2018). Thus, there is a continuing need for developing safe and effective alternative treatments for osteoporosis. Recent studies have increasingly linked diabetes mellitus with increased bone fractures (Schwartz, 2017; Weber et al., 2015). Although the mechanisms underlying bone comorbidity in diabetes are complex, potential disruption of energy metabolism in osteoblasts may lead to impaired osteoblast function (Lee et al., 2017; Napoli et al., 2017). Moreover, the bone anabolic function of PTH and Wnt signaling has been partially attributed to their regulation of osteoblast metabolism (Chen et al., 2019; Esen et al., 2013, 2015; Frey et al., 2015; Karner et al., 2015). These advances have raised the potential that metabolic pathways may be targeted for developing additional bone therapies.

Cellular metabolism in osteoblasts however is just beginning to be understood. Historical studies demonstrated that bone ex-plants as well as freshly isolated calvarial cells from rodents consumed glucose at a brisk rate *in vitro* (Borle et al., 1960; Cohn and Forscher, 1962; Peck et al., 1964). Recent work with radiolabeled glucose analogs has confirmed a significant uptake of glucose by bone in the mouse, further supporting glucose as a main energy substrate for osteoblasts (Wei et al., 2015; Zoch et al., 2016). On the other hand, glutamine and fatty acids were also implicated in osteoblast bioenergetics (Adamek et al., 1987; Biltz et al., 1983). However, the relative contribution of each substrate to energy production in osteoblasts has not been determined. Furthermore, the mechanism for maintaining the NAD+/NADH redox state necessary for sustaining rapid glycolysis in osteoblasts is not known.

Several studies have investigated glucose metabolism in rodent calvarial cells following differentiation *in vitro* but have reported variable results. Whereas one study showed that glucose consumption and lactate production decreased initially but increased later during differentiation, another reported a consistent increase in glycolysis with osteoblast differentiation (Guntur et al., 2014; Komarova et al., 2000). Moreover, studies of osteoblast differentiation from human bone marrow mesenchymal stem cells have produced opposite results. There, osteoblast differentiation was associated with increased oxidative phosphorylation, but with either no change or a decrease in glycolysis (Chen et al., 2008; Shum et al., 2016). Thus, the metabolic changes during osteoblast differentiation remain to be fully established.

In this study, we have refined a culture system for freshly isolated calvarial cells to undergo robust osteoblast differentiation within seven days. We show that aerobic glycolysis is a main bioenergetic mechanism throughout differentiation and especially dominates energy production in mature osteoblasts. We further demonstrate that the malate-aspartate shuttle between mitochondria and the cytosol is necessary for active glycolysis in the osteoblast.

## RESULTS

### Robust Osteoblast Differentiation from Calvarial Cells

To achieve a reliable and efficient system for osteoblast differentiation, we have optimized both the isolation method of calvarial cells from newborn mice and the culture condition. With the optimized protocol, the calvarial cells before differentiation (day 0) exhibited only faint and scattered staining of alkaline phosphatase (Alp) activity (Figure 1A). After four or seven days of differentiation, however, most cells displayed intense Alp staining (Figures 1B and 1C). Alizarin red staining for minerals detected no signal at day 0, occasional staining at day 4, but wide-spread intensely stained nodules by day 7 (Figures 1D–1F). To confirm osteoblast differentiation, we repeated the procedure with ColI-GFP transgenic mice that express GFP mainly in mature osteoblasts. No GFP was detected at day 0, but an increasing number of GFP+ cells appeared after days 4 and 7 (Figures 1G–1I). 

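RNA-seq was performed on primary calvarial cells, the bone-forming progenitors released from the skull of newborn mice by enzymatic digestion, at day 0 before differentiation and after 4 or 7 days in medium with ascorbic acid and β-glycerol phosphate. Each stage had 3 biological replicates, which gave 9 libraries. The sample records give a lower trypsin concentration and a narrower age range of the pups than the methods do, and they mention collagenase only for cells that had mineralized. The authors aligned the reads to the mouse genome with STAR, counted uniquely aligned and unambiguous reads per gene with featureCounts, and deposited CPM values, which scale the reads on each gene to the library's total, and RPKM values, which also divide by gene length, for every gene and library. Day 0 and day 7 share a table, whereas day 4 has a table of its own. In each library 100% of the CPM values were whole multiples of the value of 1 read, so the reads counted on genes could be recovered. They numbered from 7741204 to 14013219 at day 0 (median 11953893), from 32820610 to 37306090 at day 4 (median 36036527), and from 10675858 to 15622755 at day 7 (median 13654453). Because depth, table and stage changed together for day 4, levels at day 4 were compared with the other stages by direction only, without a test.
Day 7 was tested against day 0 with limma, a linear model with moderated variances, on log2(CPM + 0.5), in the 12712 genes with a mean CPM of at least 1 over the 6 libraries. The threshold was a Benjamini-Hochberg adjusted p of 0.05. Fold changes are on the log2(CPM + 0.5) scale, which understates the change of low genes. The model combines each gene's variance with a trend over all genes, here with 42.9 prior against 4 residual degrees of freedom, so the spread of a gene's own replicates counts little in a p-value. With the CPM as deposited, 3971 genes passed, 1602 of them higher and 2369 lower at day 7. For 5372 genes (42.3%) the values of the 2 stages did not overlap, where chance gives 10%, and 3717 of these genes passed the threshold. With robust variances, which let a gene with unusual spread keep its own and were chosen after the values were seen, 4138 genes passed, 3916 of them shared. The count moved most with quality weights per library, which gave 8086 genes. Leaving out day 0 replicate 3 gave 6330 genes, with a median log2 fold change of all genes of −0.23. That library had the fewest reads, and 19.8% of them lay on 5 loci known to collect ribosomal RNA reads. The other day 0 libraries had 5.26% and 5.45%, so its effect cannot be put down to depth alone. The balance of the calls depended on the scaling, with 40.3% of the called genes higher at day 7 as deposited, 52.1% after median-of-ratios scaling and 27.5% with quality weights. The median log2 fold change of all genes tested was −0.11 as deposited, and median-of-ratios scaling shifted it by 0.10 to −0.01, so the median of each gene list is also given as its distance from the median of all genes. The gene lists were taken from the authors' heatmaps of these libraries, so a count adjusted over the list alone is not independent evidence.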

Finally, to obtain a global profile of gene expression, we performed RNA sequencing (RNA-seq) experiments with the cells of different stages. Heatmap analyses showed that all known osteoblast markers including Runx2, Sp7, Atf4, Alpl, and Bglap were induced after four days of differentiation, and further upregulated after seven days (Figure 1J). 

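All 20 markers of the heatmap were tested between day 0 and day 7. At day 7, 18 of them were higher than at day 0 and 0 were lower by limma with Benjamini-Hochberg adjustment over all genes, and the counts adjusted over the list alone were the same. At an unadjusted p under 0.05, the count of lower markers was also 0. Their median log2 fold change was 2.82, which lies 2.93 above the median of all genes. With Sost and Mepe, which had at most 3 reads in every day 0 library, set to their lower bounds, the median was 2.59. As a set the markers rose (fry, a rotation test for gene sets, FDR = 8.95e-05 over the 26 lists tested). Ibsp rose most, from 3.82 ± 0.644 RPKM at day 0 (SD, n = 3) to 2808 ± 442 at day 7 (SD, n = 3), with a log2 fold change of 9.43 (standard error 0.16). Sp7, on chromosome 15 of GRCm38 from 102356606 to 102367182 on the reverse strand, had 22.6 ± 4.39 RPKM at day 0, 51.1 ± 2.26 at day 4 and 76.5 ± 12.4 at day 7 (SD, n = 3 each), a log2 fold change from day 0 to day 7 of 1.76 (standard error 0.16, limma adjusted p = 1.16e-12). Alpl, on chromosome 4 of GRCm38 from 137741733 to 137796384 on the reverse strand, went from 10.00 ± 1.57 through 75.6 ± 3.87 to 209 ± 33.6 RPKM (SD, n = 3 each), a log2 fold change of 4.37 (limma adjusted p = 1.25e-27). Bglap, on chromosome 3 of GRCm38 from 88383501 to 88384464 on the reverse strand, had 0.550 ± 0.178, 33.1 ± 4.58 and 148 ± 19.4 RPKM at the 3 stages (SD, n = 3 each), a log2 fold change of 6.78 (limma adjusted p = 2.27e-31), although 56.6% of the stretches of 50 bases in its transcripts also lie in its paralog Bglap3, so that its level is uncertain where only unambiguous reads were counted. Atf4 differed less, with 308 ± 40.5, 437 ± 20.1 and 420.1 ± 17.1 RPKM (SD, n = 3 each) and a log2 fold change of 0.45 (limma adjusted p = 0.0253), and it did not pass the threshold when day 7 replicate 1, 2 or 3 was left out, with genes with any reads, with the RPKM table, or with the length correction, with or without the replicate block (over all alternatives its adjusted p ranged from 3.60e-13 to 0.131). Runx2 had 8.06 ± 0.422, 9.12 ± 0.706 and 9.47 ± 0.674 RPKM (SD, n = 3 each), and its log2 fold change of 0.23 did not pass the threshold (limma adjusted p = 0.268). With median-of-ratios scaling it was 0.34 and passed. Entpd5 was the other marker that did not pass (log2 fold change 0.14, limma adjusted p = 0.564), and it too passed after median-of-ratios scaling, at 0.25. Compared by direction only, all 20 markers had a higher mean RPKM at day 4 than at day 0, and for 19 of them every day 4 library lay above every day 0 library. From day 4 to day 7 the mean rose further for 14 markers, of which 8 were higher in every day 7 library, whereas Mmp13, Enpp1, Enpp2, Spp1, Atf4 and Entpd5 had a lower mean at day 7 than at day 4, and 4 markers were lower in every day 7 library than in every day 4 library.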

Sost, which is believed to be expressed mainly by osteocytes, was clearly elevated at day 7, indicating that some cells might be transitioning to the more advanced stage. Thus, the current protocol supports robust osteoblast differentiation from calvarial cells within seven days.

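Sost (ENSMUSG00000001494) is a protein-coding gene on chromosome 11 of GRCm38 from 101962458 to 101967015 on the reverse strand. The reads counted on it were 0, 1 and 1 in the day 0 libraries, 10, 5 and 4 in the day 4 libraries, which were sequenced more deeply, and 149, 140 and 104 in the day 7 libraries. Its mean level was 0.0343 RPKM at day 0, 0.0886 at day 4 and 4.95 ± 1.59 at day 7 (SD, n = 3). As every day 0 library was at or under a floor of 3 reads, the day 7 level is given as at least 35.99-fold higher than day 0. Each day 7 library was above each day 0 library (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow), and the difference passed the threshold in limma (adjusted p = 2.14e-18) and in the fit without each of the 6 libraries in turn.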

### Glucose Is the Major Energy Source for Osteoblasts

To explore potential changes in bioenergetics, we first measured the steady-state levels of intracellular ATP (adenosine triphosphate) at different stages of osteoblast differentiation. After being cultured for different days in control or mineralization media, the cells were dissociated and reseeded in fresh media supplemented with glucose, glutamine, and free fatty acids for ATP measurements. The day-4 or −7 differentiated cells showed lower ATP levels than the cells cultured in control media for the same length of time, likely reflecting increased ATP consumption associated with osteoblast differentiation as later analyses showed increased ATP production in the process (Figure 2A; see below). To determine the relative contribution of the major nutrients to bioenergetics, we used 2-DG (2-deoxy-glucose), BPTES, or etomoxir to block the utilization of glucose, glutamine or fatty acids, respectively, and monitored the intracellular ATP levels for up to 2 h. The appropriate dose of each inhibitor was determined by screening a series of dilutions to identify a high concentration that did not cause >5% lethality after 2 h of treatment (see STAR Methods). Inhibition of glucose metabolism by 2-DG abruptly reduced the steady-state ATP level within 30 min in day-0, day-4, and day-7 cells by 56%, 63%, and 75%, respectively (Figure 2B). In contrast, inhibition of glutamine or fatty acid consumption by BPTES or etomoxir, respectively, had no consistent effect on ATP levels for up to 2 h despite slight fluctuations at certain time points that might reflect compensatory reactions (Figures 2C and 2D). Consistent with the ATP measurements, when cultured in media supplemented with all three energy substrates the undifferentiated calvarial cells consumed glucose at approximately three times the rate of glutamine and 30 times that of free fatty acids (Figures 2E–2G). Moreover, glucose consumption was significantly increased after four or seven days of differentiation over the undifferentiated cells, whereas glutamine was not changed and fatty acid consumption was only transiently increased at day 4 of differentiation (Figures 2E–2G). A similar finding that glucose is the main energy substrate for osteoblasts has been reported previously based on a different experimental approach (Wei et al., 2015). Functionally, whereas 2-DG notably suppressed Alp expression at day 4 and abolished mineralization as stained by alizarin red at day 7, BPTES or etomoxir had no obvious effect (Figure 2H). The concentrations of the inhibitors were chosen so that they were sufficiently high but did not cause >10% cell lethality at the end of the culture (see STAR Methods). To test further the functional relevance of increased glycolysis to osteoblast differentiation, we replaced glucose in the media with galactose, which is known to reduce the glycolytic flux as it must be metabolized via the Leloir pathway before entering the glycolytic mainstream (Bustamante and Pedersen, 1977). Consistent with the previous report, galactose was largely sufficient to support cell proliferation as it achieved the same cell number as glucose after seven days of differentiation, and only modestly reduced the number at day 4 (Figure 2I). However, a number of osteoblast-marker genes were suppressed after four or seven days in mineralization media, indicating impairment of osteoblast differentiation (Figures 2J and 2K). Staining for Alp activity at day 4 confirmed a clear deficit in differentiation with galactose; alizarin-red staining at day 7 revealed that galactose blocked the formation of mineralized nodules, which were readily visible even without the staining in cultures with glucose (Figure 2L). These results therefore support that osteoblast lineage cells use glucose as the major energy source, and that the glucose dependence increases with osteoblast differentiation.

### Aerobic Glycolysis Dominates Energy Production in Osteoblasts

As osteoblasts have been indicated to convert glucose mainly to lactate under aerobic conditions, exhibiting a phenomenon known as aerobic glycolysis, we measured lactate levels in the culture medium. Similar to the increase in glucose consumption, the rate of lactate production per cell after four or seven days of differentiation increased to two-to-three times that of the undifferentiated control cells (Figure 3A). Reliance on aerobic glycolysis predicts glycolysis instead of OXPHOS (oxidative phosphor-ylation) as the main mechanism for energy production in osteoblasts. To test this prediction, we used oxamate, UK-5099, or oligomycin to inhibit lactate dehydrogenase, mitochondrial pyruvate carrier, or ATP synthase, respectively. Inhibition of pyruvate-to-lactate conversion by oxamate reduced intracellular ATP levels by ~30% in the day-0 cells and ~60% in the day-7 osteoblasts (Figure 3B). In contrast, inhibition of pyruvate entry to the mitochondria by UK-5099, or inhibition of mitochondrial ATP production by oligomycin, did not have any effect on the steady-state ATP levels (Figures 3C and 3D). Measurements of the relative copy number of mt-Nd4, a representative mitochondrial gene, over the nuclear gene Hk2 showed that the abundance of mitochondria per cell stayed relatively constant during differentiation (Figure 3E). Thus, aerobic glycolysis is mainly responsible for energy production in osteoblasts.

To gain further insights into the metabolic changes during osteoblast differentiation, we performed Seahorse analyses. As we detected no difference in their metabolic behavior among day-0, day-4, or day-7 control cells, we include here only the day-0 control cells for comparison with the differentiated cells. The basal oxygen consumption rate (OCR) was similar between day-0 and day-4 cells, but significantly reduced in the day-7 osteoblasts (Figures 4A and 4B). Moreover, ATP production OCR and spare capacity OCR were both decreased in the day-7 cells (Figures 4C and 4D). In contrast to OCR, the extracellular acidification rate (ECAR) was significantly higher in day-4 and day-7 than day-0 cells (Figures 4E and 4F). The increased ECAR was consistent to the greater lactate production rate associated with osteoblast differentiation as shown above. Together, the data indicate that osteoblast differentiation is associated with increased glycolysis but reduced oxidative phosphorylation.

We next calculated the theoretical ATP production from either glycolysis or OXPHOS based on ECAR or OCR from Seahorse analyses. Such calculations showed that ATP from OXPHOS decreased by ~50% in day-7 versus day-0 cells, whereas ATP from glycolysis increased by ~150% in day-4 or day-7 cells compared to day-0 cells (Figures 4G and 4H). Further breakdown of the glycolytic ATP production indicated that a predominant majority resulted from substrate-level phosphorylation in the cytoplasm, ranging from 85% in day-0 to 95% in day-4 to 98% in day-7 cells, whereas the contribution from mitochondrial oxidation of NADH transported from the cytoplasm progressively decreased with differentiation (Figures 4I and 4J). The increase in glycolytic ATP production resulted in a significant increase in total ATP output in the day-4 and day-7 cells (Figure 4K). Furthermore, the contribution of glycolysis toward total ATP production increases from 40% in day-0 cells to 60% or 80% in day-4 or day-7 cells, respectively (Figure 4L). These results therefore demonstrate that glycolysis supplies most of the energy in mature osteoblasts.

### Glucose Is Mainly Converted to Lactate and Contributes to the Malate-Aspartate Shuttle in Osteoblasts

To directly examine the metabolic fate of glucose, we performed isotope-tracing experiments with uniformly labeled D-glucose (^13^C_6_-Glc) and analyzed intracellular metabolites by mass spectrometry. The fully labeled glucose (m+6) was expected to produce fully labeled pyruvate (m+3) through glycolysis, which could then convert to lactate (m+3) in the cytosol or produce citrate (m+2) in mitochondria to fuel TCA (tricarboxylic acid) cycle metabolism (Figure 5A). After 30 min of incubation with ^13^C_6_-Glc, the amount of intracellular pyruvate (m+3) was significantly higher in day-4 than day-0 cells and was further increased in the day-7 osteoblasts (Figure 5B). Moreover, the intracellular lactate (m+3) amount increased by 150% in day-4 and day-7 over day-0 cells (Figure 5C). In contrast, the amount of citrate (m+2) was less than 10% of lactate (m+3) in day-0 cells and further decreased with differentiation (Figure 5D). Succinate (m+2) or fumarate (m+2), which are TCA metabolites downstream of citrate (m+2), were not detectable at any stage. We next calculated the relative conversion rate of key metabolites by normalizing their labeling percentage to that of the precursor. Such calculations showed that glucose was converted to lactate at a significantly higher rate in day-4 and day-7 than day-0 cells (Figure 5E). Interestingly, the increased rate was driven by the greater production of pyruvate from glucose as the conversion from pyruvate to lactate stayed constant throughout differentiation (Figures 5F and 5G). Finally, the generation of citrate from pyruvate by pyruvate dehydrogenase was significantly reduced in day-7 versus day-4 cells (Figure 5H). The results therefore provide direct evidence that glycolysis is accelerated to produce lactate in osteoblasts with little contribution to the TCA cycle via pyruvate dehydrogenase.

Analyses of the tracing data revealed additional fates for glucose. Malate (m+2) was barely detectable in day-0 cells and further deceased with differentiation, again confirming minimal contribution of glucose to the TCA cycle through pyruvate dehydrogenase. Interestingly however, malate (m+3) was present at a significantly higher level than malate (m+2) in day-4 and day-7 cells (Figure 5I). Fumarate (m+3), which interconverts with malate (m+3), was also readily detected in all cells (Figure 5J). Furthermore, aspartate (m+3), which can be derived from malate (m+3), was readily detectable in day-0 cells and more than doubled in day-4 and day-7 cells (Figure 5K). These results indicate that glucose-derived pyruvate is converted to malate through carboxylation, perhaps to engage the malate-aspartate shuttle in osteoblasts (Figure 5L).

### Glycolytic Genes Are Coordinately Upregulated during Osteoblast Differentiation

To gain insight into the molecular basis for metabolic reprogramming during osteoblast differentiation, we analyzed the transcriptomic changes obtained by RNA-seq. A cutoff of RPKM (reads per kilobase of transcript, per million mapped reads) >2 and fold changes >2 between any two of the three stages resulted in 1,214 genes. Analyses of those genes with KEGG Mapper identified metabolic pathways (ko01100) as the top category encompassing ~10% of all changes during osteoblast differentiation. Specifically, essentially all glycolysis genes were upregulated after four days of differentiation and further enhanced at day 7 (Figure 6A). In contrast, the TCA cycle genes as well as the fatty acid catabolism genes were largely suppressed at day-4 compared to day-0, although some of the genes rebounded to the day-0 level at day 7 (Figures 6B and 6C). 

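The same limits were applied to the mean RPKM of the 3 libraries of each stage, with RPKM above 2 required in the higher of the 2 stages compared. Of the 10548 genes above 2 RPKM on average at a stage, 1386 differed by more than 2-fold between any 2 stages, and 1164 of the 1386 are protein-coding. From day 0 to day 4, 649 genes were higher at day 4 and 254 lower. From day 0 to day 7, 600 genes were higher at day 7 and 411 lower, whereas 145 genes were higher and 210 lower at day 7 than at day 4. These limits do not consider the spread between replicates, and the comparisons with day 4 cross separate tables. Of the 1386 genes, 1124 also passed the limma threshold from day 0 to day 7. The reading of the RPKM limit changed the count most, since 660 genes passed when RPKM above 2 was required in all 9 libraries. Leaving out each library in turn gave between 1392 and 1486 genes.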

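All 26 glycolysis genes of the heatmap were tested. At day 7, 20 were higher than at day 0 and 0 lower by limma, both adjusted over all genes and adjusted over the list alone, and at an unadjusted p under 0.05 the counts were 20 and 0. Their median log2 fold change was 1.04, or 1.15 above the median of all genes, and the set rose (fry FDR = 0.00371). With camera, which asks whether the set rose more than other genes, the FDR was 9.75e-17 at a preset correlation of 0.01 and 0.276 with the correlation between the genes estimated from the data. Aldoc rose most, from 1.09 ± 0.162 RPKM at day 0 through 12.2 ± 4.51 at day 4 to 15.1 ± 2.66 at day 7 (SD, n = 3 each), with a log2 fold change of 3.61 (standard error 0.19, limma adjusted p = 1.75e-21). The 6 genes that did not pass the threshold were Slc2a6, Eno2 and Pfkfb2, with log2 fold changes of −0.36, −0.28 and −0.10, and Pfkm, Slc2a8 and Pfkfb4, with 0.28, 0.30 and 0.39. Pfkm, Slc2a8 and Pfkfb4 passed as higher with median-of-ratios scaling, edgeR, DESeq2 and voomWithQualityWeights, whereas Slc2a6 and Eno2 passed as lower with quality weights, and Eno2 also without day 0 replicate 3. Pfkfb2 was slightly above 0 with median-of-ratios scaling (0.00662), edgeR, DESeq2, voomWithQualityWeights (0.0493) and the length correction. By direction only, 24 genes had a higher mean RPKM at day 4 than at day 0, and for 18 of them every day 4 library lay above every day 0 library. The mean of 17 genes rose at both steps. From day 4 to day 7, 5 genes were higher in all day 7 libraries and 2 were lower in all of them, and the 17 genes with a higher mean numbered 9 when day 4 replicate 1 was left out. Several of these genes share sequence with other transcripts, so that their levels are uncertain where only unambiguous reads were counted. The share of their stretches of 50 bases that also lies elsewhere was 53.9% for Pgk1, 36.2% for Pgam1, 26.0% for Eno1, 25.8% for Pkm and 25.1% for Gapdh. In the paper, the rise of these genes is among the expression changes taken to support increased glycolysis with osteoblast differentiation.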

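Of the 20 TCA cycle genes of the heatmap, 3 had a higher and 17 a lower mean RPKM at day 4 than at day 0, and for 7 every day 4 library lay below every day 0 library. These counts compare directions across separate tables. The number with a higher mean at day 4 was 0 without day 0 replicate 3 and 5 without day 0 replicate 2. From day 4 to day 7 the mean of 14 genes rose. Of these, 12 had been below day 0 at day 4, and 5 of the 12 had a mean at or above day 0 at day 7. At day 7, limma called 0 genes higher and 3 lower than at day 0, namely Ogdhl (log2 fold change −0.70, adjusted p = 4.48e-04), Cs (−0.43, adjusted p = 0.0271) and Sdha (−0.40, adjusted p = 0.0425). Adjusted over the list alone, 0 were higher and 1 lower, and at an unadjusted p under 0.05, 0 were higher and 4 lower. The median of the list was −0.07, which is 0.04 from the median of all genes (fry FDR = 0.481). The number of lower genes was 8 without day 0 replicate 3 and 1 without any other library. With median-of-ratios scaling 3 TCA cycle genes were higher and 3 lower.
Of the 31 fatty acid degradation genes, 3 had a higher and 28 a lower mean at day 4 than at day 0, and for 12 every day 4 library lay below every day 0 library. The mean of 17 of the genes below day 0 at day 4 rose from day 4 to day 7, and 3 of them reached the day 0 mean. At day 7, 0 genes were higher and 10 lower than at day 0, both over all genes and adjusted over the list alone, and also at an unadjusted p under 0.05. Adh7 fell most (log2 fold change −1.003, limma adjusted p = 3.45e-05). The median of the list was −0.21, or −0.10 relative to all genes, and as a set the fall did not pass the threshold with fry (FDR = 0.199) or with camera at the estimated correlation (FDR = 0.928), but passed with camera at the preset correlation (FDR = 0.0458). Without day 0 replicate 3, 20 of these genes were lower at day 7, and with median-of-ratios scaling 2 were higher and 9 lower.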

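Figure 6D shows 8 genes that the paper describes as regulators of mitochondrial biogenesis. Among these 8 genes, limma called 0 higher and 0 lower at day 7 than at day 0, also when adjusted over the list alone. Their log2 fold changes ranged from −0.32 (Mfn2) to 0.16 (Nfe2l2), with a median of −0.13, which is −0.01 from the median of all genes (fry FDR = 0.351). At an unadjusted p under 0.05, 0 were higher and 1 was lower. By direction only, 3 had a higher and 5 a lower mean RPKM at day 4 than at day 0. With median-of-ratios scaling 1 gene was higher at day 7, and without day 0 replicate 3, 3 genes were lower. Ppargc1a, on chromosome 5 of GRCm38 from 51454250 to 51567726 on the reverse strand, had 0.112 RPKM on average at day 0, 0.0525 at day 4 and 0.0384 at day 7, and its highest value in the 9 libraries was 0.156 RPKM. Between 3 and 13 reads were counted on it in a library.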

In keeping with the relatively stable load of mitochondria in the cells, the genes regulating mitochondrial biogenesis did not exhibit consistent changes during differentiation (note that Ppargc1a was virtually undetectable at all stages and thus not included in the heatmap; Figure 6D). 

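The genes of complexes I to V in Figure 6E number 91, of which 90 were tested. With the CPM as deposited, limma called 20 of them higher and 3 lower at day 7 than at day 0, or 20 and 2 adjusted over the list alone, and 67 did not pass the threshold. The count of higher genes depended on the scaling of the libraries, and it was 53 with median-of-ratios scaling and 58 with TMM and voomWithQualityWeights on the recovered whole reads, which is the function that the methods name, applied here to the 6 libraries and the genes of the limma test. In both of these fits 3 genes were lower. It also depended on single libraries, and was 12 without day 7 replicate 1 and 11 without day 7 replicate 3. The median log2 fold change as deposited was 0.20, which lies 0.31 above the median of all genes. As a set the rise did not pass the threshold with fry (FDR = 0.142) or with camera at the estimated correlation (FDR = 0.902), whereas camera at the preset correlation gave an FDR of 8.58e-05. The largest rises were those of Cox4i2, from 0.421 ± 0.0909 RPKM at day 0 to 70.1 ± 14.6 at day 7 (SD, n = 3 each), a log2 fold change of 6.05, and of Ndufa4l2, from 5.63 ± 1.22 to 389.5 ± 43.7 RPKM (SD, n = 3 each), a log2 fold change of 6.00 (limma adjusted p = 1.99e-32). The lower genes were Cox6a2, Ndufa4 and Sdha, and Cox6a2 fell most (log2 fold change −1.01, limma adjusted p = 3.22e-04). Ndufa4 did not pass without day 7 replicate 2. Sdha, also a gene of the TCA cycle, did not pass without day 0 replicate 1 or 2 or day 7 replicate 1, 2 or 3. Nor did Sdha pass with genes with any reads, the RPKM table, the replicate block, the length correction or both of these together. ETC genes are shorter than most, with a median length of 1334 bp for the nuclear ones and 3848 bp for all genes tested, and with the trend of the values on gene length removed 10 of the 90 were higher. By direction only, 40 genes had a higher and 51 a lower mean RPKM at day 4 than at day 0.

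**Figure D1:**
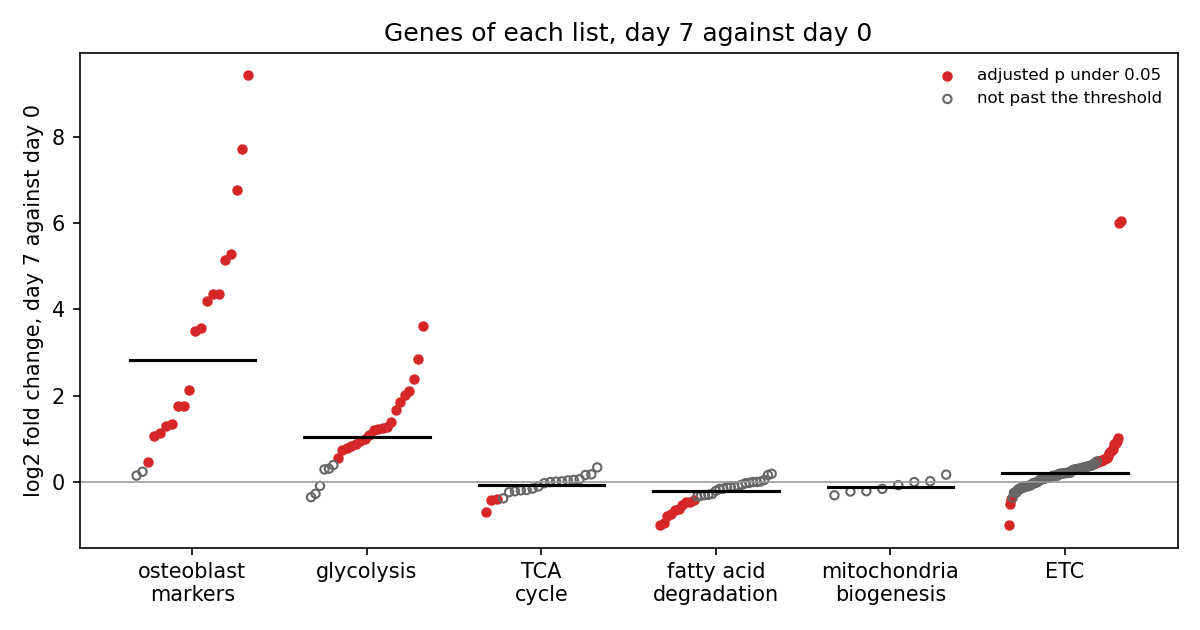
Log2 fold change of each tested gene from day 0 to day 7 (vertical axis, log2(CPM + 0.5) scale) in the osteoblast marker, glycolysis, TCA cycle, fatty acid degradation, mitochondria biogenesis and ETC lists (horizontal axis). Each point is a gene, filled red where the limma adjusted p is under 0.05 and open where it is not, and the black lines are list medians, 2.82 for the osteoblast markers, 1.04 for glycolysis and 0.20 for ETC with the CPM as deposited.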

Unexpectedly, however, most genes encoding the subunits of the mitochondrial electron transport chain (ETC) complexes I to V were significantly upregulated at day 7 compared to day 0, likely reflecting a compensatory response to the suppressed OXPHOS in day-7 cells (Figure 6E). Finally, the genes for fatty acid synthesis or amino acid metabolism, as a whole, did not exhibit an obvious change pattern during differentiation (Figures S1A and S1B). 

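The genes behind these heatmaps are not named in the text, so a list of 19 genes for fatty acid synthesis and a list of 40 genes for amino acid metabolism were written in advance. Of the fatty acid synthesis genes, 0 were higher and 7 lower at day 7 than at day 0 by limma, over all genes and adjusted over the list alone, and 0 were higher and 9 lower at an unadjusted p under 0.05. The largest fall was that of Elovl6, from 12.3 ± 2.00 RPKM at day 0 to 3.53 ± 0.337 at day 7 (SD, n = 3 each), a log2 fold change of −1.77 (limma adjusted p = 1.89e-12). The median of the list was −0.35, or −0.24 relative to all genes, and the set did not pass the threshold with fry (FDR = 0.0760) or with camera at the estimated correlation (FDR = 0.902), but fell with camera at the preset correlation (FDR = 0.0201). At day 4, 3 genes had a higher and 16 a lower mean RPKM than at day 0. Median-of-ratios scaling gave 1 higher and 8 lower genes at day 7, and the fit without day 0 replicate 3 gave 12 lower genes. Of the 36 amino acid metabolism genes tested, 2 were higher and 7 lower at day 7, or 1 and 4 adjusted over the list alone. Prodh rose most (log2 fold change 0.68, limma adjusted p = 0.0261), followed by Gpt2 (0.41), and Ass1 fell most (−1.14, limma adjusted p = 5.72e-07). Neither Prodh nor Gpt2 passed with genes with any reads, with the RPKM table or without day 7 replicate 1 or 3. Prodh also did not pass without day 0 replicate 3, nor Gpt2 with the replicate block or without day 0 replicate 2 or day 7 replicate 2. The list median of −0.16 was −0.05 from that of all genes (fry FDR = 0.475). At day 4, 12 of these genes had a higher and 28 a lower mean than at day 0. Without day 0 replicate 3, 17 amino acid metabolism genes were lower at day 7, and without day 0 replicate 1, 2 were.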

The gene expression changes therefore support the increased glycolysis associated with osteoblast differentiation.

### Me2 Is Necessary for Glycolysis in Osteoblasts

RNA-seq further revealed that *Me2*, encoding an NAD+-dependent mitochondrial isoform of malic enzyme, was expressed at the highest level among the three family members and further induced with osteoblast differentiation (Figure 7A). In contrast, Me1, encoding the NADP+-dependent cytosolic malic enzyme, did not change, whereas Me3 for the NADP+-dependent mitochondrial form was hardly expressed (RPKM < 0.2 in all samples; Figure 7A). 

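Me2 (ENSMUSG00000024556) lies on chromosome 18 of GRCm38 from 73769903 to 73815449 on the reverse strand. Its level was 18.8 ± 3.05 RPKM at day 0, 35.6 ± 0.861 at day 4 and 48.7 ± 5.56 at day 7 (SD, n = 3 each). From day 0 to day 7 the log2 fold change was 1.37 (standard error 0.16, limma adjusted p = 1.22e-09), and it stayed between 1.23 and 1.47 when each of the 6 libraries was left out in turn. Every day 7 library lay above every day 0 library (exact permutation test, two-sided p = 0.1, the smallest possible with 3 against 3). The day 4 level was between them but comes from the separate table of day 4 and was not tested. None of the stretches of 50 bases in the Me2 transcripts lies in the transcript of another gene. In every one of the 9 libraries Me2 had a higher RPKM than Me1 and Me3. At day 0 the difference from Me1, which had 13.6 ± 2.23 RPKM (SD, n = 3), was small, as Me2 in day 0 replicate 3 (15.3 RPKM) was below Me1 in day 0 replicate 1 (15.9 RPKM). At day 7 the lowest Me2 value was 42.3 RPKM and the highest Me1 value 18.6 RPKM.

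**Figure D2:**
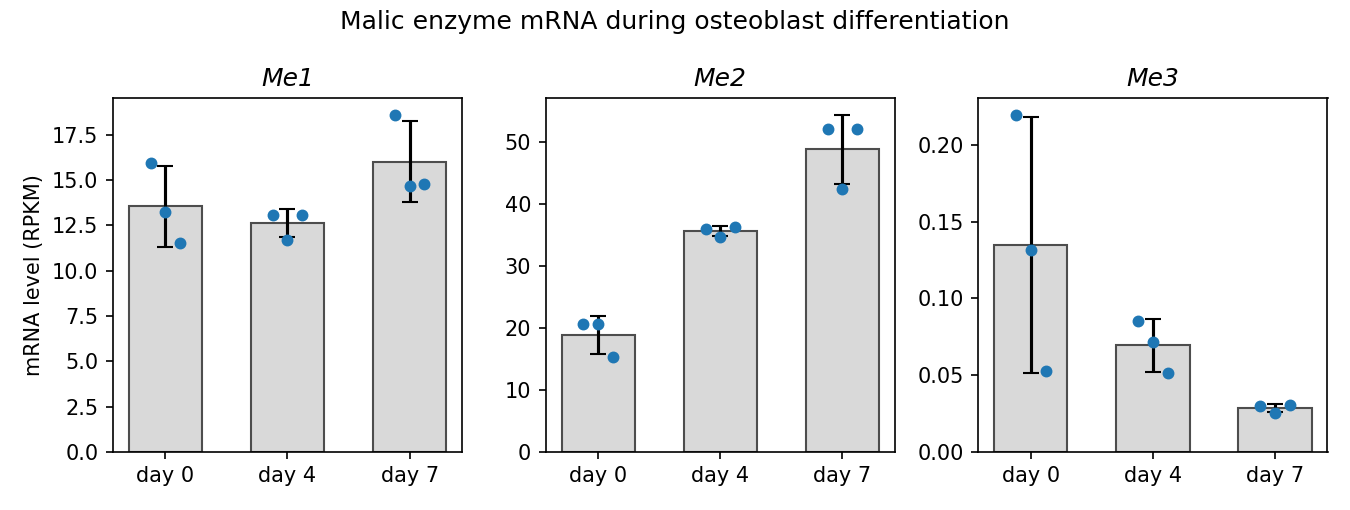
Levels of Me1, Me2 and Me3 mRNA in RPKM (vertical axes, each starting at 0 on its own scale) at day 0, day 4 and day 7 (horizontal axes). Bars are means, error bars SD and points the 3 libraries of a stage, and Me2 goes from 18.8 to 48.7 RPKM while Me3 stays at or under 0.219 RPKM in all 9 libraries.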

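Me1 (ENSMUSG00000032418) lies on chromosome 9 of GRCm38 from 86581371 to 86695953 on the reverse strand. Its level at day 4 was 12.6 ± 0.789 RPKM and at day 7 16.0 ± 2.24 (SD, n = 3 each). The log2 fold change from day 0 to day 7 was 0.24 (standard error 0.16) and did not pass the threshold (limma adjusted p = 0.273; exact permutation test, two-sided p = 0.3). With scalings that adjust for the composition of the libraries the fold change was larger and passed, at 0.35 after median-of-ratios scaling and 0.42 with voomWithQualityWeights on whole reads. Of the stretches of 50 bases in the Me1 transcripts, 28.3% also lie in a transcript of Gm7049, so its level is uncertain. Me3 (ENSMUSG00000030621) lies on chromosome 7 of GRCm38 from 89632392 to 89854359 on the forward strand. It had 0.135 ± 0.0833 RPKM at day 0, 0.0693 ± 0.0172 at day 4 and 0.0288 ± 0.00274 at day 7 (SD, n = 3 each), and its highest value was 0.219 RPKM, in day 0 replicate 1. The reads behind these values were 45, 23 and 6 at day 0 and 6, 4 and 7 at day 7. Me3 was lower at day 7 than at day 0, with a log2 fold change of −1.29 (standard error 0.31, limma adjusted p = 8.39e-04; exact permutation test, two-sided p = 0.1), which rests on few reads.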

The cytosolic or mitochondrial malic enzymes convert pyruvate to malate in a reversible manner. As we have detected a notable contribution of glucose to the malate-aspar-tate shuttle (which is known to regulate the cytosolic NAD+/NADH redox state), we tested a potential role for Me2 in modulating the glycolytic flux in the osteoblast lineage. Knock down of Me2 with two independent shRNA constructs reduced its mRNA level by >50% at all three differentiation stages (Figure 7B). As a result, glucose consumption per cell was consistently reduced by ~30% in day-0 cells, and by ~70% in day-4 and day-7 differentiated cells (Figure 7C). Likewise, Me2 knockdown decreased lactate production per cell by 40% to 50% at all three stages (Figure 7D). During the 24-h culture for glucose and lactate measurements, we noted that the Me2-deficient cells propagated less than the control cells, indicating that Me2 knockdown likely impaired cell proliferation (Figure 7E). In addition, the knockdown also impaired osteoblast differentiation, as both constructs reduced the mRNA level of Atf4 at all three stages, Alpl, Col1a1 in day-0 and day-7 cells, along with Osx (official gene name Sp7) in day-7 cells (Figures 7F, 7G, and 7H). Knock down of Me1, on the other hand, did not impair glucose consumption or lactate production, thus highlighting the specific function of Me2 in promoting glycolysis (Figure S2). Finally, inhibition of the malate-aspartate shuttle with aminooxyacetate (AOA), which targets aspartate aminotransferase, dose dependently reduced glucose consumption in day-4 and day-7 cells (Figure 7I). The data therefore provide evidence that funneling glucose carbons to the malate-aspartate shuttle via Me2 is important for boosting glycolysis in osteoblasts.

### Glucose Contributes Minimally to the TCA Cycle in Murine Cortical Bone

The data so far establishes aerobic glycolysis as a prominent metabolic feature of osteoblasts *in vitro*. To determine the physiological relevance of the observation, we performed glucose-tracing experiments in the mouse. Briefly, mice were injected with ^13^C_6_-Glc through the tail vein at 60 min before sacrifice for the plasma and the femoral cortical bone to be extracted for metabolites. The cortical bone was chosen because it contains mostly osteoblasts and osteocytes with few other cell types. Quantitative analyses of the plasma by mass spectrometry detected clear enrichment of the ^13^C-labeled citrate, malate, and succinate, as well as ~65% enrichment of glucose (m+6) and ~40% lactate (m+3), indicating active glycolysis and TCA cycle metabolism of ^13^C_6_-Glc in the body (Figures 7J and 7K). However, in the bones of the same animals, despite ~60% enrichment of glucose (m+6) and ~20% lactate (m+3), no ^13^C-labeling of citrate, succinate, fumarate, or malate was detected even though those organic acids themselves were readily detectable (Figures 7K and 7L). Thus, glucose is predominantly metabolized to lactate with little contribution to the TCA cycle in the murine cortical bone. As a whole, the data support a model wherein aerobic glycolysis is the predominant bioenergetic pathway in osteoblasts in which Me2 plays a critical role by fueling an active malate-aspartate shuttle (Figure 7M).

## DISCUSSION

We have conducted a comprehensive analysis of the metabolic profile in osteoblasts. The data indicate that glucose instead glutamine or fatty acids is the principal energy source for osteoblasts in culture. Metabolic tracing with labeled glucose shows that glucose is predominantly metabolized to lactate with contribution to the TCA cycle in osteoblasts *in vitro* and cortical bone *in vivo*. The metabolic features of osteoblasts are coupled with wholesale upregulation of the glycolytic genes during osteoblast differentiation. Furthermore, genetic knockdown of mitochondrial malic enzyme indicates that the malate-aspartate shuttle is necessary to sustain the glycolysis flux in osteoblasts. Thus, the present study sheds light on the metabolic wiring osteoblasts.

The study also provides insights into fatty acid utilization osteoblasts. Consistent with previous reports, we have detected fatty acid uptake by calvarial cells before and after osteoblast ferentiation (Frey et al., 2015). However, the uptake amount approximately 30-fold less than that of glucose even with palmitate and oleic acid supplemented at physiological levels. More importantly, inhibition of mitochondrial fatty acid oxidation either etomoxir or oligomycin had little or no effect on steady-state ATP levels. Although we cannot rule out that compensation from glycolysis might mask the mitochondrial energy contribu tion, the data nonetheless indicate that such contribution is dispensable for energy homeostasis. Interestingly, fatty acid uptake peaked at day 4 of differentiation but declined by day 7 to the base level as seen in the undifferentiated cells. A transient increase in fatty acid oxidation at day 4 may explain the ~10% suppression of steady-state ATP levels by oligomycin specifically observed at that stage. Thus, fatty acids oxidation may contribute to osteoblast bioenergetics in a stage-specific manner, but generally appears to play an auxiliary role.

In addition, the current work clarifies the potential contribution of glutamine to energy production in osteoblasts. Glutamine uptake was detected in calvarial cells but did not increase with osteoblast differentiation, indicating that glutamine normally may not play a major role in meeting the increased energy demand in mature osteoblast. In keeping with this view, inhibition of glutamine catabolism with BPTES had no effect on the steady-state ATP levels. The notion is also consistent with our previous finding that inhibition of glutamine catabolism does not affect basal bone mass in the mouse even though it suppresses the excessive bone formation caused by hyperactive Wnt signaling (Karner et al., 2015). A more recent study linked increased glutamine uptake with specification of skeletal stem cells toward the osteoblast lineage but did not report a specific role in energy production (Yu et al., 2019). Collectively, the data to date indicate that glutamine has a limited role as a direct energy substrate in osteoblasts under normal conditions.

The comprehensive metabolic profiling was enabled by our optimized protocol for osteoblast differentiation. Multiple assays including visual inspection of nodule formation, mineral staining, and RNA-seq indicate that the calvarial cells reliably undergo robust osteoblast differentiation within seven days of culture in the current study. In contrast, previous protocols required a minimum of 14 days of induction to achieve differentiation (Guntur et al., 2014; Komarova et al., 2000). Another key difference between the studies lies in how the metabolic data were acquired and normalized. Previously, the metabolic measurements were made directly in the culture wells following differentiation and then normalized to either cell number or protein content recovered from the wells (Guntur et al., 2014; Komarova et al., 2000). However, in our experience, mineralization makes it difficult to fully recover the cells or cellular proteins from the cultures. Therefore, we have chosen to perform all metabolic studies after reseeding of the cells dissociated from the cultures, and to normalize the data to the reseeded cell number. The technical differences could account for the discrepant findings, particularly regarding oxygen consumption, which was previously shown to increase with osteoblast differentiation (Guntur et al., 2014; Komarova et al., 2000).

The reliance of glycolysis for energy production in osteoblasts is counterintuitive as less ATP is produced from each glucose molecule through glycolysis than the TCA cycle. Glycolysis produces a net gain of 2 ATP per glucose molecule through substrate-level phosphorylation, but additional ATP may be generated through oxidative phosphorylation after NADH derived through glycolysis is translocated to the mitochondria via the malate-aspartate shuttle. Our calculations from the Seahorse data indicate that glycolysis produces approximately 80% of the energy in mature osteoblasts. More over, 98% of the glycolytic ATP production in those cells results from substrate-level phosphorylation in the core glycolysis pathway (Table S1; [PPR_glyc_ * ATP/lactate] in equation for glycolytic ATP). The marked increase in glycolysis leads to an overall increase in ATP production even though OXPHOS is diminished in mature osteoblasts. These results therefore resolve the apparent energy paradox about aerobic glycolysis in osteoblasts.

A main finding from the Seahorse assays is that mature osteoblasts exhibit little spare respiration capacity in response to the mitochondrial uncoupling reagent FCCP (carbonyl cyanide-p-trifluoromethox- yphenyl-hydrazon). The failure to increase oxidative phosphorylation could indicate either the ETC capacity or the reducing equivalent (NADH or FADH_2_) from the TCA cycle is limiting. As RNA-seq showed that virtually all genes encoding the ETC subunits were upregulated in mature osteoblasts, we consider it unlikely that the ETC capacity became limiting after differentiation. On the other hand, Pdk1, which encodes pyruvate dehydrogenase kinase suppressing the activity of pyruvate dehydrogenase, was expressed at four times higher in osteoblasts than preosteoblasts. Moreover, intracellular pyruvate accumulated at a higher level with the progression of osteoblast differentiation. Thus, suppression of pyruvate dehydrogenase activity may restrict pyruvate from entering the TCA cycle, resulting in less NADH or FADH2 to fuel oxidative phosphorylation.

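With the CPM as deposited, the log2 fold change from day 0 to day 7 was above 0 for 66 of the 90 ETC genes tested. By complex, limma called 9 of the 42 genes of complex I higher and 1 lower, 0 of the 4 genes of complex II higher and 1 lower, 2 of the 10 genes of complex III higher and 0 lower, 6 of the 19 genes of complex IV higher and 1 lower, and 3 of the 15 genes of complex V higher and 0 lower. The counts of higher genes for complexes I to V in order were 27, 1, 7, 11 and 7 with median-of-ratios scaling and 29, 2, 7, 11 and 9 with voomWithQualityWeights on whole reads, but 5, 0, 2, 2 and 1 with the length correction and 5, 0, 1, 4 and 1 without day 7 replicate 3. Without day 0 replicate 3, 5 genes of complex I and 2 of complex V were lower. Without any other single library, 0 genes of complex II were lower. Where the count as deposited was 0, it was also 0 at an unadjusted p under 0.05. The medians of the complexes relative to all genes were 0.35, 0.08, 0.42, 0.26 and 0.25 for complexes I to V in order. As a set, complex IV passed the threshold (fry FDR = 0.0390) and the other 4 complexes did not, with an FDR of 0.107 for complex I, 0.823 for complex II, 0.174 for complex III and 0.50 for complex V. With camera at the preset correlation complex I passed as well (FDR = 4.47e-04), and with the estimated correlation none of the 5 did. Whether the complexes differ from each other was not tested. Between day 4 and day 7, compared by direction only, 43 of the 91 genes were higher in every day 7 library than in every day 4 library and 10 were lower in every one.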

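Pdk1 (ENSMUSG00000006494) lies on chromosome 2 of GRCm38 from 71873224 to 71903858 on the forward strand. Its level was 7.68 ± 1.60 RPKM at day 0, 38.7 ± 9.62 at day 4 and 35.5 ± 2.81 at day 7 (SD, n = 3 each), which makes the day 7 mean 4.62 times the day 0 mean. The log2 fold change from day 0 to day 7 was 2.22 (standard error 0.16, limma adjusted p = 3.31e-16). It stayed between 2.03 and 2.33 when each library was left out in turn, and every day 7 library lay above every day 0 library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 can give).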

The present study provides insight about the mechanism for maintaining the highly glycolytic state in osteoblasts. The critical role of Me2 may be explained by funneling pyruvate into the malate-aspartate shuttle that reoxidizes the cytoplasmic NADH to NAD+. However, as Me2 knockdown reduced glycolysis more severely than the shuttle inhibitor AOA did, we cannot rule out that Me2 may perform additional activities to support glycolysis. We did not detect direct conversion of pyruvate to malate in bone through carbon tracing, but this could be due to insufficient enrichment of ^13^C-glucose *in vivo*. Although the phosphate glycerol shuttle is also known to regenerate NAD+ from NADH in certain cells, we consider this unlikely here as the key enzyme Gpd1 is barely detectable in the osteoblast lineage cells (RPKM < 0.3 at all stages). It is worth noting that oxamate, though commonly used as an inhibitor of lactate dehydrogenase, also inhibits aspartate aminotransferase (Thornburg et al., 2008). Thus, the strong suppression of oxamate on intracellular ATP levels in osteoblasts may result from simultaneous inhibition of both lactate dehydrogenase and the malate-aspartate shuttle. 

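Gpd1 (ENSMUSG00000023019) lies on chromosome 15 of GRCm38 from 99717515 to 99725005 on the forward strand. Its level was 0.209 ± 0.0365 RPKM at day 0, 0.203 ± 0.0610 at day 4 and 0.197 ± 0.0714 at day 7 (SD, n = 3 each), and its values in the 9 libraries ranged from 0.130 to 0.272 RPKM. Between 5 and 29 reads were counted on it in a library, and its mean CPM was under the limit for a test.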

Future studies are warranted to determine the relative contribution of each mechanism to cytoplasmic NADH reoxidation in osteoblasts. Overall, the study identifies aerobic glycolysis as the principal bioenergetic pathway in normal osteoblasts, and thus provides a foundation for future investigations into bone metabolism in pathological conditions such as diabetes. Further elucidation of the relationship between glycolysis and the malate-aspartate shuttle may uncover molecular targets for developing additional bone-enhancing therapies.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Fanxin Long ().

#### Materials Availability

This study did not generate new unique reagents.

#### Data and Code Availability

The RNA-seq data generated during this study are available at Gene Expression Omnibus (GEO: GSE154991, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154991)

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

All primary calvarial cells were isolated from newborn pups of the C57BL/6J (wild type or ColI-GFP) mouse strain at 1–5 days of age; both male and female pups were used. Use of the animals were approved by the Animal Studies Committee at Washington University in St. Louis School of Medicine and the IACUC Committee at The Children’s Hospital of Philadelphia.

### METHOD DETAILS

#### Cell isolation, culture and osteoblast differentiation

Isolation of calvarial preosteoblasts was modified from a previous protocol (Jonason and O’Keefe, 2014). Briefly, calvaria were dissected free of periosteum from neonatal (P1-P5) C57BL/6J wild type or ColI-GFP (Col1a1*2.3-GFP) mice (Kalajzic et al., 2002). Each calvarium was sequentially digested with 0.6 mL of 4 mg/ml collagenase I (Sigma, C0130) dissolved in PBS for multiple rounds of 15 mins at 37°C with gentle shaking at 100 rpm. Cells were collected from the second through fourth digestion and filtered with 70 μm strainer before being centrifuged and seeded at 4×10^4^ cells/cm^2^ in ascorbic acid-free MEMα (Thermo, A10490) supplemented with 10% FBS (Thermo, 26140087) and Penicillin-Streptomycin (Thermo, 15140122). The cells can be passaged once in the same culture condition to increase the cell number. After reaching 100% confluency usually after 3 days, the cells were switched to MEMα containing 10 or 4 mM β-glycerol phosphate (Sigma, G9422) and 50 ug/ml ascorbic acid (Sigma, A4544) with daily changes of media for osteoblast differentiation. Cells after 4 or 7 days of differentiation in 10-cm culture dishes were dissociated first with 4 mg/ml collagenase I in PBS for 30 or 45 minutes, respectively, and then with 0.25% trypsin for 10–15 mins. The cells were then collected and filtered with 70 μm strainer before being reseeded for subsequent studies. In certain differentiation assays, 100 μM 2-DG, or 10 μM BPTES, or 200 μM Etomoxir, or 5.5 mM galactose in place of glucose was added to the mineralization medium.

#### High throughput RNA-sequencing

Total RNA was isolated with QIAGEN RNeasy Kit. Library construction, high-throughput sequencing and bioinformatics were performed by Genome Technology Access Center at Washington University School of Medicine. RNA-seq reads were aligned to the Ensembl release 76 top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Transcript counts were produced by Sailfish version 0.6.3. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction known junction saturation and read distribution over known gene models with RSeQC version 2.3. All gene-level and transcript counts were then imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust for samples for differences in library size. Genes or transcripts not expressed in any sample were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into R/Bioconductor package Limma and weighted likelihoods based on the observed mean-variance relationship of every gene/transcript and sample were then calculated for all samples with the voomWithQualityWeights function. Performance of the samples was assessed with a spearman correlation matrix and multi-dimensional scaling plots. Gene/transcript performance was assessed with plots of residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Generalized linear models were then created to test for gene/transcript level differential expression. Differentially expressed genes and transcripts were then filtered for FDR adjusted p values less than or equal to 0.05. Heatmaps were generated by Heatmapper (http://www.heatmapper.ca/).

#### ATP, glucose and lactate measurements

Custom media were used for all metabolic studies. A medium free of glucose, glutamine, pyruvate, phenol red, and sodium bicarbonate was based on MEMα with no nucleosides (Thermo, 10490) and custom produced (GIBCO). The medium was first reconstituted with sodium bicarbonate with pH adjusted to 7.4. Complete MEMα (cMEMα) medium was then prepared by adding fresh ingredients to achieve 5.5 mM glucose, 2 mM glutamine, 1 mM pyruvate and 10% FBS. For certain experiments, cMEMα medium was supplemented with 10 mM FFA: 3 mM BSA to a final concentration of 100 μM each of palmitate and oleate.

For intracellular ATP measurements, cells were seeded at 1×10^5^ cells/cm^2^ in 96-well plate for 4 hours before switching to 100 μl of fresh cMEMα for one hour. The different compounds were then added for 5–120 mins to assess the effect on intracellular ATP levels as measured by CellTiter-Glo® Luminescent Cell Viability Assay (Promega, G7570) and normalized to the number of cells seeded. Cell lethality was detected by staining with 4 μM propidium iodide (Thermo, P1304MP) in HBSS (Thermo, 14025) for 1 hour after each drug treatment. Drug concentrations were selected to ensure < 5% lethality after 2 hr of treatment: 2-DG, 100 mM; BPTES, 20 μM; Etomoxir, 200 μM; Oligomycin: 2 μM; Oxamate: 100 mM; UK-5099: 100 μM.

For glucose, glutamine, free fatty acid and lactate measurements, cells were seeded at 1×10^5^ cells/cm^2^ in 6-well plate for 4 hours before being rinsed once with cMEMα medium with 100 μM each of palmitate and oleate and then incubated in 2 mL of the same medium per well for 24 hours. Glucose, glutamine, free fatty acid, and lactate concentrations were measured with Glucose (HK) Assay Kit (Sigma, GAHK20), Glutamine Colorimetric Assay Kit (BioVission, K556), Free Fatty Acid Quantification Colorimetric/Fluorometric Kit (BioViosn, K612) and L-Lactate Assay Kit I (Eton Bioscience, 120001), respectively.

#### Seahorse assays

Cells were seeded at 4×10^5^ cells/cm^2^ into poly-D-lysine (Sigma, P6407) coated XF96 plate (Agilent) for 4 hours prior to experiments. Complete seahorse medium was prepared from Agilent Seahorse XF Base Medium (Agilent, 102353) to contain 5.5 mM glucose, 2 mM glutamine and 1 mM pyruvate, with pH7.4. The cells were incubated in 180 μl complete seahorse medium at 37°C for 1 hour before measurements in Seahorse XFe96 Analyzer. The following working concentrations of compounds were used: 2 μM Oligomycin, 2 μM FCCP, 1 μM Rotenone, and 1 mM Antimycin A. The oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were normalized to seeded cell number. Calculation of ATP production from either glycolysis or oxidative phosphorylation is based on a published method (Mookerjee et al., 2017). See Table S1 for equations.

#### Metabolic tracing of glucose

For *in vitro* studies, cells were seeded at 1×10^5^ cells/cm^2^ into 10-cm dish for 4 hours before being switched to 10 mL cMEMα for 1 hour. The cells were then incubated for 30 mins with cMEMα containing 5.5 mM uniformly labeled ^13^C-D-glucose (^13^C_6_-Glc) (Sigma, 389374) in lieu of regular glucose. The cells were then rinsed with 10 mL ice-cold PBS and lysed with 4% perchloric acid (PCA). For *in vivo* glucose tracing, ^13^C_6_-Glc dissolved in water at 3.3 M concentration was injected at 80 mg/mouse and 60 minutes before euthanization through the tail vein of eight-week-old C57BL6/J male mice. Plasma was collected immediately before sacrifice. The tibias and femurs were immediately dissected clean of connective tissue and the bone shafts were excised free of trabecular bone with a sharp razor blade. The bone shafts were then centrifuged at 11,000 g in a table-top microcentrifuge to remove the marrow content before being homogenized in 600 ul 4% perchloric acid (PCA) in water.

Metabolite measurements were performed at the Metabolomics Core of the Children’s Hospital of Philadelphia as previously described (Nissim et al., 2012, 2014). Plasma samples and a neutralized perchloric acid (PCA) extract prepared from cell cultures or bone samples were used for measurement of ^13^C enrichment in glucose and/or TCA Cycle intermediates. Measurement was performed on either an Agilent Triple Quad 6410 mass spectrometer combined with an Agilent LC 1260 Infinity or Hewlett-Packard 5971 Mass Selective Detector (MSD), coupled with a 5890 HP-GC, GC-MS Agilent System (6890 GC-5973 MSD) or a Hewlett-Packard HP-5970 MSD using electron impact ionization with an ionizing voltage of −70eV and an electron multiplier set to 2000V. Isotopic enrichment in ^13^C aspartate isotopomers was monitored using ions at m/z[C0]418, 419, 420, 421 and 422 for M0, M1, M2, M3 and M4 (containing 1 to 4 ^13^C atoms above M0, the natural abundance), respectively. Isotopic enrichment in ^13^C lactate was monitored using ions at m/z 261, 262, 263 and 264 for M0, M1, M2 and M3 (containing 1 to 3 ^13^C atoms above natural abundance), respectively. Isotopic enrichment in ^13^C malate isotopomers was monitored using ions at m/z 419, 420, 421, 422 and 423 for M0, M1, M2, M3 and M4 (containing 1 to 4 ^13^C atoms above natural abundance), respectively. Isotopic enrichment in ^13^C fumarate isotopomers was monitored using ions at m/z 287, 288, 289, 290 and 291 for M0, M1, M2, M3 and M4 (containing 1 to 4 ^13^C atoms above natural abundance), respectively, and ^13^C enrichment in ^13^C citrate isotopomers was monitored using ions at m/z 459, 460, 461, 462, 463, 464 and 465 for M0, M1, M2, M3, M4, M5 and M6 (containing 1 to 6 ^13^C atoms above natural abundance), respectively. ^13^C enrichment in glucose was determined by LC-MS (Li et al., 2014). Organic acids levels were determined by the isotope-dilution approach and GC-MS system (Weinberg et al., 2000). ^13^C-enrichment is expressed by atom percent excess (APE), which is the fraction (%) of ^13^C enrichment above natural abundance. The level of ^13^C-labeled mass isotopomer was calculated by the product of (APE/100) times concentration and is expressed as nmoles ^13^C metabolite per gram wet weight bone, or per mg cellular protein.

#### Gene knockdown with shRNA

Lentiviral based shRNA constructs were obtained from High-Throughput Screening Core at University of Pennsylvania. Construct IDs are as follows: shEGFP, SHC005; shMe1–1, TRCN0000114877; shMe1–2, TRCN0000114878; shMe2–1, TRCN0000114867; shMe2-2, TRCN0000114870. Viruses expressing shRNA were produced by transfecting HEK293T cells with the pLKO.1 shRNA plasmid together with packaging plasmids pΔ8.2 and pVSVG by using Lipofectamine 3000 (Thermo). Cells at the various differentiation stages were dissociated as described earlier and plated at 1 × 10^5^ cells/cm^2^ for d0 cells, and 2 × 10^5^cells/cm^2^ for d4 or d7 cells, before being infected with lentiviruses at 1 transduction unit (TU)/cell for 16 hours. Infected cells were selected with 1 then 2 μg/ml puromycin for 24 hr each and then switched to cMEMα (supplemented with ascorbate and β-glycerophosphate for d4 and d7 cells) for 24 hr before the media was harvested for glucose and lactate measurements. The cells were harvested for RT-qPCR to determine the knockdown efficiency and the expression level of various genes.

#### RT-qPCR analysis

Total RNA was harvested from 2 × 10^6^ cells first lysed with 370 μL RLT buffer containing 1% 2-mercaptoethanol, and then extracted with the RNeasy mini kit (QIAGEN) according to the manufacturer’s protocol. Complementary DNA was synthesized from 1μg mRNA per reaction with the SuperScript IV VILO Master Mix with ezDNase Enzyme (Thermo). The relative expression level of specific mRNA to the 18S ribosomal RNA was determined by qPCR with PowerUp SYBR Green Master Mix (Thermo) in QuantStudio 3 Real-Time PCR System (Thermo). The relative changes were calculated with ΔΔCt method, and expressed as fold change (2^−ΔΔCt^). PCR Primer information is listed in Table S2.

#### Mitochondria copy number quantification

For total DNA extraction, 5 × 10^6^ Cell was lysed with 200 μL lysis buffer (50mM Tris, 1mM EDTA, 0.2% SDS, pH8.0) containing 0.2mg/mL Proteinase K at 55°C overnight, and then incubated with 1mg/ml RNase A at room temperature for 30–60 mins. Cell lysate was first extracted with equal volume of pH 8.0 Phenol:Chloroform:IAA with Phase Lock Gel, and then with equal volume of chloroform prior to ethanol participation with 2.5× volume of 100% EtOH and 0.1× volume of 3M pH5.2 NaOAc. DNA pellet was dissolved in TE buffer (10mM Tris, 1mM EDTA, pH8.0).

The relative abundance of the mitochondrial gene mt-Nd4 (mitochondrially encoded NADH:ubiquinone oxidoreductase core subunit 4) to the nuclear gene Hk2 (hexokinase-2) was determined by qPCR with 15 ng total DNA using SsoAdvanced Universal SYBR® Green Supermix (BioRad). The relative mitochondria copy number change was calculated with ΔΔCt method, and expressed as fold change (2^−ΔΔCt^). See Table S3 for PCR primer information.

### QUANTIFICATION AND STATISTICAL ANALYSIS

Statistical significance is calculated with two-tailed Student’s t test. All quantification graphs are presented as mean ± standard deviation. The number of biological replicates (N) is indicated in figure legends. Statistical significance is defined as p < 0.05.

## Supplementary Material

1

2

## Figures and Tables

**Figure 1.**
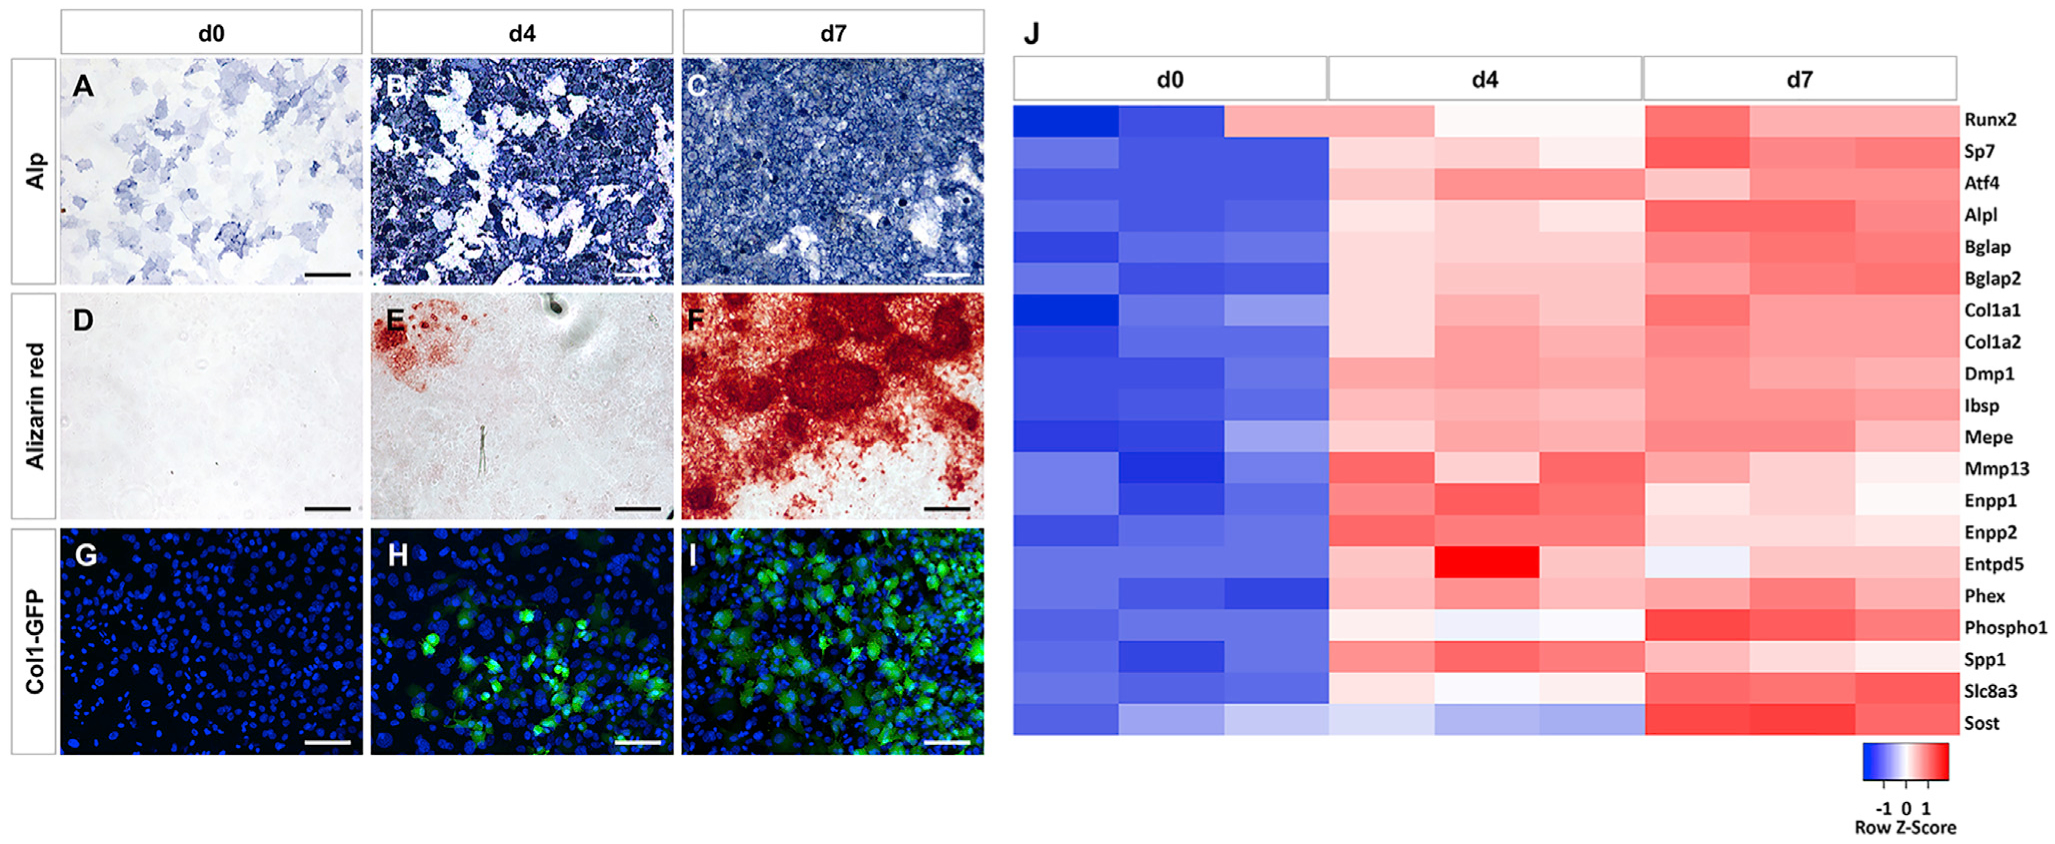
Osteoblast Differentiation from Murine Newborn Calvarial Cells (A–I) Representative views of cell cultures at different days of differentiation with alkaline phosphatase (A–C), Alizarin red staining (D–F), or ColI-GFP expression (G–I). Alp, alkaline phosphatase staining. Scale bar: 50 μm. (J) Heatmap representing relative expression levels of osteoblast marker genes from RNA-seq. Three biological replicates (n = 3) at each time point.

**Figure 2.**
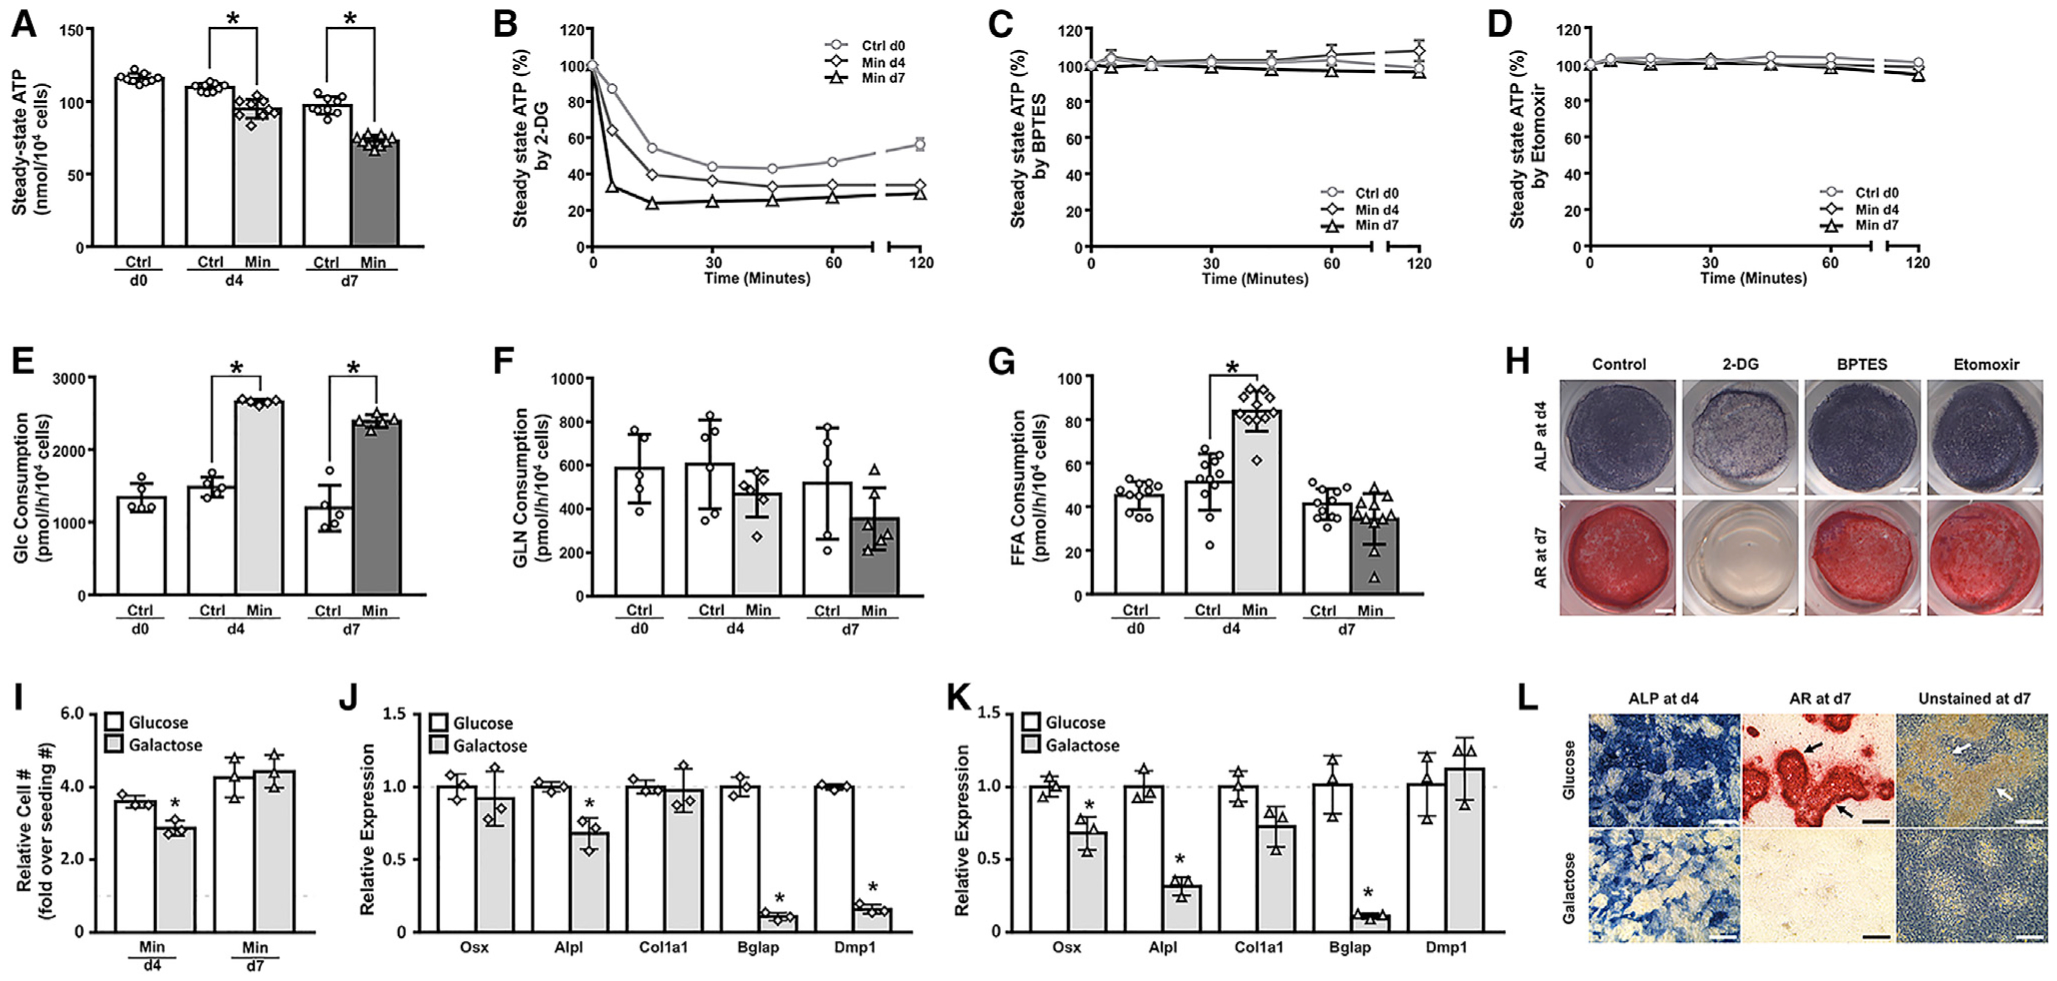
Glucose Dependence of Osteoblast-Lineage Cells Cells were cultured in media supplemented with glucose (Glc), glutamine, and free fatty acids. (A) Steady-state intracellular ATP levels. Ctrl, control media; Min, mineralization media. n = 9. (B–D) Effects of inhibitors on steady-state ATP levels. n = 3. (E–G) Consumption rate of different energy substrates. n ≥ 5. (H) Effects of inhibitors on osteoblast differentiation. Scale bar: 1 mm. (I–K) Effects of galactose or Glc on cell number (I) or osteoblast marker gene expression at day 4 (J) or day 7 (K). Dashed lines denote gene expression levels in Glc. n = 3. (L) Detection of alkaline phosphate activity or mineralized nodules at day 4 or day 7 of differentiation. Note mineralized nodules (arrows) visible with or without AR staining only in Glc-cultured cells. ALP, alkaline phosphatase; AR, alizarin red. Scale bar: 200 μm. *p < 0.05. Error bars: SD.

**Figure 3.**
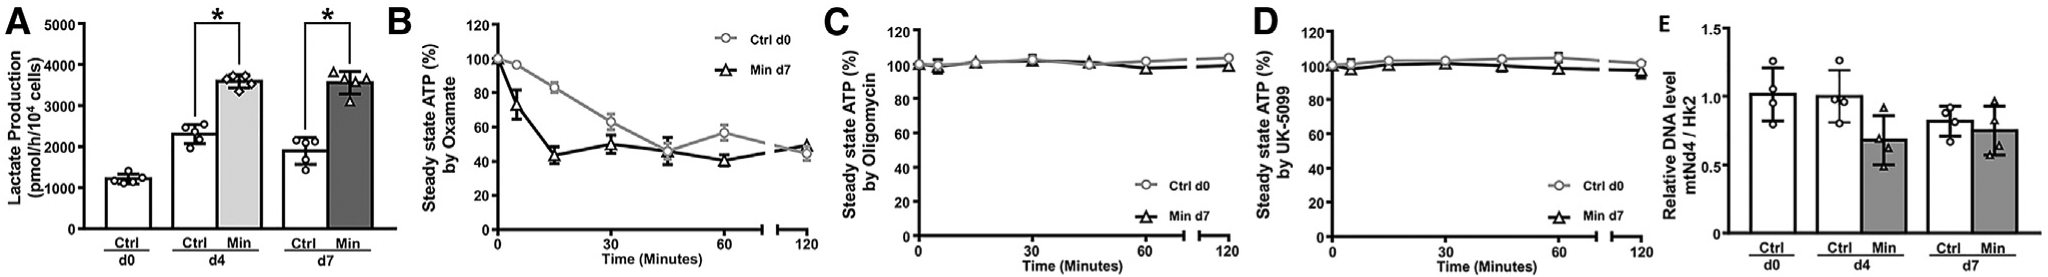
Predominance of Aerobic Glycolysis in ATP Production in Osteoblasts (A) Lactate (Lac) production rate in media supplemented with Glc, glutamine, and fatty acids. n = 3. (B–D) Effects of inhibitors on steady-state ATP levels in media supplemented with Glc and glutamine. n = 3. (E) Relative DNA abundance of mt-ND4 over Hk2 by quantitative PCR (qPCR). n = 4. *p < 0.05. Error bars: SD.

**Figure 4.**
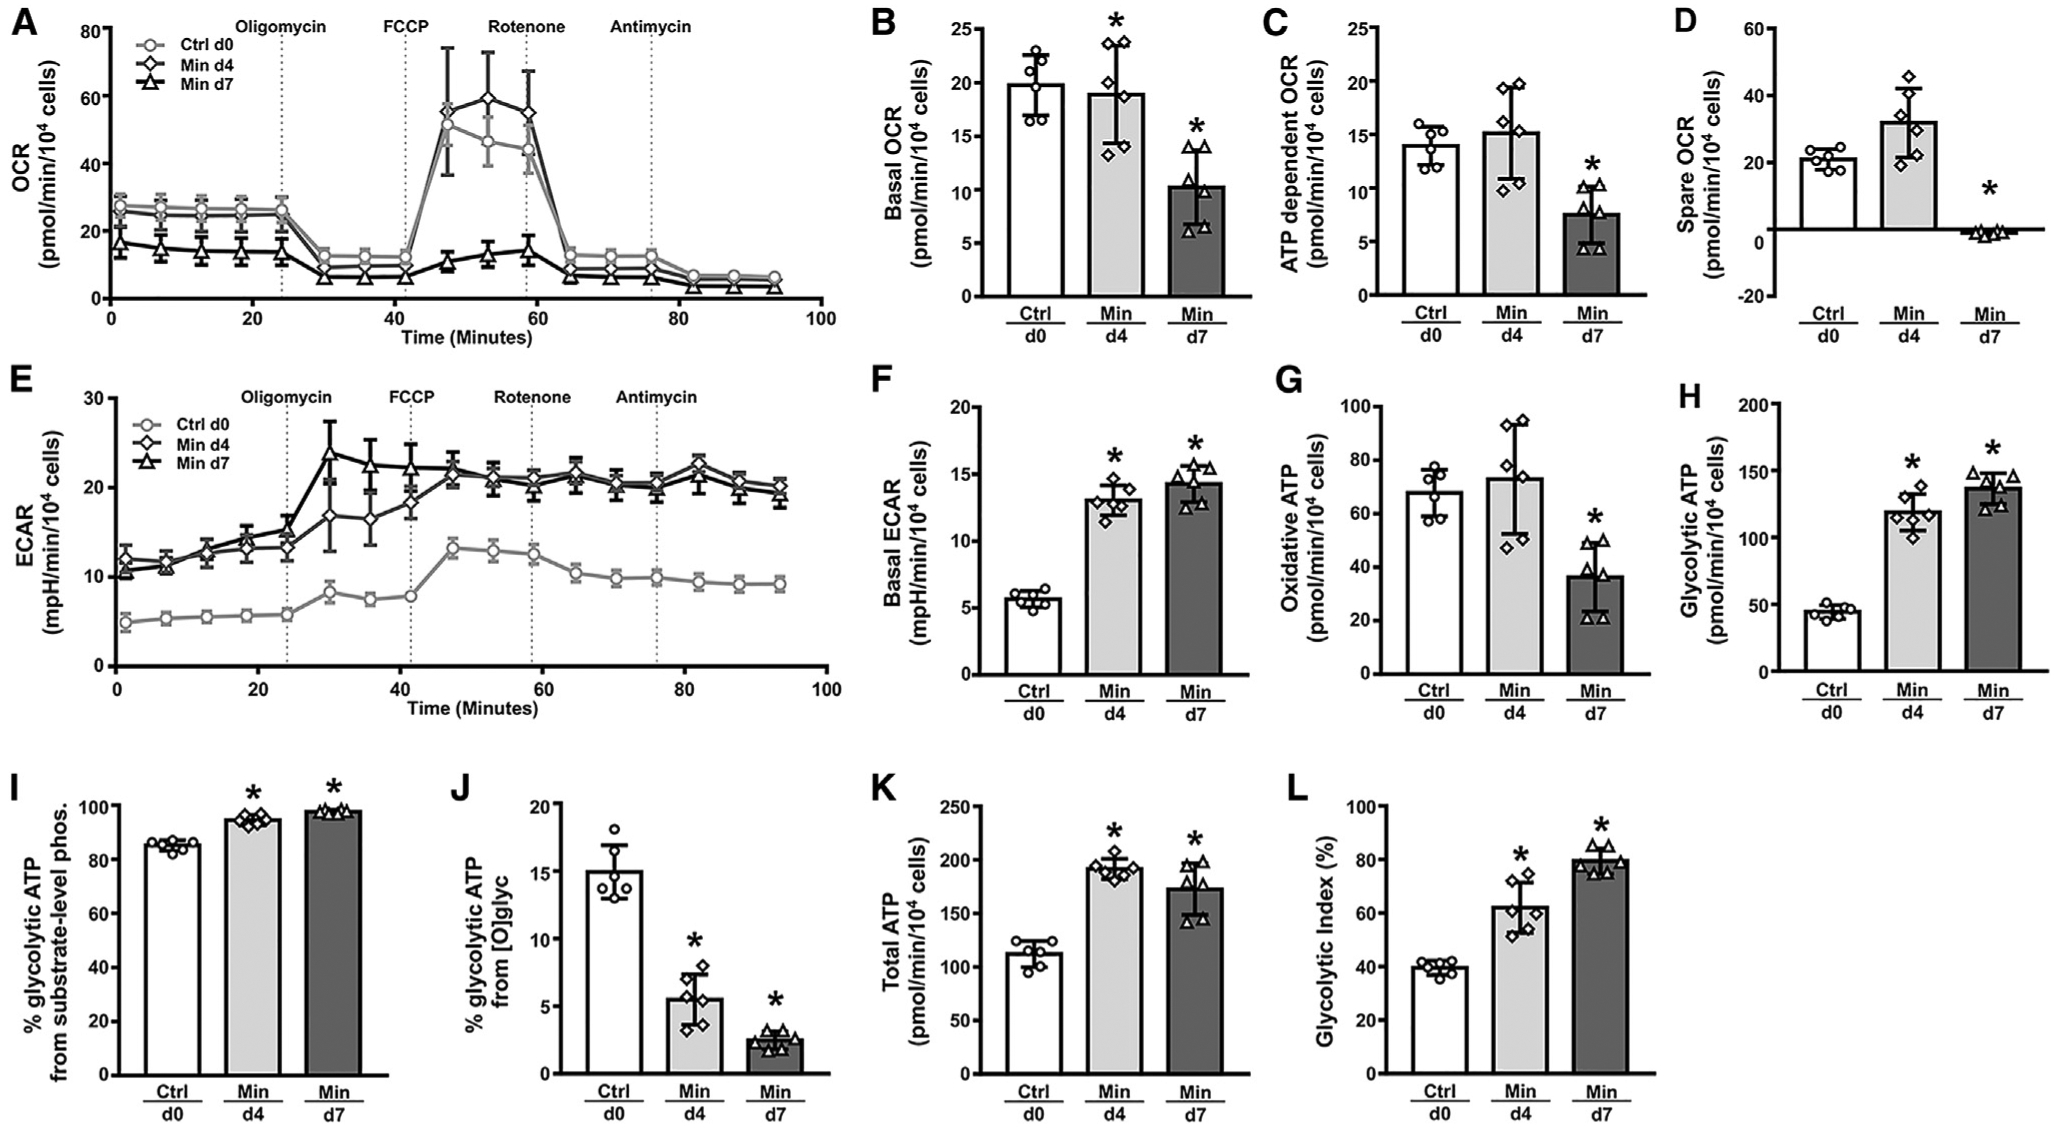
Metabolic Changes during Osteoblast Differentiation (A) A representative graph for Seahorse measurements of oxygen consumption rate (OCR). (B–D) Quantification of OCR parameters. (E) A representative graph of extracellular acidification rate (ECAR). (F) Quantification of basal ECAR. (G and H) Theoretical ATP production from OXPHOS (G) or glycolysis (H). (I and J) Relative contribution to glycolytic ATP by substrate-level phosphorylation (I) or oxidation of NADH transferred from cytoplasm (J). (K) Total ATP production from glycolysis and OXPHOS. (L) Relative contribution of glycolysis to total ATP production. n = 6. *p < 0.05. Error bars: SD.

**Figure 5.**
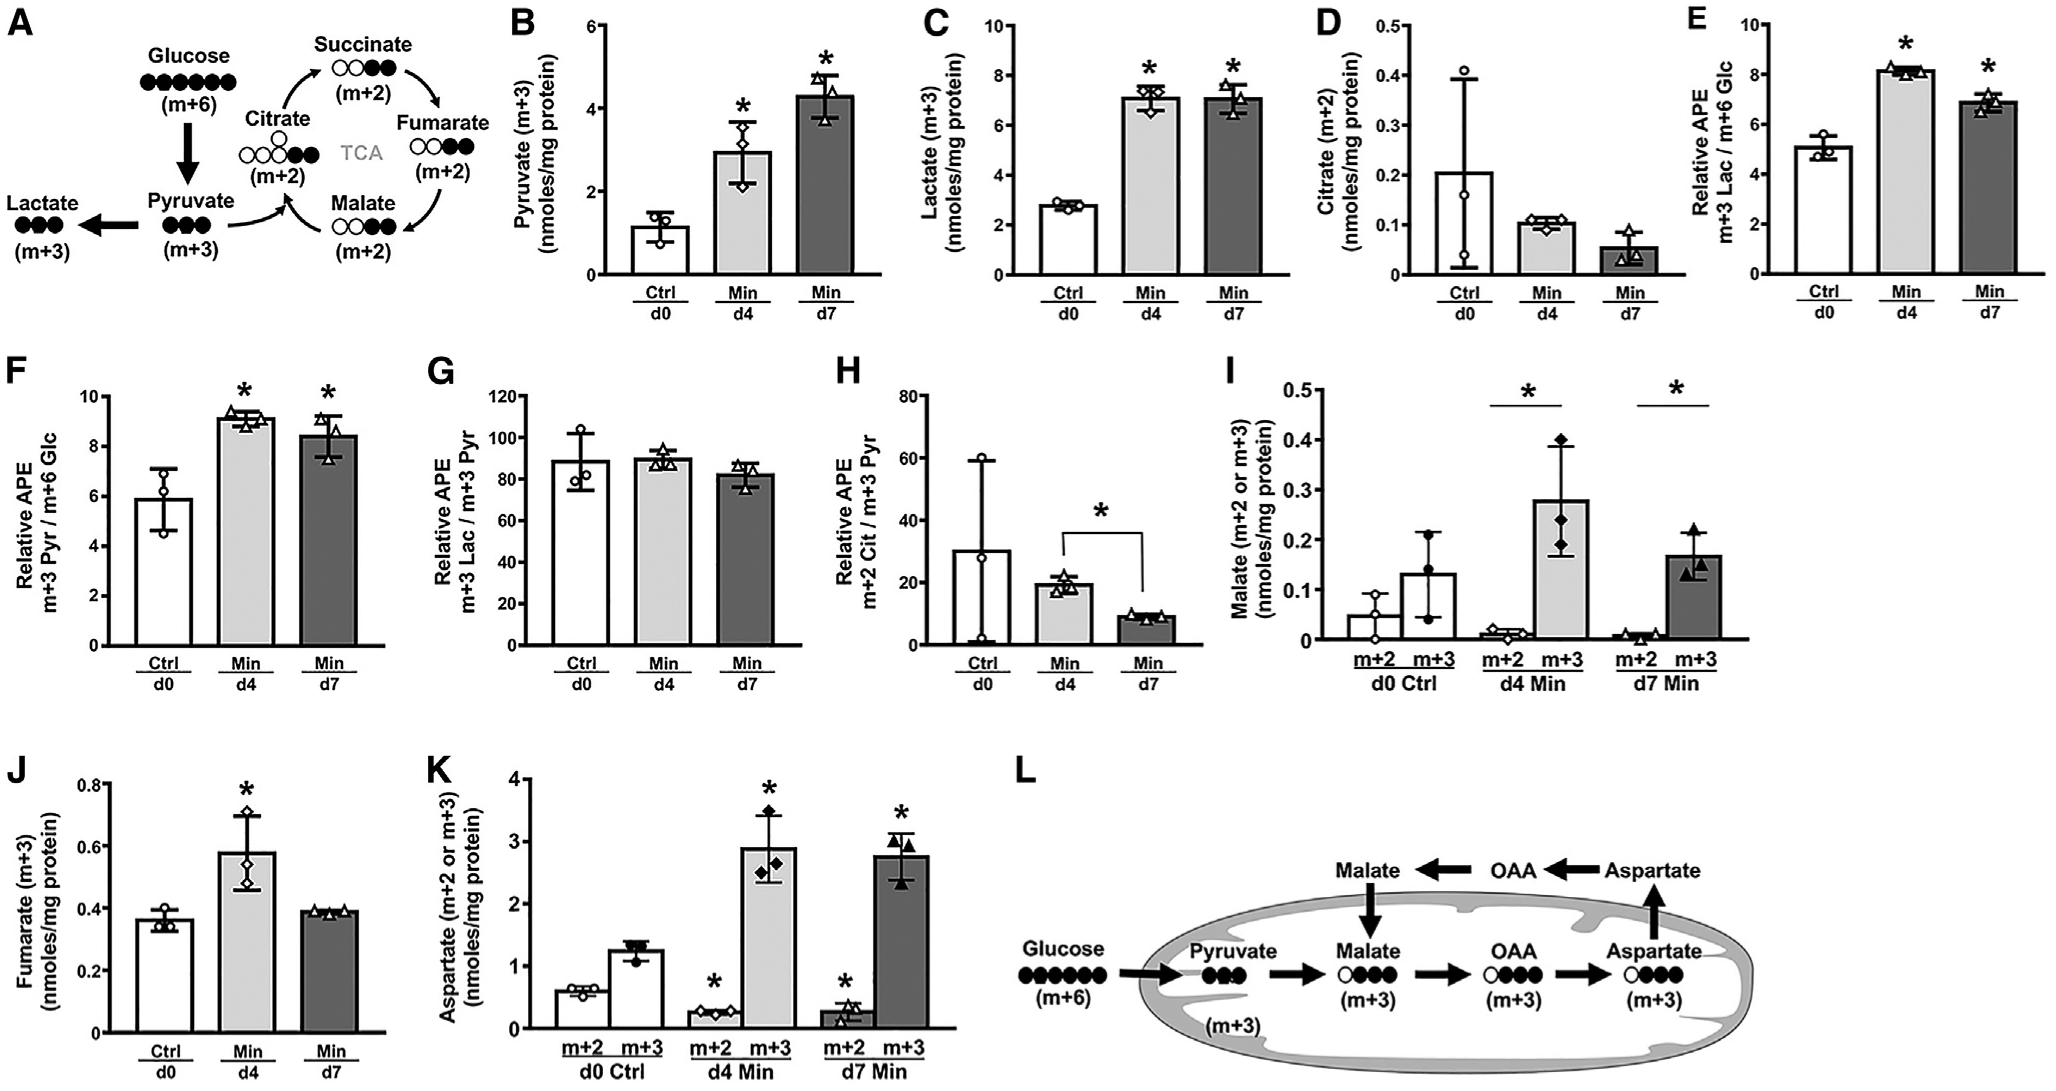
Metabolic Tracing of ^13^C-Glc in Cell Cultures (A) A diagram for carbon tracing through glycolysis or TCA cycle. Closed circles: ^13^C; open circle: ^12^C. (B–D and I–K) Abundance of ^13^C-labeled metabolites normalized to cellular protein. (E–H) Relative enrichment ratio of key metabolites over precursor. APE, atom percent excess. (L) A diagram for carbon tracing through the malate-aspartate shuttle. n = 3. *p < 0.05, versus day 0 unless otherwise indicated. Error bars: SD.

**Figure 6.**
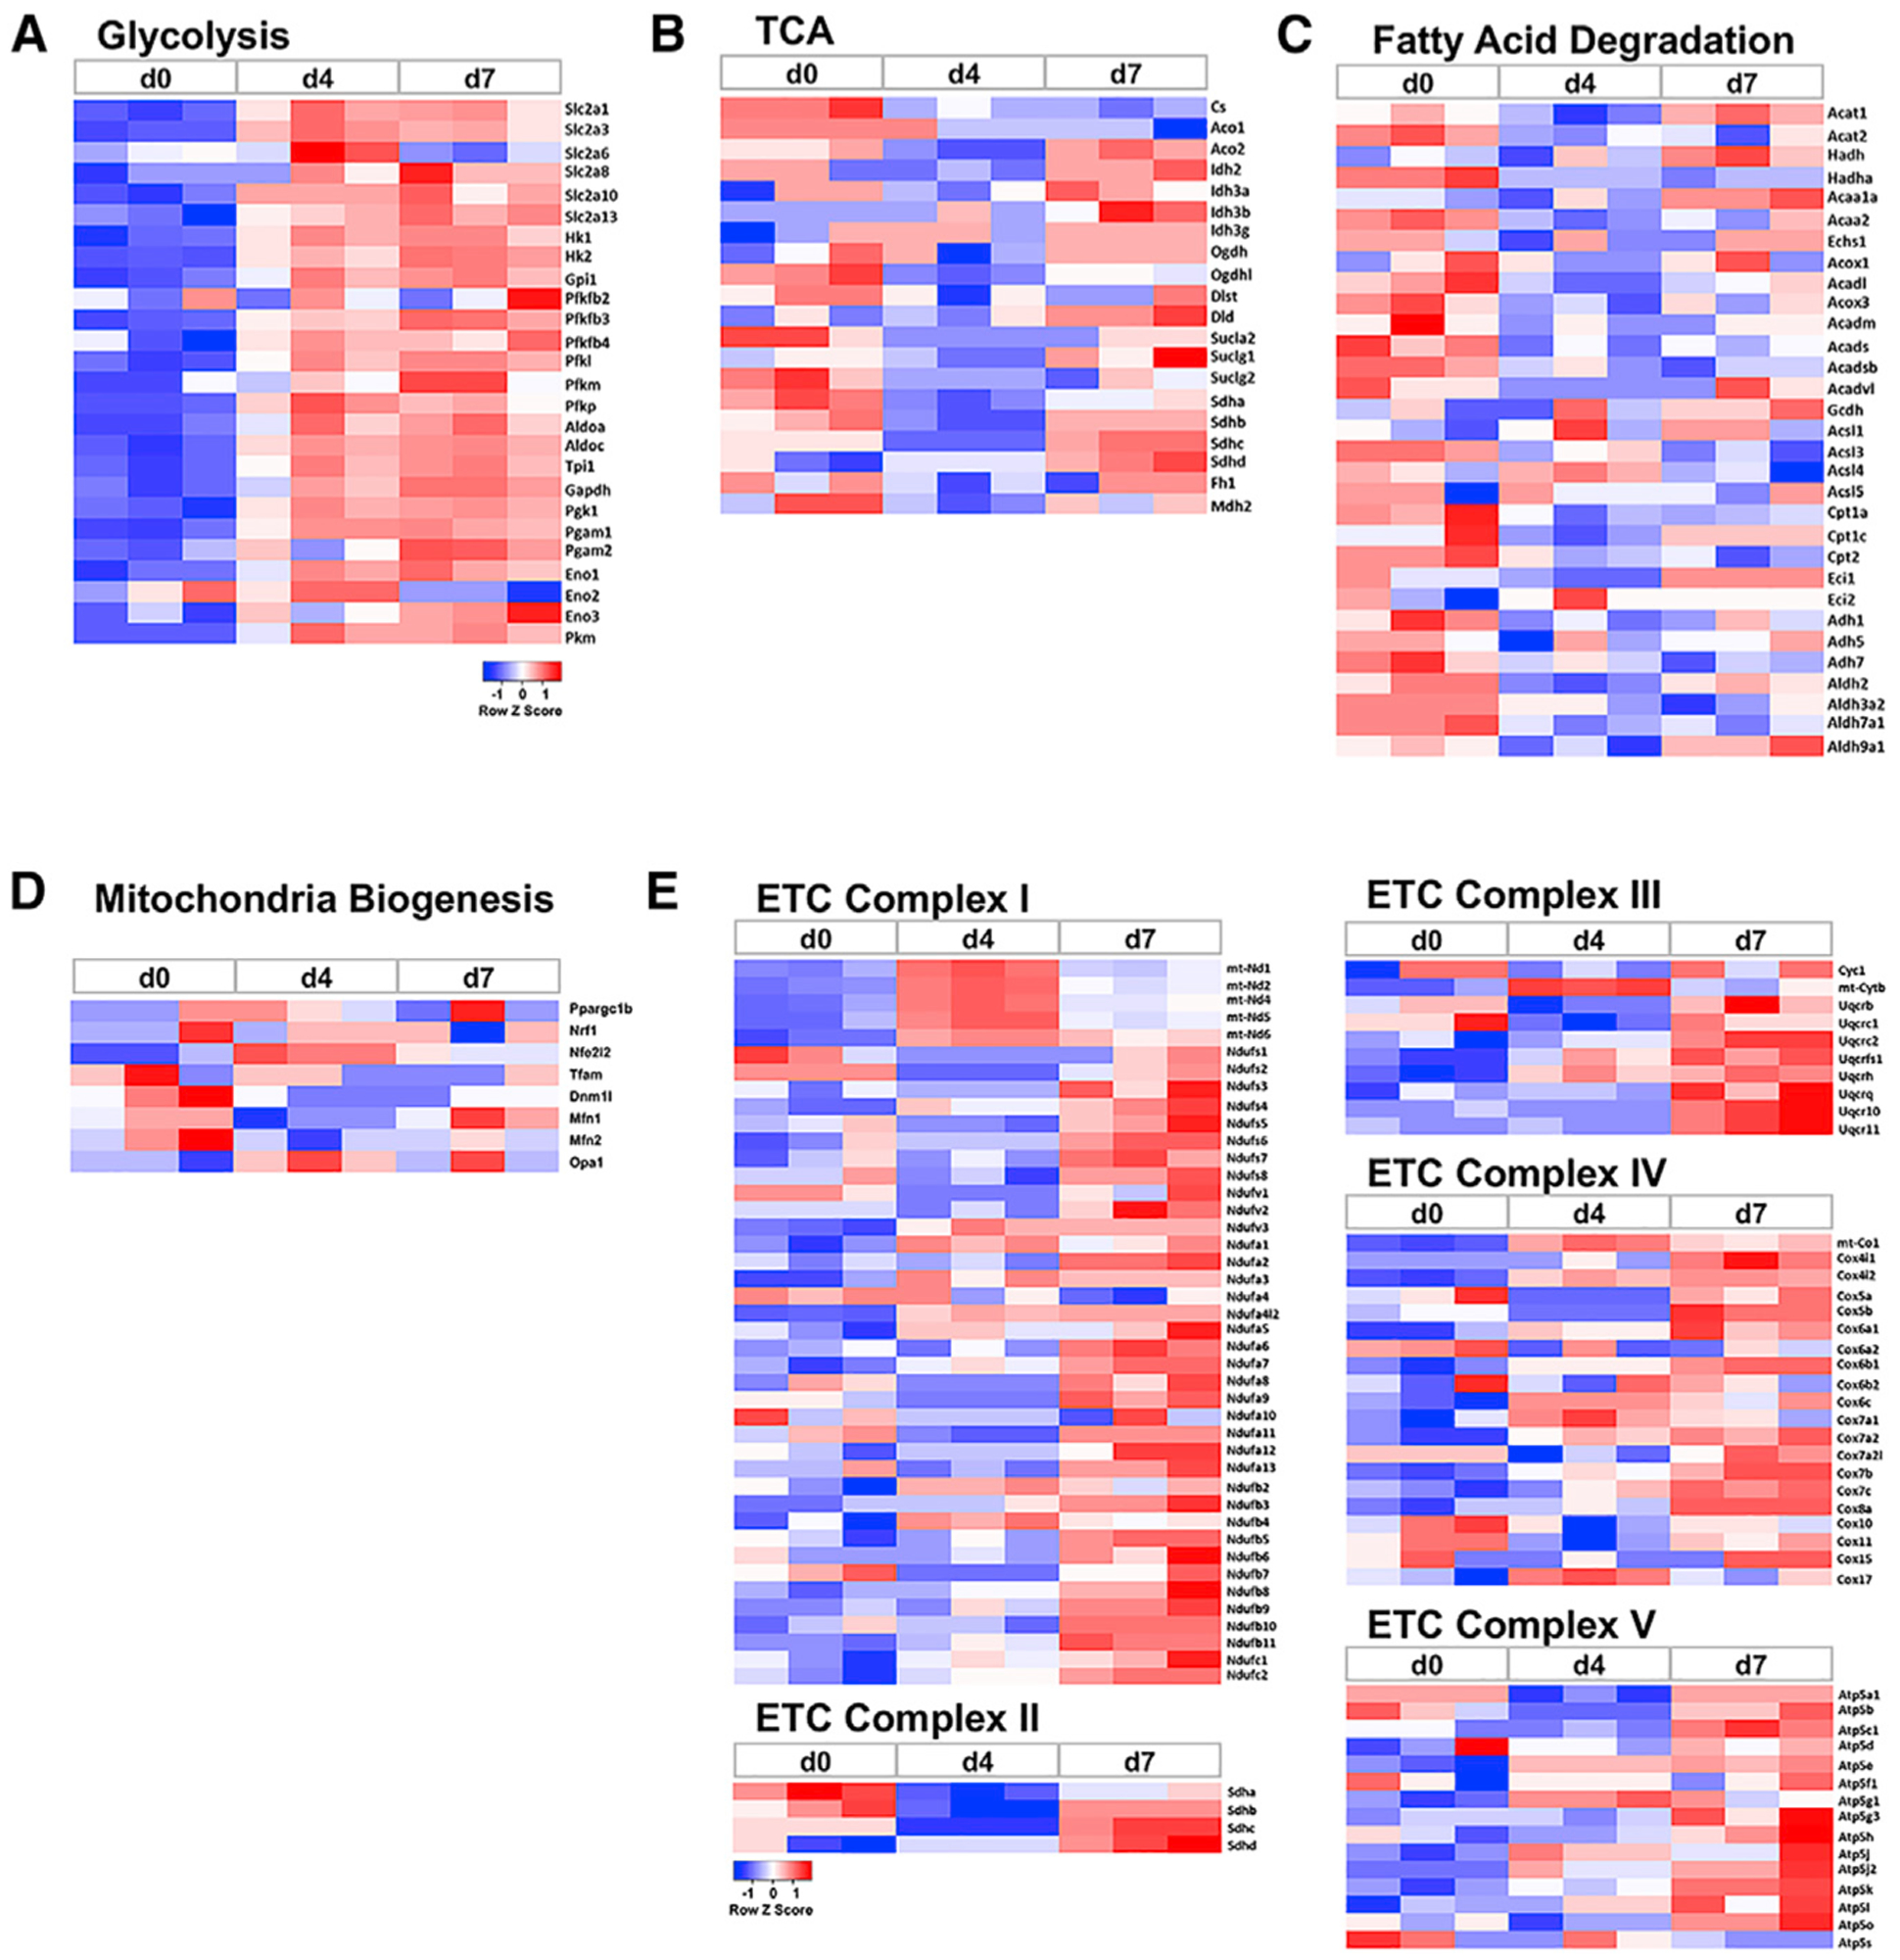
Differential Expression of MetabolicGenes during Osteoblast Differentiation Heatmaps were derived fromRNA-seq experiments with three biological replicates at each stage. (A) Glycolytic genes. (B) TCA cycle genes. (C) Fatty acid catabolism genes. (D) Mitochondria biogenesis genes. (E) Electron transport chain (ETC) genes.

**Figure 7.**
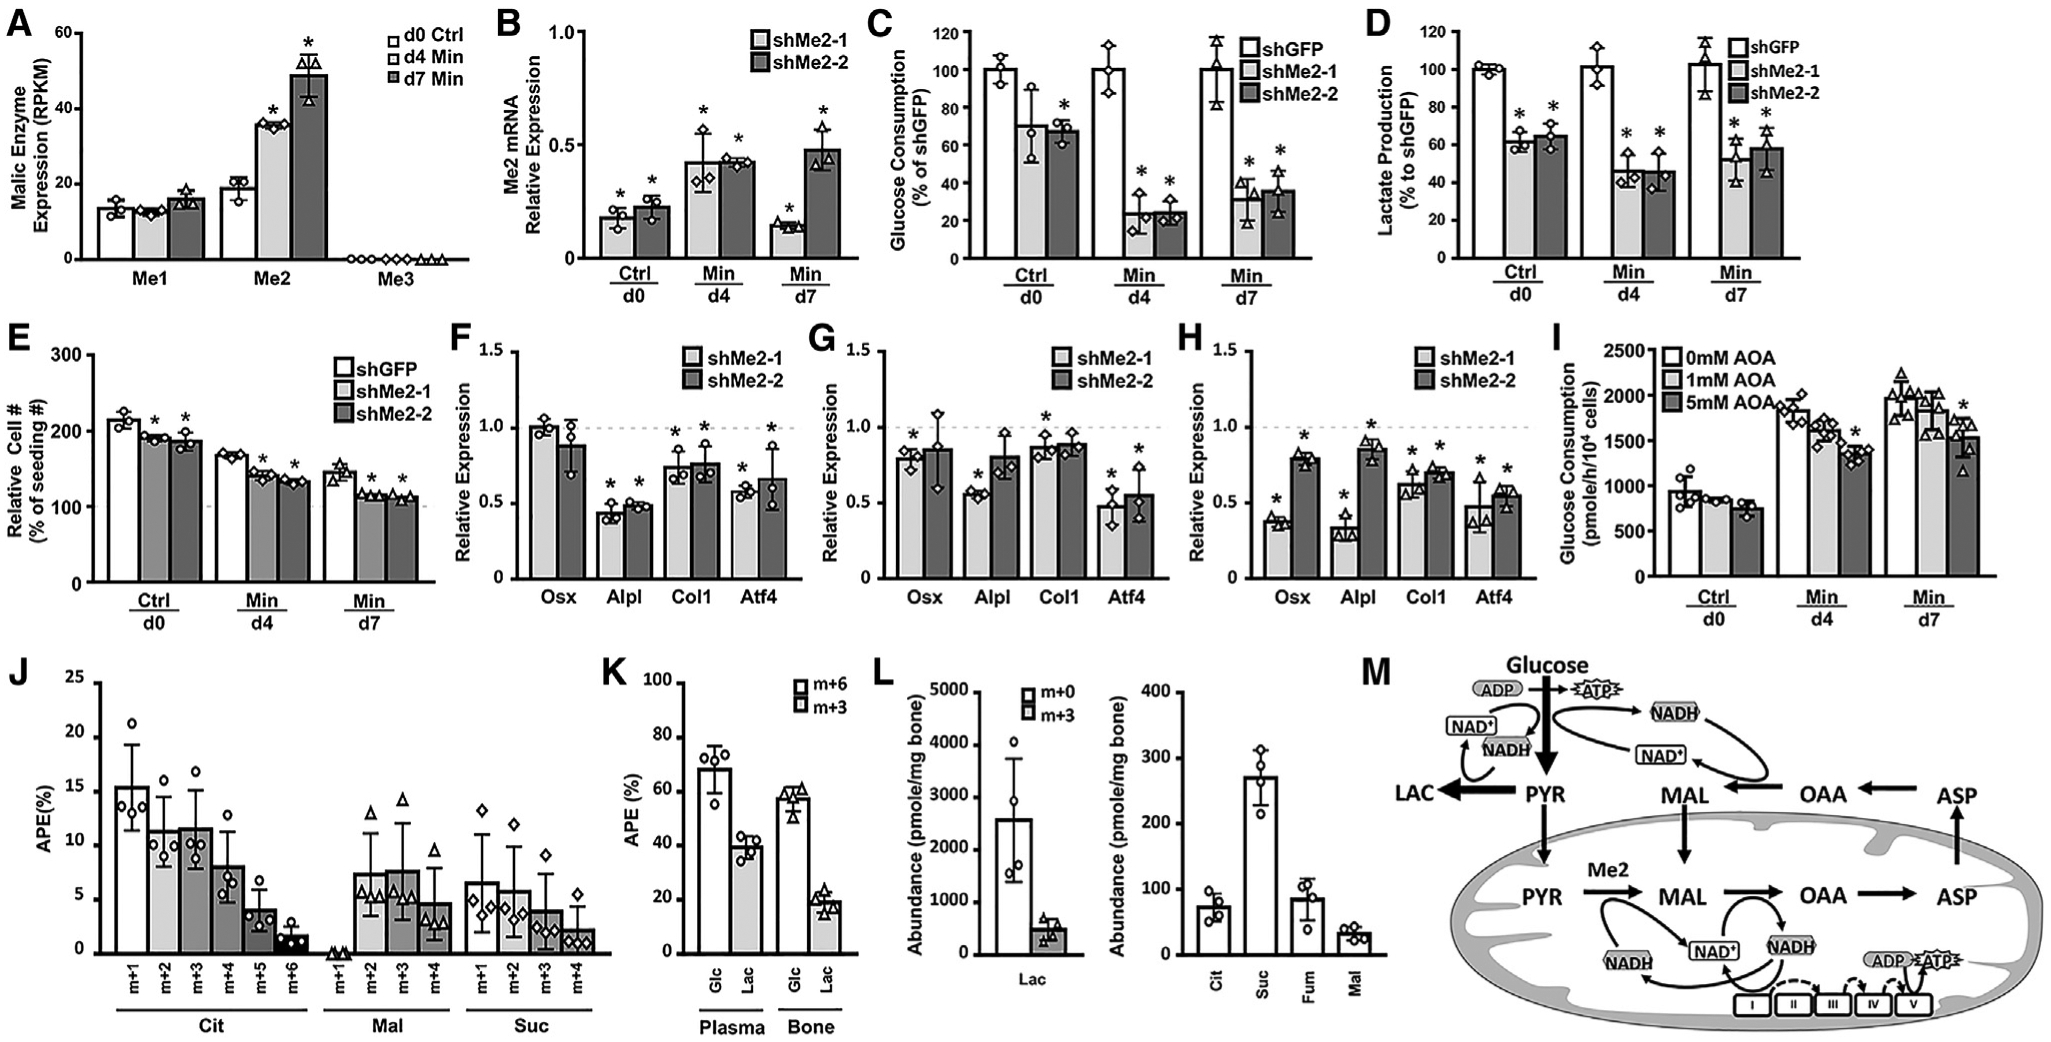
Requirement of Me2 for Aerobic Glycolysis in Osteoblasts (A) Expression levels of malic enzyme genes determined by RNA-seq. *Significant difference from day 0. (B) Knockdown efficiency of shRNA for Me2. shRNA for GFP as control. *Significant difference from shGFP control. (C–H) *Significant difference from shGFP control. (C and D) Effects of Me2 knockdown on Glc consumption (C) and Lac production (D). (E) Effects of Me2 knockdown on cell numbers. (F–H) Effects of Me2 knockdown on gene expression relative to control infected with shGFP control virus in day-0 (F), day-4 (G), or day-7 (H) cells. Dashed lines indicate levels in shGFP-infected cells. (A–H) n = 3. (I) Effects of AOA on Glc consumption. *Significant difference from 0 mM. n ≥ 3. (J) Relative enrichment of TCA cycle organic acids in the plasma of mice as determined by mass spectrometry at 60 min after ^13^C_6_-Glc injection through the tail vein. APE, atom percent excess; Cit, citrate; Mal, malate; Suc, succinate. (K) Relative enrichment of Glc and Lac in plasma or bone as determined by mass spectrometry. (L) Absolute abundance of organic acids in bone as determined by mass spectrometry. Note that only unlabeled TCA cycle organic acids were detected. (J–L) n = 4. (M) A model for aerobic glycolysis driven by the malate-aspartate shuttle in osteoblasts. *p < 0.05. Error bars: SD.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Bacterial and Virus Strains		
shEGFP (pLKO.1)	High-Throughput Screening Core at University of Pennsylvania	SHC005
shMe1-1 (pLKO.1)	As above	TRCN0000114877
shMe1-2 (pLKO.1)	As above	TRCN0000114878
shMe2-1 (pLKO.1)	As above	TRCN0000114867
shMe2-2 (pLKO.1)	As above	TRCN0000114870
Chemicals, Peptides, and Recombinant Proteins		
(+)-Etomoxir sodium salt hydrate	Sigma	E1905
2-Deoxy-D-glucose	Sigma	D6134
2-Mercaptoethanol	BioRad	1610710
Antimycin A	Sigma	A8674
Ascorbic acid	Sigma	A4544
Ascorbic acid-free MEMa	Thermo	A10490
Bovine Serum Albumin	Proliant Health&Biologicals	7500804
BPTES	Sigma	SML0601
Carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone	Sigma	C2920
Collagenase I	Sigma	C0130
Customized ascorbic acid-free MEMa	GIBCO	ME18459P1
D-(+)-Glucose	Sigma	G7021
D-(+)-Galactose	Sigma	G5388
DPBS	Thermo	14190250
FBS	Thermo	26140087
HBSS	Thermo	14025
L-Glutamine	Thermo	25030081
O-(Carboxymethyl)hydroxylamine hemihydrochloride	Sigma	C13408
Oligomycin	Sigma	O4876
Penicillin-Streptomycin	Thermo	15140122
5 PRIME Phase Lock Gel Light	Fisher	FP2302800
poly-D-lysine	Sigma	P6407
propidium iodide	Thermo	P1304MP
Proteinase K	Invitrogen	25530–015
RNase A	Sigma	10109142001
Rotenone	Sigma	R8875
Sodium acetate	Sigma	S2889
Sodium Oleate	Sigma	O3880
Sodium oxamate	Sigma	O2751
Sodium Palmitate	Sigma	P9767
Sodium pyruvate	Sigma	P5280
UK-5099	Sigma	PZ0160
UltraPure Phenol:Chloroform:Isoamyl Alcohol (25:24:1, v/v)	Thermo	15593049
Uniformly labeled ^13^C-D-glucose	Sigma	389374
β-glycerol phosphate	Sigma	G9422
Critical Commercial Assays		
CellTiter-Glo® Luminescent Cell Viability Assay	Promega	G7570
Free Fatty Acid Quantification Colorimetric/ Fluorometric Kit	BioViosn	K612
Glucose (HK) Assay Kit	Sigma	GAHK20
Glutamine Colorimetric Assay Kit	BioViosn	K556
L-Lactate Assay Kit I	Eton Bioscience	120001
PowerUp SYBR Green Master Mix	Thermo	A25778
RNeasy Mini Kit	QIAGEN	74106
SsoAdvanced Universal SYBR® Green Supermix	BioRad	1725275
SuperScript IV VILO Master Mix with ezDNase Enzyme	Thermo	11766500
Deposited Data		
Raw and analyzed data	This paper	GEO: GSE154991
Experimental Models: Organisms/Strains		
Mouse: C57BL/6J	The Jackson Laboratory	000664
Mouse: Tg(Col1a1*2.3-GFP)1Rowe/J	The Jackson Laboratory	013134
Oligonucleotides		
Primers for RT-qPCR, see Table S2	This paper	N/A
Primers for DNA-qPCR, see Table S3	This paper	N/A

# Supplementary material for: Malic Enzyme Couples Mitochondria with Aerobic Glycolysis in Osteoblasts
**Source:** Cell Rep. Author manuscript; Available in PMC 2021 Jun 7.
**Supplement:** 2

# Malic Enzyme Couples Mitochondria with Aerobic Glycolysis in Osteoblasts

## Graphical Abstract

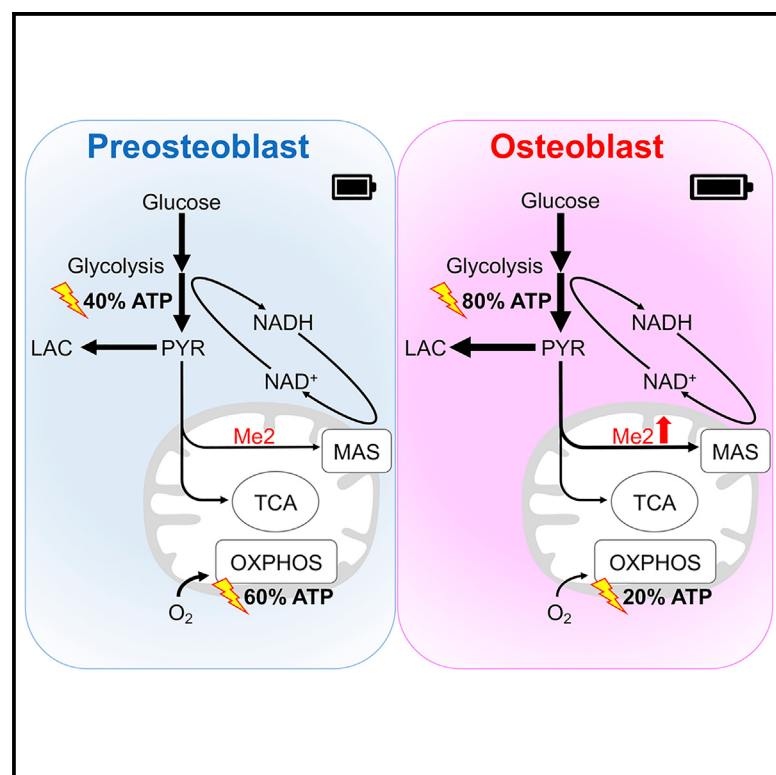

## Authors

Wen-Chih Lee, Xing Ji, Itzhak Nissim, Fanxin Long

## In Brief

Lee et al. discover that mature osteoblasts produce 80% of the energy from glycolysis even under aerobic conditions. *In vivo* metabolic tracing identifies lactate as the predominant fate of glucose in bone. The robust glycolysis is supported by malic enzyme 2 and the malate-aspartate shuttle.

## Highlights

- Glycolysis produces 80% of the energy in osteoblasts under aerobic conditions
- Lactate is the predominant metabolic fate for glucose in bone *in vivo*
- Mitochondrial respiration is diminished during osteoblast maturation
- Me2 funnels glucose carbons into malate-aspartate shuttle to sustain glycolysis

## Article

# Malic Enzyme Couples Mitochondria with Aerobic Glycolysis in Osteoblasts

Wen-Chih Lee,<sup>1</sup> Xing Ji,<sup>1</sup> Itzhak Nissim,<sup>2,3</sup> and Fanxin Long<sup>1,4,5,\*</sup><sup>1</sup>Translational Research Program in Pediatric Orthopedics, The Children's Hospital of Philadelphia, PA 19104, USA<sup>2</sup>Division of Genetics and Metabolism, The Children's Hospital of Philadelphia, Philadelphia, PA 19104, USA<sup>3</sup>Department of Pediatrics, Biochemistry and Biophysics, University of Pennsylvania, Philadelphia, PA 19104, USA<sup>4</sup>Department of Orthopaedic Surgery, University of Pennsylvania, Philadelphia, PA 19104, USA<sup>5</sup>Lead Contact\*Correspondence: <https://doi.org/10.1016/j.celrep.2020.108108>

## SUMMARY

The metabolic program of osteoblasts, the chief bone-making cells, remains incompletely understood. Here in murine calvarial cells, we establish that osteoblast differentiation under aerobic conditions is coupled with a marked increase in glucose consumption and lactate production but reduced oxygen consumption. As a result, aerobic glycolysis accounts for approximately 80% of the ATP production in mature osteoblasts. *In vivo* tracing with <sup>13</sup>C-labeled glucose in the mouse shows that glucose in bone is readily metabolized to lactate but not organic acids in the TCA cycle. Glucose tracing in osteoblast cultures reveals that pyruvate is carboxylated to form malate integral to the malate-aspartate shuttle. RNA sequencing (RNA-seq) identifies *Me2*, encoding the mitochondrial NAD-dependent isoform of malic enzyme, as being specifically upregulated during osteoblast differentiation. Knockdown of *Me2* markedly reduces the glycolytic flux and impairs osteoblast proliferation and differentiation. Thus, the mitochondrial malic enzyme functionally couples the mitochondria with aerobic glycolysis in osteoblasts.

## INTRODUCTION

Proper bone remodeling is essential for maintaining the integrity of bone, and it requires an exquisite balance between bone resorption by osteoclasts and bone formation by osteoblasts. Loss of the balance in favor of bone resorption causes osteoporosis or osteopenia that leads to millions of bone fractures annually (Cummings and Melton, 2002). The current bone anabolic agents teriparatide and abaloparatide, both activating the parathyroid hormone receptor, are effective in increasing bone mineral density and reducing fracture risks, but their use is limited by unresolved concerns about osteosarcoma risks (Cipriani et al., 2012; Ramchand and Seeman, 2018). The newly US Food and Drug Administration (FDA)-approved romosozumab, an antibody against the Wnt inhibitor sclerostin, is dually functional in inducing bone formation and suppressing bone resorption but carries a warning about increased cardiovascular risks (Sølling et al., 2018). Thus, there is a continuing need for developing safe and effective alternative treatments for osteoporosis. Recent studies have increasingly linked diabetes mellitus with increased bone fractures (Schwartz, 2017; Weber et al., 2015). Although the mechanisms underlying bone comorbidity in diabetes are complex, potential disruption of energy metabolism in osteoblasts may lead to impaired osteoblast function (Lee et al., 2017; Napoli et al., 2017). Moreover, the bone anabolic function of PTH and Wnt signaling has been partially attributed to their regulation of osteoblast metabolism (Chen et al., 2019;

Esen et al., 2013, 2015; Frey et al., 2015; Karner et al., 2015).

These advances have raised the potential that metabolic pathways may be targeted for developing additional bone therapies.

Cellular metabolism in osteoblasts however is just beginning to be understood. Historical studies demonstrated that bone explants as well as freshly isolated calvarial cells from rodents consumed glucose at a brisk rate *in vitro* (Borle et al., 1960; Cohn and Forscher, 1962; Peck et al., 1964). Recent work with radiolabeled glucose analogs has confirmed a significant uptake of glucose by bone in the mouse, further supporting glucose as a main energy substrate for osteoblasts (Wei et al., 2015; Zoch et al., 2016). On the other hand, glutamine and fatty acids were also implicated in osteoblast bioenergetics (Adamek et al., 1987; Biltz et al., 1983). However, the relative contribution of each substrate to energy production in osteoblasts has not been determined. Furthermore, the mechanism for maintaining the NAD<sup>+</sup>/NADH redox state necessary for sustaining rapid glycolysis in osteoblasts is not known.

Several studies have investigated glucose metabolism in rodent calvarial cells following differentiation *in vitro* but have reported variable results. Whereas one study showed that glucose consumption and lactate production decreased initially but increased later during differentiation, another reported a consistent increase in glycolysis with osteoblast differentiation (Guntur et al., 2014; Komarova et al., 2000). Moreover, studies of osteoblast differentiation from human bone marrow mesenchymal stem cells have produced opposite results. There, osteoblast

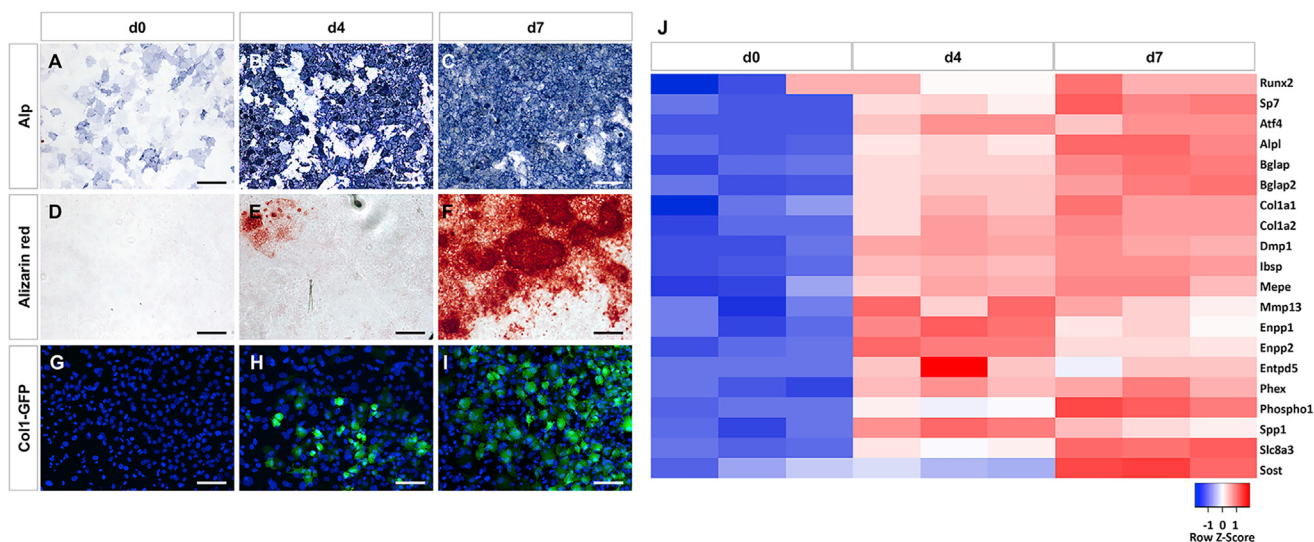

**Figure 1. Osteoblast Differentiation from Murine Newborn Calvarial Cells**

(A–I) Representative views of cell cultures at different days of differentiation with alkaline phosphatase (A–C), Alizarin red staining (D–F), or Coll-GFP expression (G–I). Alp, alkaline phosphatase staining. Scale bar: 50  $\mu$ m.

(J) Heatmap representing relative expression levels of osteoblast marker genes from RNA-seq. Three biological replicates (n = 3) at each time point.

differentiation was associated with increased oxidative phosphorylation, but with either no change or a decrease in glycolysis (Chen et al., 2008; Shum et al., 2016). Thus, the metabolic changes during osteoblast differentiation remain to be fully established.

In this study, we have refined a culture system for freshly isolated calvarial cells to undergo robust osteoblast differentiation within seven days. We show that aerobic glycolysis is a main bioenergetic mechanism throughout differentiation and especially dominates energy production in mature osteoblasts. We further demonstrate that the malate-aspartate shuttle between mitochondria and the cytosol is necessary for active glycolysis in the osteoblast.

## RESULTS

### Robust Osteoblast Differentiation from Calvarial Cells

To achieve a reliable and efficient system for osteoblast differentiation, we have optimized both the isolation method of calvarial cells from newborn mice and the culture condition. With the optimized protocol, the calvarial cells before differentiation (day 0) exhibited only faint and scattered staining of alkaline phosphatase (Alp) activity (Figure 1A). After four or seven days of differentiation, however, most cells displayed intense Alp staining (Figures 1B and 1C). Alizarin red staining for minerals detected no signal at day 0, occasional staining at day 4, but wide-spread intensely stained nodules by day 7 (Figures 1D–1F). To confirm osteoblast differentiation, we repeated the procedure with Coll-GFP transgenic mice that express GFP mainly in mature osteoblasts. No GFP was detected at day 0, but an increasing number of GFP+ cells appeared after days 4 and 7 (Figures 1G–1I). Finally, to obtain a global profile of gene expression, we performed RNA sequencing (RNA-seq) experiments with the cells of different stages. Heatmap analyses showed that all known

osteoblast markers including Runx2, Sp7, Atf4, Alpl, and Bglap were induced after four days of differentiation, and further up-regulated after seven days (Figure 1J). Sost, which is believed to be expressed mainly by osteocytes, was clearly elevated at day 7, indicating that some cells might be transitioning to the more advanced stage. Thus, the current protocol supports robust osteoblast differentiation from calvarial cells within seven days.

### Glucose Is the Major Energy Source for Osteoblasts

To explore potential changes in bioenergetics, we first measured the steady-state levels of intracellular ATP (adenosine triphosphate) at different stages of osteoblast differentiation. After being cultured for different days in control or mineralization media, the cells were dissociated and reseeded in fresh media supplemented with glucose, glutamine, and free fatty acids for ATP measurements. The day-4 or -7 differentiated cells showed lower ATP levels than the cells cultured in control media for the same length of time, likely reflecting increased ATP consumption associated with osteoblast differentiation as later analyses showed increased ATP production in the process (Figure 2A; see below). To determine the relative contribution of the major nutrients to bioenergetics, we used 2-DG (2-deoxy-glucose), BPTES, or etomoxir to block the utilization of glucose, glutamine or fatty acids, respectively, and monitored the intracellular ATP levels for up to 2 h. The appropriate dose of each inhibitor was determined by screening a series of dilutions to identify a high concentration that did not cause >5% lethality after 2 h of treatment (see STAR Methods). Inhibition of glucose metabolism by 2-DG abruptly reduced the steady-state ATP level within 30 min in day-0, day-4, and day-7 cells by 56%, 63%, and 75%, respectively (Figure 2B). In contrast, inhibition of glutamine or fatty acid consumption by BPTES or etomoxir, respectively, had no consistent effect on ATP levels for up to 2 h despite slight fluctuations at certain time points that might reflect

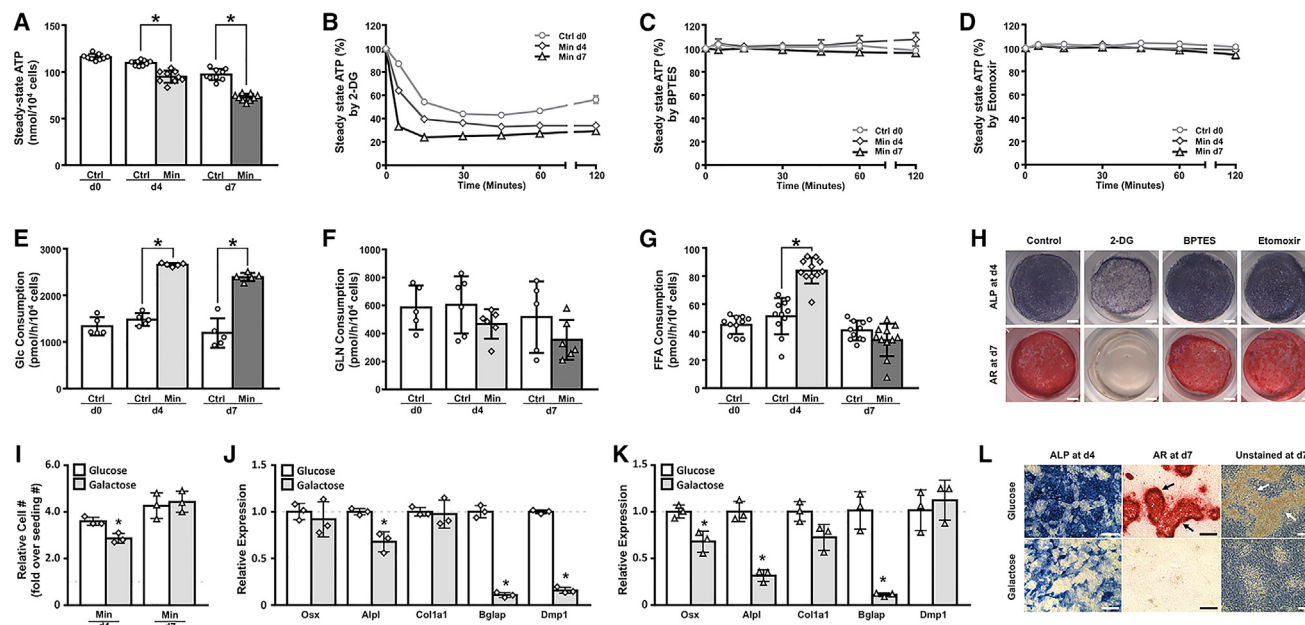

**Figure 2. Glucose Dependence of Osteoblast-Lineage Cells**

Cells were cultured in media supplemented with glucose (Glc), glutamine, and free fatty acids.

(A) Steady-state intracellular ATP levels. Ctrl, control media; Min, mineralization media.  $n = 9$ .

(B–D) Effects of inhibitors on steady-state ATP levels.  $n = 3$ .

(E–G) Consumption rate of different energy substrates.  $n \geq 5$ .

(H) Effects of inhibitors on osteoblast differentiation. Scale bar: 1 mm.

(I–K) Effects of galactose or Glc on cell number (I) or osteoblast marker gene expression at day 4 (J) or day 7 (K). Dashed lines denote gene expression levels in Glc.  $n = 3$ .

(L) Detection of alkaline phosphate activity or mineralized nodules at day 4 or day 7 of differentiation. Note mineralized nodules (arrows) visible with or without AR staining only in Glc-cultured cells. ALP, alkaline phosphatase; AR, alizarin red. Scale bar: 200  $\mu\text{m}$ . \* $p < 0.05$ . Error bars: SD.

compensatory reactions (Figures 2C and 2D). Consistent with the ATP measurements, when cultured in media supplemented with all three energy substrates the undifferentiated calvarial cells consumed glucose at approximately three times the rate of glutamine and 30 times that of free fatty acids (Figures 2E–2G). Moreover, glucose consumption was significantly increased after four or seven days of differentiation over the undifferentiated cells, whereas glutamine was not changed and fatty acid consumption was only transiently increased at day 4 of differentiation (Figures 2E–2G). A similar finding that glucose is the main energy substrate for osteoblasts has been reported previously based on a different experimental approach (Wei et al., 2015). Functionally, whereas 2-DG notably suppressed Alp expression at day 4 and abolished mineralization as stained by alizarin red at day 7, BPTES or etomoxir had no obvious effect (Figure 2H). The concentrations of the inhibitors were chosen so that they were sufficiently high but did not cause >10% cell lethality at the end of the culture (see STAR Methods). To test further the functional relevance of increased glycolysis to osteoblast differentiation, we replaced glucose in the media with galactose, which is known to reduce the glycolytic flux as it must be metabolized via the Leloir pathway before entering the glycolytic mainstream (Bustamante and Pedersen, 1977). Consistent with the previous report, galactose was largely sufficient to support cell proliferation as it achieved the same cell number as glucose after seven

days of differentiation, and only modestly reduced the number at day 4 (Figure 2I). However, a number of osteoblast-marker genes were suppressed after four or seven days in mineralization media, indicating impairment of osteoblast differentiation (Figures 2J and 2K). Staining for Alp activity at day 4 confirmed a clear deficit in differentiation with galactose; alizarin-red staining at day 7 revealed that galactose blocked the formation of mineralized nodules, which were readily visible even without the staining in cultures with glucose (Figure 2L). These results therefore support that osteoblast lineage cells use glucose as the major energy source, and that the glucose dependence increases with osteoblast differentiation.

### Aerobic Glycolysis Dominates Energy Production in Osteoblasts

As osteoblasts have been indicated to convert glucose mainly to lactate under aerobic conditions, exhibiting a phenomenon known as aerobic glycolysis, we measured lactate levels in the culture medium. Similar to the increase in glucose consumption, the rate of lactate production per cell after four or seven days of differentiation increased to two-to-three times that of the undifferentiated control cells (Figure 3A). Reliance on aerobic glycolysis predicts glycolysis instead of OXPHOS (oxidative phosphorylation) as the main mechanism for energy production in osteoblasts. To test this prediction, we used oxamate, UK-

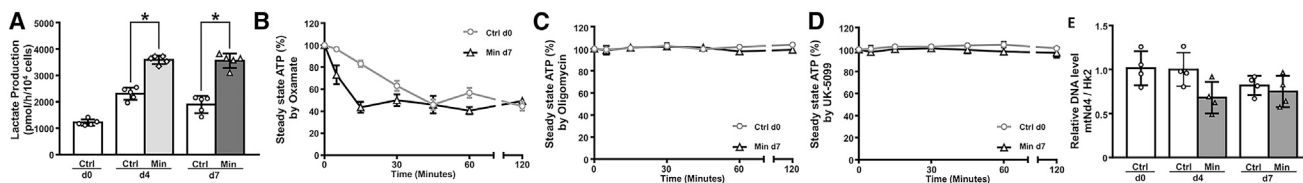

**Figure 3. Predominance of Aerobic Glycolysis in ATP Production in Osteoblasts**

(A) Lactate (Lac) production rate in media supplemented with Glc, glutamine, and fatty acids.  $n = 3$ .  
(B–D) Effects of inhibitors on steady-state ATP levels in media supplemented with Glc and glutamine.  $n = 3$ .  
(E) Relative DNA abundance of mt-ND4 over Hk2 by quantitative PCR (qPCR).  $n = 4$ . \* $p < 0.05$ . Error bars: SD.

5099, or oligomycin to inhibit lactate dehydrogenase, mitochondrial pyruvate carrier, or ATP synthase, respectively. Inhibition of pyruvate-to-lactate conversion by oxamate reduced intracellular ATP levels by  $\sim 30\%$  in the day-0 cells and  $\sim 60\%$  in the day-7 osteoblasts (Figure 3B). In contrast, inhibition of pyruvate entry to the mitochondria by UK-5099, or inhibition of mitochondrial ATP production by oligomycin, did not have any effect on the steady-state ATP levels (Figures 3C and 3D). Measurements of the relative copy number of mt-Nd4, a representative mitochondrial gene, over the nuclear gene Hk2 showed that the abundance of mitochondria per cell stayed relatively constant during differentiation (Figure 3E). Thus, aerobic glycolysis is mainly responsible for energy production in osteoblasts.

To gain further insights into the metabolic changes during osteoblast differentiation, we performed Seahorse analyses. As we detected no difference in their metabolic behavior among day-0, day-4, or day-7 control cells, we include here only the day-0 control cells for comparison with the differentiated cells. The basal oxygen consumption rate (OCR) was similar between day-0 and day-4 cells, but significantly reduced in the day-7 osteoblasts (Figures 4A and 4B). Moreover, ATP production OCR and spare capacity OCR were both decreased in the day-7 cells (Figures 4C and 4D). In contrast to OCR, the extracellular acidification rate (ECAR) was significantly higher in day-4 and day-7 than day-0 cells (Figures 4E and 4F). The increased ECAR was consistent to the greater lactate production rate associated with osteoblast differentiation as shown above. Together, the data indicate that osteoblast differentiation is associated with increased glycolysis but reduced oxidative phosphorylation.

We next calculated the theoretical ATP production from either glycolysis or OXPHOS based on ECAR or OCR from Seahorse analyses. Such calculations showed that ATP from OXPHOS decreased by  $\sim 50\%$  in day-7 versus day-0 cells, whereas ATP from glycolysis increased by  $\sim 150\%$  in day-4 or day-7 cells compared to day-0 cells (Figures 4G and 4H). Further breakdown of the glycolytic ATP production indicated that a predominant majority resulted from substrate-level phosphorylation in the cytoplasm, ranging from 85% in day-0 to 95% in day-4 to 98% in day-7 cells, whereas the contribution from mitochondrial oxidation of NADH transported from the cytoplasm progressively decreased with differentiation (Figures 4I and 4J). The increase in glycolytic ATP production resulted in a significant increase in total ATP output in the day-4 and day-7 cells (Figure 4K). Furthermore, the contribution of glycolysis toward total ATP production increases from 40% in day-0 cells to 60% or 80% in day-4 or day-7 cells, respectively (Figure 4L). These results therefore

demonstrate that glycolysis supplies most of the energy in mature osteoblasts.

### Glucose Is Mainly Converted to Lactate and Contributes to the Malate-Aspartate Shuttle in Osteoblasts

To directly examine the metabolic fate of glucose, we performed isotope-tracing experiments with uniformly labeled D-glucose ( $^{13}\text{C}_6$ -Glc) and analyzed intracellular metabolites by mass spectrometry. The fully labeled glucose (m+6) was expected to produce fully labeled pyruvate (m+3) through glycolysis, which could then convert to lactate (m+3) in the cytosol or produce citrate (m+2) in mitochondria to fuel TCA (tricarboxylic acid) cycle metabolism (Figure 5A). After 30 min of incubation with  $^{13}\text{C}_6$ -Glc, the amount of intracellular pyruvate (m+3) was significantly higher in day-4 than day-0 cells and was further increased in the day-7 osteoblasts (Figure 5B). Moreover, the intracellular lactate (m+3) amount increased by 150% in day-4 and day-7 over day-0 cells (Figure 5C). In contrast, the amount of citrate (m+2) was less than 10% of lactate (m+3) in day-0 cells and further decreased with differentiation (Figure 5D). Succinate (m+2) or fumarate (m+2), which are TCA metabolites downstream of citrate (m+2), were not detectable at any stage. We next calculated the relative conversion rate of key metabolites by normalizing their labeling percentage to that of the precursor. Such calculations showed that glucose was converted to lactate at a significantly higher rate in day-4 and day-7 than day-0 cells (Figure 5E). Interestingly, the increased rate was driven by the greater production of pyruvate from glucose as the conversion from pyruvate to lactate stayed constant throughout differentiation (Figures 5F and 5G). Finally, the generation of citrate from pyruvate by pyruvate dehydrogenase was significantly reduced in day-7 versus day-4 cells (Figure 5H). The results therefore provide direct evidence that glycolysis is accelerated to produce lactate in osteoblasts with little contribution to the TCA cycle via pyruvate dehydrogenase.

Analyses of the tracing data revealed additional fates for glucose. Malate (m+2) was barely detectable in day-0 cells and further decreased with differentiation, again confirming minimal contribution of glucose to the TCA cycle through pyruvate dehydrogenase. Interestingly however, malate (m+3) was present at a significantly higher level than malate (m+2) in day-4 and day-7 cells (Figure 5I). Fumarate (m+3), which interconverts with malate (m+3), was also readily detected in all cells (Figure 5J). Furthermore, aspartate (m+3), which can be derived from malate (m+3), was readily detectable in day-0 cells and more than doubled in day-4 and day-7 cells (Figure 5K). These results

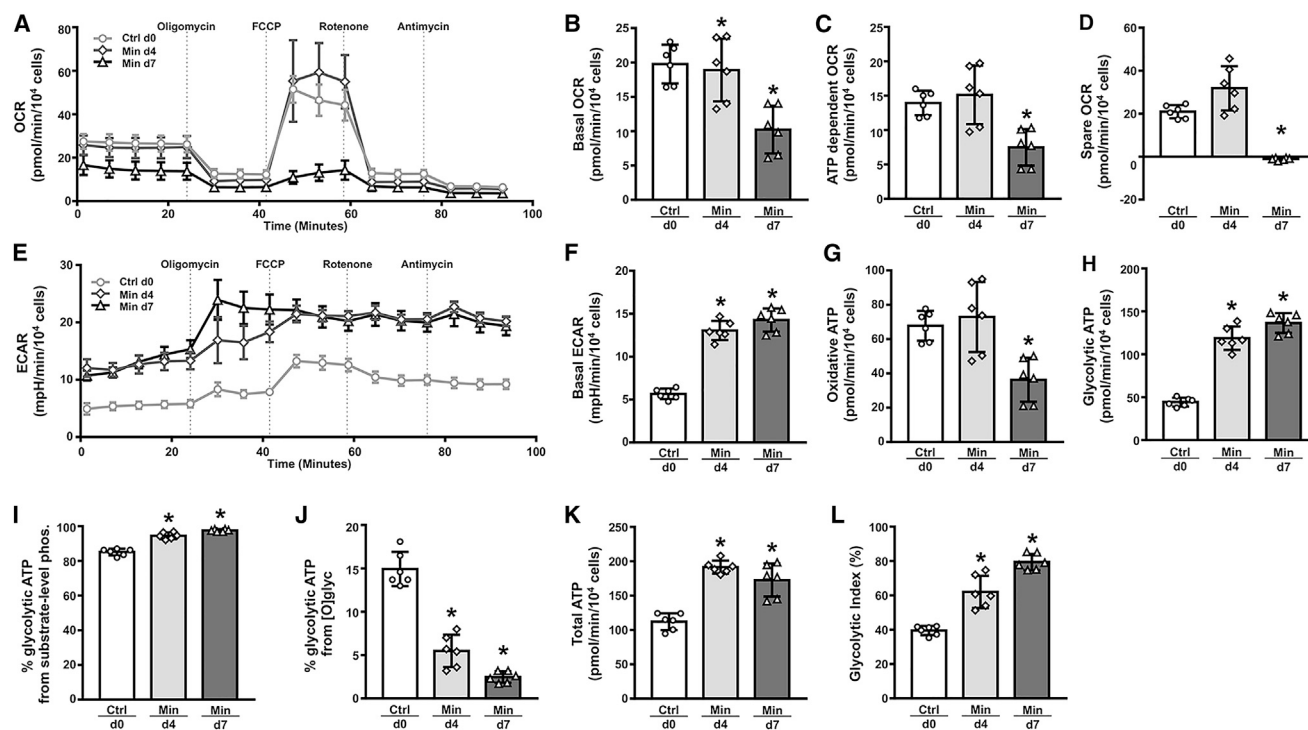

**Figure 4. Metabolic Changes during Osteoblast Differentiation**

(A) A representative graph for Seahorse measurements of oxygen consumption rate (OCR).  
(B–D) Quantification of OCR parameters.  
(E) A representative graph of extracellular acidification rate (ECAR).  
(F) Quantification of basal ECAR.  
(G and H) Theoretical ATP production from OXPHOS (G) or glycolysis (H).  
(I and J) Relative contribution to glycolytic ATP by substrate-level phosphorylation (I) or oxidation of NADH transferred from cytoplasm (J).  
(K) Total ATP production from glycolysis and OXPHOS.  
(L) Relative contribution of glycolysis to total ATP production.  $n = 6$ .  $*p < 0.05$ . Error bars: SD.

indicate that glucose-derived pyruvate is converted to malate through carboxylation, perhaps to engage the malate-aspartate shuttle in osteoblasts (Figure 5L).

### Glycolytic Genes Are Coordinately Upregulated during Osteoblast Differentiation

To gain insight into the molecular basis for metabolic reprogramming during osteoblast differentiation, we analyzed the transcriptomic changes obtained by RNA-seq. A cutoff of RPKM (reads per kilobase of transcript, per million mapped reads)  $>2$  and fold changes  $>2$  between any two of the three stages resulted in 1,214 genes. Analyses of those genes with KEGG Mapper identified metabolic pathways (ko01100) as the top category encompassing  $\sim 10\%$  of all changes during osteoblast differentiation. Specifically, essentially all glycolysis genes were upregulated after four days of differentiation and further enhanced at day 7 (Figure 6A). In contrast, the TCA cycle genes as well as the fatty acid catabolism genes were largely suppressed at day-4 compared to day-0, although some of the genes rebounded to the day-0 level at day 7 (Figures 6B and 6C). In keeping with the relatively stable load of mitochondria in the cells, the genes regulating mitochondrial biogenesis did not exhibit consistent changes during differentiation (note

that Ppargc1a was virtually undetectable at all stages and thus not included in the heatmap; Figure 6D). Unexpectedly, however, most genes encoding the subunits of the mitochondrial electron transport chain (ETC) complexes I to V were significantly upregulated at day 7 compared to day 0, likely reflecting a compensatory response to the suppressed OXPHOS in day-7 cells (Figure 6E). Finally, the genes for fatty acid synthesis or amino acid metabolism, as a whole, did not exhibit an obvious change pattern during differentiation (Figures S1A and S1B). The gene expression changes therefore support the increased glycolysis associated with osteoblast differentiation.

### Me2 Is Necessary for Glycolysis in Osteoblasts

RNA-seq further revealed that Me2, encoding an NAD<sup>+</sup>-dependent mitochondrial isoform of malic enzyme, was expressed at the highest level among the three family members and further induced with osteoblast differentiation (Figure 7A). In contrast, Me1, encoding the NADP<sup>+</sup>-dependent cytosolic malic enzyme, did not change, whereas Me3 for the NADP<sup>+</sup>-dependent mitochondrial form was hardly expressed (RPKM  $< 0.2$  in all samples; Figure 7A). The cytosolic or mitochondrial malic enzymes convert pyruvate to malate in a reversible manner. As we have

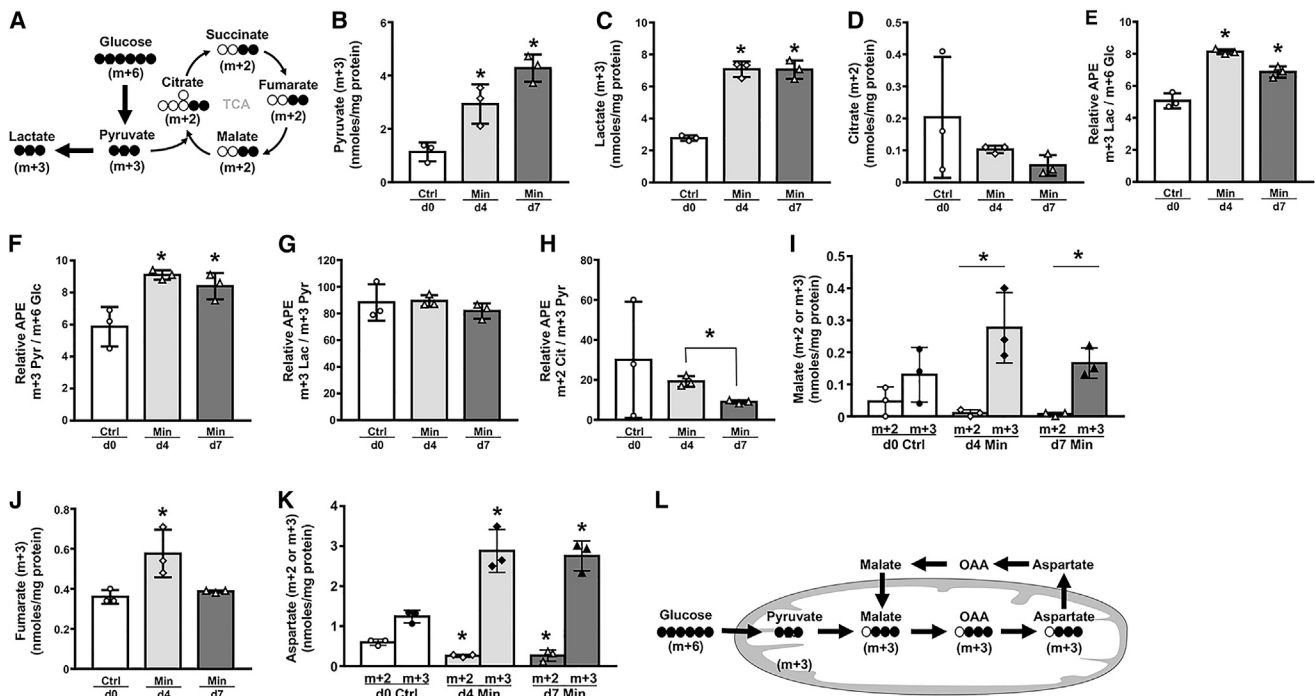

**Figure 5. Metabolic Tracing of  $^{13}\text{C}$ -Glc in Cell Cultures**

(A) A diagram for carbon tracing through glycolysis or TCA cycle. Closed circles:  $^{13}\text{C}$ ; open circle:  $^{12}\text{C}$ .

(B–D and I–K) Abundance of  $^{13}\text{C}$ -labeled metabolites normalized to cellular protein.

(E–H) Relative enrichment ratio of key metabolites over precursor. APE, atom percent excess.

(L) A diagram for carbon tracing through the malate-aspartate shuttle.  $n = 3$ .  $p < 0.05$ , versus day 0 unless otherwise indicated. Error bars: SD.

detected a notable contribution of glucose to the malate-aspartate shuttle (which is known to regulate the cytosolic NAD<sup>+</sup>/NADH redox state), we tested a potential role for Me2 in modulating the glycolytic flux in the osteoblast lineage. Knock down of Me2 with two independent shRNA constructs reduced its mRNA level by >50% at all three differentiation stages (Figure 7B). As a result, glucose consumption per cell was consistently reduced by ~30% in day-0 cells, and by ~70% in day-4 and day-7 differentiated cells (Figure 7C). Likewise, Me2 knockdown decreased lactate production per cell by 40% to 50% at all three stages (Figure 7D). During the 24-h culture for glucose and lactate measurements, we noted that the Me2-deficient cells propagated less than the control cells, indicating that Me2 knockdown likely impaired cell proliferation (Figure 7E). In addition, the knockdown also impaired osteoblast differentiation, as both constructs reduced the mRNA level of Atf4 at all three stages, Alpl, Col1a1 in day-0 and day-7 cells, along with Osx (official gene name Sp7) in day-7 cells (Figures 7F, 7G, and 7H). Knock down of Me1, on the other hand, did not impair glucose consumption or lactate production, thus highlighting the specific function of Me2 in promoting glycolysis (Figure S2). Finally, inhibition of the malate-aspartate shuttle with aminooxyacetate (AOA), which targets aspartate aminotransferase, dose dependently reduced glucose consumption in day-4 and day-7 cells (Figure 7I). The data therefore provide evidence that funneling glucose carbons to the malate-aspartate shuttle via Me2 is important for boosting glycolysis in osteoblasts.

### Glucose Contributes Minimally to the TCA Cycle in Murine Cortical Bone

The data so far establishes aerobic glycolysis as a prominent metabolic feature of osteoblasts *in vitro*. To determine the physiological relevance of the observation, we performed glucose-tracing experiments in the mouse. Briefly, mice were injected with  $^{13}\text{C}_6$ -Glc through the tail vein at 60 min before sacrifice for the plasma and the femoral cortical bone to be extracted for metabolites. The cortical bone was chosen because it contains mostly osteoblasts and osteocytes with few other cell types. Quantitative analyses of the plasma by mass spectrometry detected clear enrichment of the  $^{13}\text{C}$ -labeled citrate, malate, and succinate, as well as ~65% enrichment of glucose (m+6) and ~40% lactate (m+3), indicating active glycolysis and TCA cycle metabolism of  $^{13}\text{C}_6$ -Glc in the body (Figures 7J and 7K). However, in the bones of the same animals, despite ~60% enrichment of glucose (m+6) and ~20% lactate (m+3), no  $^{13}\text{C}$ -labeling of citrate, succinate, fumarate, or malate was detected even though those organic acids themselves were readily detectable (Figures 7K and 7L). Thus, glucose is predominantly metabolized to lactate with little contribution to the TCA cycle in the murine cortical bone. As a whole, the data support a model wherein aerobic glycolysis is the predominant bioenergetic pathway in osteoblasts in which Me2 plays a critical role by fueling an active malate-aspartate shuttle (Figure 7M).

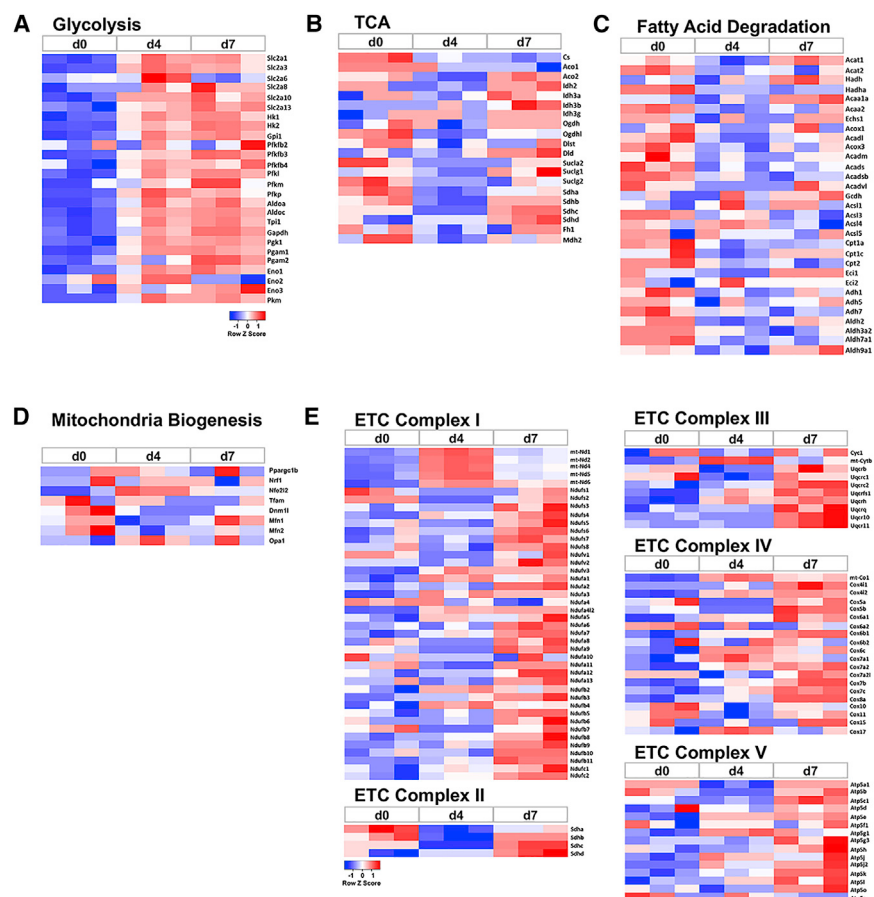

**Figure 6. Differential Expression of Metabolic Genes during Osteoblast Differentiation**

Heatmaps were derived from RNA-seq experiments with three biological replicates at each stage.

- (A) Glycolytic genes.
- (B) TCA cycle genes.
- (C) Fatty acid catabolism genes.
- (D) Mitochondria biogenesis genes.
- (E) Electron transport chain (ETC) genes.

tion, the data nonetheless indicate that such contribution is dispensable for energy homeostasis. Interestingly, fatty acid uptake peaked at day 4 of differentiation but declined by day 7 to the base level as seen in the undifferentiated cells. A transient increase in fatty acid oxidation at day 4 may explain the ~10% suppression of steady-state ATP levels by oligomycin specifically observed at that stage. Thus, fatty acids oxidation may contribute to osteoblast bioenergetics in a stage-specific manner, but generally appears to play an auxiliary role.

In addition, the current work clarifies the potential contribution of glutamine to energy production in osteoblasts. Glutamine uptake was detected in calvarial cells but did not increase with osteoblast differentiation, indicating that glutamine normally may not play a major role in meeting the increased energy demand

## DISCUSSION

We have conducted a comprehensive analysis of the metabolic profile in osteoblasts. The data indicate that glucose instead of glutamine or fatty acids is the principal energy source for osteoblasts in culture. Metabolic tracing with labeled glucose shows that glucose is predominantly metabolized to lactate with little contribution to the TCA cycle in osteoblasts *in vitro* and cortical bone *in vivo*. The metabolic features of osteoblasts are coupled with wholesale upregulation of the glycolytic genes during osteoblast differentiation. Furthermore, genetic knockdown of the mitochondrial malic enzyme indicates that the malate-aspartate shuttle is necessary to sustain the glycolysis flux in osteoblasts. Thus, the present study sheds light on the metabolic wiring in osteoblasts.

The study also provides insights into fatty acid utilization by osteoblasts. Consistent with previous reports, we have detected fatty acid uptake by calvarial cells before and after osteoblast differentiation (Frey et al., 2015). However, the uptake amount was approximately 30-fold less than that of glucose even with palmitate and oleic acid supplemented at physiological levels. More importantly, inhibition of mitochondrial fatty acid oxidation with either etomoxir or oligomycin had little or no effect on steady-state ATP levels. Although we cannot rule out that compensation from glycolysis might mask the mitochondrial energy contribu-

tion in mature osteoblast. In keeping with this view, inhibition of glutamine catabolism with BPTES had no effect on the steady-state ATP levels. The notion is also consistent with our previous finding that inhibition of glutamine catabolism does not affect basal bone mass in the mouse even though it suppresses the excessive bone formation caused by hyperactive Wnt signaling (Karner et al., 2015). A more recent study linked increased glutamine uptake with specification of skeletal stem cells toward the osteoblast lineage but did not report a specific role in energy production (Yu et al., 2019). Collectively, the data to date indicate that glutamine has a limited role as a direct energy substrate in osteoblasts under normal conditions.

The comprehensive metabolic profiling was enabled by our optimized protocol for osteoblast differentiation. Multiple assays including visual inspection of nodule formation, mineral staining, and RNA-seq indicate that the calvarial cells reliably undergo robust osteoblast differentiation within seven days of culture in the current study. In contrast, previous protocols required a minimum of 14 days of induction to achieve differentiation (Guntur et al., 2014; Komarova et al., 2000). Another key difference between the studies lies in how the metabolic data were acquired and normalized. Previously, the metabolic measurements were made directly in the culture wells following differentiation and then normalized to either cell number or protein content recovered from the wells (Guntur et al., 2014; Komarova et al.,

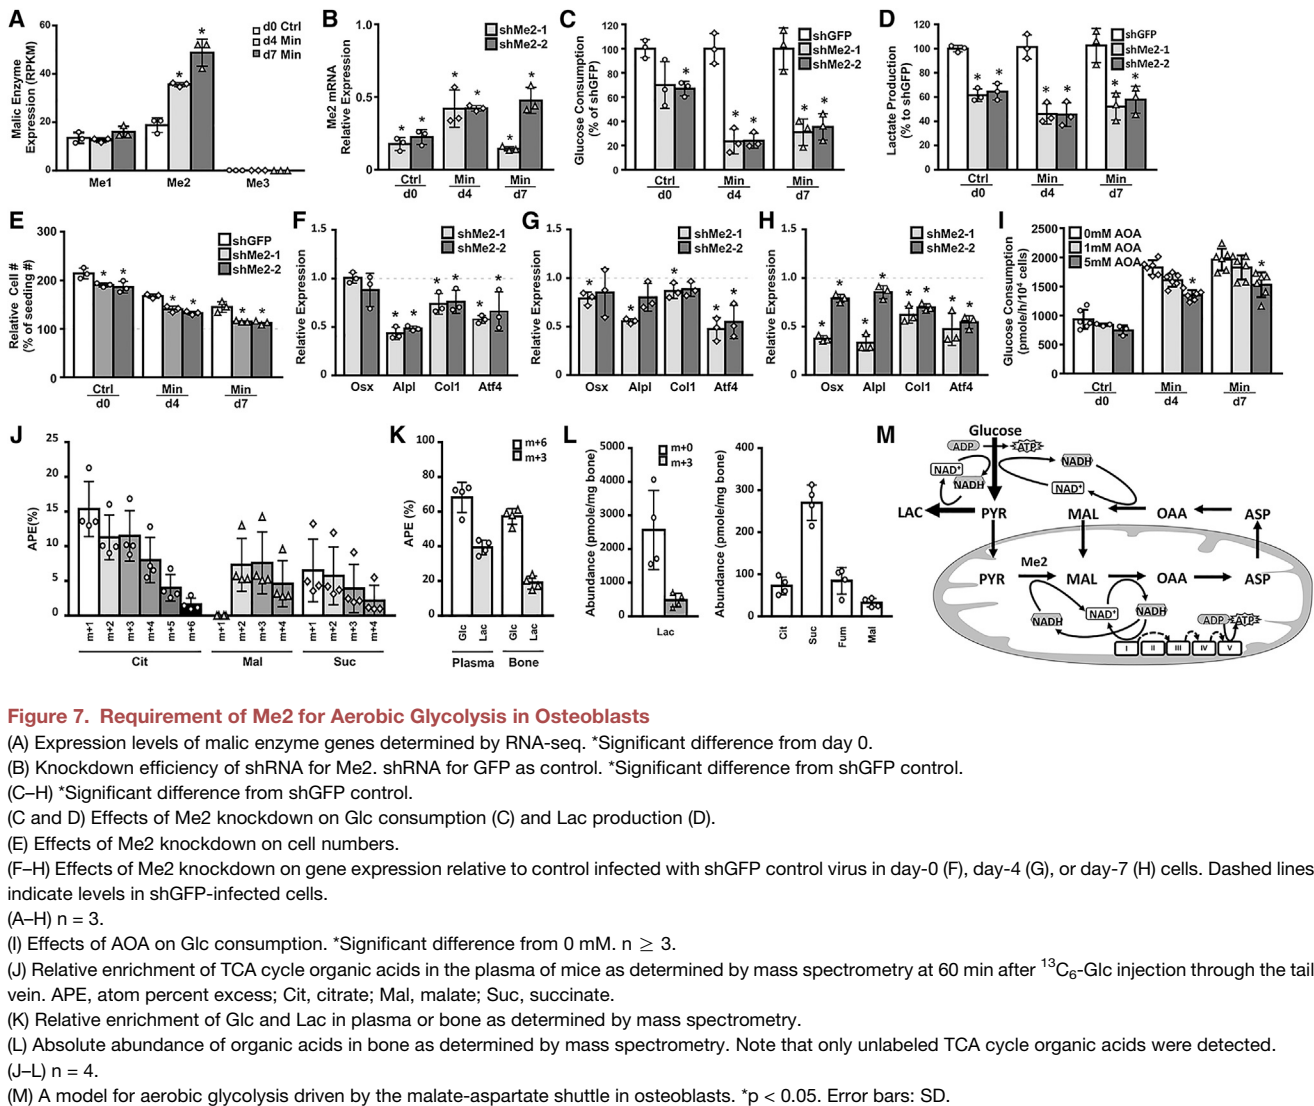

2000). However, in our experience, mineralization makes it difficult to fully recover the cells or cellular proteins from the cultures. Therefore, we have chosen to perform all metabolic studies after reseeding of the cells dissociated from the cultures, and to normalize the data to the reseeded cell number. The technical differences could account for the discrepant findings, particularly regarding oxygen consumption, which was previously shown to increase with osteoblast differentiation (Guntur et al., 2014; Komarova et al., 2000).

The reliance of glycolysis for energy production in osteoblasts is counterintuitive as less ATP is produced from each glucose molecule through glycolysis than the TCA cycle. Glycolysis produces a net gain of 2 ATP per glucose molecule through substrate-level phosphorylation, but additional ATP may be generated through oxidative phosphorylation after NADH derived through glycolysis is translocated to the mitochondria via the malate-aspartate shuttle. Our calculations from the Seahorse data indicate that glycolysis produces approximately 80% of the energy in mature osteoblasts. More-

over, 98% of the glycolytic ATP production in those cells results from substrate-level phosphorylation in the core glycolysis pathway (Table S1;  $[\text{PPR}_{\text{glyc}} \times \text{ATP/lactate}]$  in equation for glycolytic ATP). The marked increase in glycolysis leads to an overall increase in ATP production even though OXPHOS is diminished in mature osteoblasts. These results therefore resolve the apparent energy paradox about aerobic glycolysis in osteoblasts.

A main finding from the Seahorse assays is that mature osteoblasts exhibit little spare respiration capacity in response to the mitochondrial uncoupling reagent FCCP (carbonyl cyanide-p-trifluoromethoxy-phenyl-hydrazon). The failure to increase oxidative phosphorylation could indicate either the ETC capacity or the reducing equivalent (NADH or  $\text{FADH}_2$ ) from the TCA cycle is limiting. As RNA-seq showed that virtually all genes encoding the ETC subunits were upregulated in mature osteoblasts, we consider it unlikely that the ETC capacity became limiting after differentiation. On the other hand, Pdk1, which encodes pyruvate dehydrogenase kinase suppressing the activity of

pyruvate dehydrogenase, was expressed at four times higher in osteoblasts than preosteoblasts. Moreover, intracellular pyruvate accumulated at a higher level with the progression of osteoblast differentiation. Thus, suppression of pyruvate dehydrogenase activity may restrict pyruvate from entering the TCA cycle, resulting in less NADH or FADH<sub>2</sub> to fuel oxidative phosphorylation.

The present study provides insight about the mechanism for maintaining the highly glycolytic state in osteoblasts. The critical role of Me2 may be explained by funneling pyruvate into the malate-aspartate shuttle that reoxidizes the cytoplasmic NADH to NAD<sup>+</sup>. However, as Me2 knockdown reduced glycolysis more severely than the shuttle inhibitor AOA did, we cannot rule out that Me2 may perform additional activities to support glycolysis. We did not detect direct conversion of pyruvate to malate in bone through carbon tracing, but this could be due to insufficient enrichment of <sup>13</sup>C-glucose *in vivo*. Although the phosphate glycerol shuttle is also known to regenerate NAD<sup>+</sup> from NADH in certain cells, we consider this unlikely here as the key enzyme Gpd1 is barely detectable in the osteoblast lineage cells (RPKM < 0.3 at all stages). It is worth noting that oxamate, though commonly used as an inhibitor of lactate dehydrogenase, also inhibits aspartate aminotransferase (Thornburg et al., 2008). Thus, the strong suppression of oxamate on intracellular ATP levels in osteoblasts may result from simultaneous inhibition of both lactate dehydrogenase and the malate-aspartate shuttle. Future studies are warranted to determine the relative contribution of each mechanism to cytoplasmic NADH reoxidation in osteoblasts. Overall, the study identifies aerobic glycolysis as the principal bioenergetic pathway in normal osteoblasts, and thus provides a foundation for future investigations into bone metabolism in pathological conditions such as diabetes. Further elucidation of the relationship between glycolysis and the malate-aspartate shuttle may uncover molecular targets for developing additional bone-enhancing therapies.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials Availability
  - Data and Code Availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
- METHOD DETAILS
  - Cell isolation, culture and osteoblast differentiation
  - High throughput RNA-sequencing
  - ATP, glucose and lactate measurements
  - Seahorse assays
  - Metabolic tracing of glucose
  - Gene knockdown with shRNA
  - RT-qPCR analysis
  - Mitochondria copy number quantification
- QUANTIFICATION AND STATISTICAL ANALYSIS

## SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.celrep.2020.108108>.

## ACKNOWLEDGMENTS

We thank Oskana Horyn, Ilana Nissim, and Daikhin Evgueni for performing the isotopomer enrichment analysis and metabolite measurements in the Metabolomics Core Facility, The Children's Hospital of Philadelphia. The work was partially supported by NIH R01 grants AR060456 and DK111212 (to F.L.). We thank the Genome Technology Access Center in the Department of Genetics at Washington University School of Medicine for RNA-seq analysis. The Center is partially supported by NCI Cancer Center Support Grant P30 CA91842 to the Siteman Cancer Center and by ICTS/CTSA Grant UL1TR002345 from the National Center for Research Resources (NCRR), a component of the National Institutes of Health (NIH), and NIH Roadmap for Medical Research.

## AUTHOR CONTRIBUTIONS

W.-C.L., X.J., and I.N. conducted the experiments and analyzed the data, and W.-C.L. and F.L. designed the experiments and wrote the paper.

## DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: March 26, 2020

Revised: July 24, 2020

Accepted: August 13, 2020

Published: September 8, 2020

## REFERENCES

- Adamek, G., Felix, R., Guenther, H.L., and Fleisch, H. (1987). Fatty acid oxidation in bone tissue and bone cells in culture. Characterization and hormonal influences. *Biochem. J.* 248, 129–137.
- Bilz, R.M., Letteri, J.M., Pellegrino, E.D., Palekar, A., and Pinkus, L.M. (1983). Glutamine metabolism in bone. *Miner. Electrolyte Metab.* 9, 125–131.
- Borle, A.B., Nichols, N., and Nichols, G., Jr. (1960). Metabolic studies of bone in vitro. I. Normal bone. *J. Biol. Chem.* 235, 1206–1210.
- Bustamante, E., and Pedersen, P.L. (1977). High aerobic glycolysis of rat hepatoma cells in culture: role of mitochondrial hexokinase. *Proc. Natl. Acad. Sci. USA* 74, 3735–3739.
- Chen, C.T., Shih, Y.R., Kuo, T.K., Lee, O.K., and Wei, Y.H. (2008). Coordinated changes of mitochondrial biogenesis and antioxidant enzymes during osteogenic differentiation of human mesenchymal stem cells. *Stem Cells* 26, 960–968.
- Chen, H., Ji, X., Lee, W.C., Shi, Y., Li, B., Abel, E.D., Jiang, D., Huang, W., and Long, F. (2019). Increased glycolysis mediates Wnt7b-induced bone formation. *FASEB J.* 33, 7810–7821.
- Cipriani, C., Irani, D., and Bilezikian, J.P. (2012). Safety of osteoanabolic therapy: a decade of experience. *J. Bone Miner. Res.* 27, 2419–2428.
- Cohn, D.V., and Forscher, B.K. (1962). Aerobic metabolism of glucose by bone. *J. Biol. Chem.* 237, 615–618.
- Cummings, S.R., and Melton, L.J. (2002). Epidemiology and outcomes of osteoporotic fractures. *Lancet* 359, 1761–1767.
- Esen, E., Chen, J., Karner, C.M., Okunade, A.L., Patterson, B.W., and Long, F. (2013). WNT-LRP5 signaling induces Warburg effect through mTORC2 activation during osteoblast differentiation. *Cell Metab.* 17, 745–755.
- Esen, E., Lee, S.Y., Wice, B.M., and Long, F. (2015). PTH promotes bone anabolism by stimulating aerobic glycolysis via IGF signaling. *J. Bone Mineral Res.* 30, 1959–1968.

- Frey, J.L., Li, Z., Ellis, J.M., Zhang, Q., Farber, C.R., Aja, S., Wolfgang, M.J., Clemens, T.L., and Riddle, R.C. (2015). Wnt-Lrp5 signaling regulates fatty acid metabolism in the osteoblast. *Mol. Cell. Biol.* 35, 1979–1991.
- Guntur, A.R., Le, P.T., Farber, C.R., and Rosen, C.J. (2014). Bioenergetics during calvarial osteoblast differentiation reflect strain differences in bone mass. *Endocrinology* 155, 1589–1595.
- Jonason, J.H., and O’Keefe, R.J. (2014). Isolation and culture of neonatal mouse calvarial osteoblasts. *Methods Mol. Biol.* 1130, 295–305.
- Kalajzic, I., Kalajzic, Z., Kaliterna, M., Gronowicz, G., Clark, S.H., Lichtler, A.C., and Rowe, D. (2002). Use of type I collagen green fluorescent protein transgenes to identify subpopulations of cells at different stages of the osteoblast lineage. *J Bone Miner Res* 17, 15–25. <https://doi.org/10.1359/jbmr.2002.17.1.15>.
- Karner, C.M., Esen, E., Okunade, A.L., Patterson, B.W., and Long, F. (2015). Increased glutamine catabolism mediates bone anabolism in response to WNT signaling. *J. Clin. Invest.* 125, 551–562.
- Komarova, S.V., Ataullakhanov, F.I., and Globus, R.K. (2000). Bioenergetics and mitochondrial transmembrane potential during differentiation of cultured osteoblasts. *Am. J. Physiol. Cell Physiol.* 279, C1220–C1229.
- Lee, W.C., Guntur, A.R., Long, F., and Rosen, C.J. (2017). Energy metabolism of the osteoblast: implications for osteoporosis. *Endocr. Rev.* 38, 255–266.
- Li, B., Qiu, B., Lee, D.S., Walton, Z.E., Ochocki, J.D., Mathew, L.K., Mancuso, A., Gade, T.P., Keith, B., Nissim, I., and Simon, M.C. (2014). Fructose-1,6-bisphosphatase opposes renal carcinoma progression. *Nature* 513, 251–255.
- Mookerjee, S.A., Gerencser, A.A., Nicholls, D.G., and Brand, M.D. (2017). Quantifying intracellular rates of glycolytic and oxidative ATP production and consumption using extracellular flux measurements. *J Biol Chem* 292, 7189–7207. <https://doi.org/10.1074/jbc.M116.774471>.
- Napoli, N., Chandran, M., Pierroz, D.D., Abrahamsen, B., Schwartz, A.V., and Ferrari, S.L.; IOF Bone and Diabetes Working Group (2017). Mechanisms of diabetes mellitus-induced bone fragility. *Nat. Rev. Endocrinol.* 13, 208–219.
- Nissim, I., Horyn, O., Nissim, I., Daikhin, Y., Wehrli, S.L., Yudkoff, M., and Matschinsky, F.M. (2012). Effects of a glucokinase activator on hepatic intermediary metabolism: study with <sup>13</sup>C-isotopomer-based metabolomics. *Biochem. J.* 444, 537–551.
- Nissim, I., Horyn, O., Daikhin, Y., Chen, P., Li, C., Wehrli, S.L., Nissim, I., and Yudkoff, M. (2014). The molecular and metabolic influence of long term agmatine consumption. *J. Biol. Chem.* 289, 9710–9729.
- Peck, W.A., Birge, S.J., Jr., and Fedak, S.A. (1964). Bone cells: biochemical and biological studies after enzymatic isolation. *Science* 146, 1476–1477.
- Ramchand, S.K., and Seeman, E. (2018). Advances and unmet needs in the therapeutics of bone fragility. *Front. Endocrinol. (Lausanne)* 9, 505.
- Schwartz, A.V. (2017). Diabetes, bone and glucose-lowering agents: clinical outcomes. *Diabetologia* 60, 1170–1179.
- Shum, L.C., White, N.S., Mills, B.N., Bentley, K.L., and Eliseev, R.A. (2016). Energy metabolism in mesenchymal stem cells during osteogenic differentiation. *Stem Cells Dev.* 25, 114–122.
- Sølling, A.S.K., Harsløf, T., and Langdahl, B. (2018). The clinical potential of romosozumab for the prevention of fractures in postmenopausal women with osteoporosis. *Ther. Adv. Musculoskelet. Dis.* 10, 105–115.
- Thornburg, J.M., Nelson, K.K., Clem, B.F., Lane, A.N., Arumugam, S., Simmons, A., Eaton, J.W., Telang, S., and Chesney, J. (2008). Targeting aspartate aminotransferase in breast cancer. *Breast Cancer Res.* 10, R84.
- Weber, D.R., Haynes, K., Leonard, M.B., Willi, S.M., and Denburg, M.R. (2015). Type 1 diabetes is associated with an increased risk of fracture across the life span: a population-based cohort study using The Health Improvement Network (THIN). *Diabetes Care* 38, 1913–1920.
- Wei, J., Shimazu, J., Makinistoglu, M.P., Maurizi, A., Kajimura, D., Zong, H., Takarada, T., Lezaki, T., Pessin, J.E., Hinoi, E., and Karsenty, G. (2015). Glucose uptake and Runx2 synergize to orchestrate osteoblast differentiation and bone formation. *Cell* 161, 1576–1591.
- Weinberg, J.M., Venkatachalam, M.A., Roeser, N.F., and Nissim, I. (2000). Mitochondrial dysfunction during hypoxia/reoxygenation and its correction by anaerobic metabolism of citric acid cycle intermediates. *Proc. Natl. Acad. Sci. USA* 97, 2826–2831.
- Yu, Y., Newman, H., Shen, L., Sharma, D., Hu, G., Mirando, A.J., Zhang, H., Knudsen, E., Zhang, G.F., Hilton, M.J., and Karner, C.M. (2019). Glutamine metabolism regulates proliferation and lineage allocation in skeletal stem cells. *Cell Metab.* 29, 966–978 e964.
- Zoch, M.L., Abou, D.S., Clemens, T.L., Thorek, D.L., and Riddle, R.C. (2016). In vivo radiometric analysis of glucose uptake and distribution in mouse bone. *Bone Res.* 4, 16004.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

## RESOURCE AVAILABILITY

### Materials Availability

This study did not generate new unique reagents.

### Data and Code Availability

The RNA-seq data generated during this study are available at Gene Expression Omnibus (GEO: GSE154991, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE154991>)

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

All primary calvarial cells were isolated from newborn pups of the C57BL/6J (wild type or Coll-GFP) mouse strain at 1-5 days of age; both male and female pups were used. Use of the animals were approved by the Animal Studies Committee at Washington University in St. Louis School of Medicine and the IACUC Committee at The Children's Hospital of Philadelphia.

## METHOD DETAILS

### Cell isolation, culture and osteoblast differentiation

Isolation of calvarial preosteoblasts was modified from a previous protocol (Jonason and O'Keefe, 2014). Briefly, calvaria were dissected free of periosteum from neonatal (P1-P5) C57BL/6J wild type or Coll-GFP (Col1a1\*2.3-GFP) mice (Kalajzic et al., 2002). Each calvarium was sequentially digested with 0.6 mL of 4 mg/ml collagenase I (Sigma, C0130) dissolved in PBS for multiple rounds of 15 mins at 37°C with gentle shaking at 100 rpm. Cells were collected from the second through fourth digestion and filtered with 70  $\mu$ m strainer before being centrifuged and seeded at  $4 \times 10^4$  cells/cm<sup>2</sup> in ascorbic acid-free MEM $\alpha$  (Thermo, A10490) supplemented with 10% FBS (Thermo, 26140087) and Penicillin-Streptomycin (Thermo, 15140122). The cells can be passaged once in

the same culture condition to increase the cell number. After reaching 100% confluency usually after 3 days, the cells were switched to MEM $\alpha$  containing 10 or 4 mM  $\beta$ -glycerol phosphate (Sigma, G9422) and 50  $\mu$ g/ml ascorbic acid (Sigma, A4544) with daily changes of media for osteoblast differentiation. Cells after 4 or 7 days of differentiation in 10-cm culture dishes were dissociated first with 4 mg/ml collagenase I in PBS for 30 or 45 minutes, respectively, and then with 0.25% trypsin for 10–15 mins. The cells were then collected and filtered with 70  $\mu$ m strainer before being reseeded for subsequent studies. In certain differentiation assays, 100  $\mu$ M 2-DG, or 10  $\mu$ M BPTES, or 200  $\mu$ M Etomoxir, or 5.5 mM galactose in place of glucose was added to the mineralization medium.

### High throughput RNA-sequencing

Total RNA was isolated with QIAGEN RNeasy Kit. Library construction, high-throughput sequencing and bioinformatics were performed by Genome Technology Access Center at Washington University School of Medicine. RNA-seq reads were aligned to the Ensembl release 76 top-level assembly with STAR version 2.0.4b. Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.5. Transcript counts were produced by Sailfish version 0.6.3. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction known junction saturation and read distribution over known gene models with RSeQC version 2.3. All gene-level and transcript counts were then imported into the R/Bioconductor package EdgeR and TMM normalization size factors were calculated to adjust for samples for differences in library size. Genes or transcripts not expressed in any sample were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into R/Bioconductor package Limma and weighted likelihoods based on the observed mean-variance relationship of every gene/transcript and sample were then calculated for all samples with the voomWithQualityWeights function. Performance of the samples was assessed with a spearman correlation matrix and multi-dimensional scaling plots. Gene/transcript performance was assessed with plots of residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Generalized linear models were then created to test for gene/transcript level differential expression. Differentially expressed genes and transcripts were then filtered for FDR adjusted p values less than or equal to 0.05. Heatmaps were generated by Heatmapper (<http://www.heatmapper.ca/>).

### ATP, glucose and lactate measurements

Custom media were used for all metabolic studies. A medium free of glucose, glutamine, pyruvate, phenol red, and sodium bicarbonate was based on MEM $\alpha$  with no nucleosides (Thermo, 10490) and custom produced (GIBCO). The medium was first reconstituted with sodium bicarbonate with pH adjusted to 7.4. Complete MEM $\alpha$  (cMEM $\alpha$ ) medium was then prepared by adding fresh ingredients to achieve 5.5 mM glucose, 2 mM glutamine, 1 mM pyruvate and 10% FBS. For certain experiments, cMEM $\alpha$  medium was supplemented with 10 mM FFA: 3 mM BSA to a final concentration of 100  $\mu$ M each of palmitate and oleate.

For intracellular ATP measurements, cells were seeded at  $1 \times 10^5$  cells/cm<sup>2</sup> in 96-well plate for 4 hours before switching to 100  $\mu$ l of fresh cMEM $\alpha$  for one hour. The different compounds were then added for 5–120 mins to assess the effect on intracellular ATP levels as measured by CellTiter-Glo<sup>®</sup> Luminescent Cell Viability Assay (Promega, G7570) and normalized to the number of cells seeded. Cell lethality was detected by staining with 4  $\mu$ M propidium iodide (Thermo, P1304MP) in HBSS (Thermo, 14025) for 1 hour after each drug treatment. Drug concentrations were selected to ensure < 5% lethality after 2 hr of treatment: 2-DG, 100 mM; BPTES, 20  $\mu$ M; Etomoxir, 200  $\mu$ M; Olomycin: 2  $\mu$ M; Oxamate: 100 mM; UK-5099: 100  $\mu$ M.

How the deposited data were processed for this re-analysis (not part of the article)

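RNA-seq of mouse calvarial cells at day 0, day 4 and day 7 of osteoblast differentiation was analysed, with 3 libraries per stage mapped to stage and replicate by their sample records and by the legends of the heatmaps. According to the methods and the sample records, the authors depleted ribosomal RNA, aligned the reads to the Ensembl release 76 assembly with STAR 2.0.4b, and counted uniquely aligned unambiguous reads per gene with featureCounts 1.4.5. For each gene the authors deposited CPM values, which scale the reads on each gene to the library's total, and RPKM values, which also divide by the length of the gene model. The CPM of the 6 day 0 and day 7 libraries sum to between 999348 and 999495, so no TMM factor is part of them. The paper's text does not state whether counting used the strand of the reads, so levels of genes with an overlapping or antisense gene are uncertain. The tables of day 0 and day 7 have 40824 lines for 40548 genes and those of day 4 have 40799 lines for 40526 genes. The 276 and 273 repeated lines of a gene were identical and were used once. All 18 columns of values matched a sample. In the shared genes, 151 symbols differed between the tables, and genes were therefore joined by their Ensembl identifiers. Coordinates, GC content and transcript sequences come from GENCODE M21, which uses the same GRCm38 assembly, and 40254 identifiers had them.

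What was computed from the deposited values is as follows. In every library 100% of the CPM values were whole multiples of the value of 1 read, and the recovered reads on genes ranged from 7741204 to 37306090 per library, with 17622 to 22146 genes with reads. Levels are means and SD of RPKM. The floor of detection was set at 3 reads, and a fold against a stage at or under it in every library is given as a lower bound. Floors cover counting error only, since PCR copies of a molecule were not marked. Replicates of a stage had Spearman correlations over genes from 0.987 to 0.996 and differed by far more than sampling noise (chi-square per degree of freedom from 12.7 to 222), so none was counted as a duplicate.

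Day 7 was tested against day 0 with limma 3.58.1 in R 4.3.3, with a mean-variance trend, on log2(CPM + 0.5) of the 12712 genes with a mean CPM of at least 1 over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The filter left out 11075 genes with reads. CPM are not counts, so limma on the log scale was the main test, and count models were alternatives on the recovered reads. The prior of the variances had 42.9 degrees of freedom against 4 residual ones, so p-values rest mostly on the trend over all genes and little on a gene's own replicates. Day 4 libraries lie in tables of their own and were sequenced more deeply, so they entered no test and were compared by direction. Single genes also have an exact permutation test, whose smallest p is 0.1 for 3 libraries against 3. On simulated values of 12712 genes with 200 changed genes, limma recovered 190 of the 200 (95%), and 13 unchanged genes were among its calls (6.4%). The smallest simulated change was 1 on the log2 scale. All genes had the same setting of spread between replicates, and the libraries did not differ in composition. These rates therefore need not hold for smaller changes or for the real libraries.

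Gene lists for osteoblast markers, glycolysis, TCA cycle, fatty acid degradation, mitochondria biogenesis, ETC and malic enzymes were read from Figures 1J, 6A–6E and 7A. Lists for fatty acid synthesis, amino acid metabolism, lactate production and export, pyruvate entry to mitochondria, the malate-aspartate and glycerol phosphate shuttles, mitochondrially encoded proteins, the hypoxia response outside glycolysis, proliferation, dissociation and immediate early response, osteocytes, osteoclasts, macrophages, chondrocytes, endothelial cells, adipocytes, skeletal muscle and sex were written in advance. Of their 400 symbols, 1 matched no gene and 10 were listed at 0 in all 9 libraries. The text names the genes the paper names for RNA-seq, the largest rise and fall past the threshold in each list, members past the threshold against the direction the paper states, members of marker lists, and the 5 largest rises and 5 largest falls among all genes with a mean CPM of at least 10 and non-overlapping groups. Other genes that are named were chosen after their values were seen. Lists were tested as sets with fry, and with camera at a preset correlation of 0.01 and at the estimated correlation, with FDR over 26 lists. Of the lists past an FDR of 0.05 with the preset correlation, osteoblast markers, glycolysis, hypoxia response, macrophages, osteoclasts, osteocytes, mitochondrially encoded proteins and complex IV also passed with fry. Complex I, complexes I to V together, the nuclear ETC genes, fatty acid degradation, fatty acid synthesis, lactate production and export, and proliferation passed with the preset correlation but not with fry. None passed with the estimated correlation, where the smallest FDR was 0.0609, for the osteoblast markers.

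The lists above were fixed before the data were examined, and so were these alternatives: pseudocounts of 0.1 and 1, filters at any reads and at a mean CPM of 10, the RPKM table, median-of-ratios scaling, totals without mitochondrially encoded genes or without the 50 highest genes, quantile normalization, quality weights per library, edgeR 4.0.16 (quasi-likelihood test), DESeq2 1.42.0 and voomWithQualityWeights on the recovered reads of the same 6 libraries and 12712 genes, the replicate number as a block, a correction for gene length, and each library left out in turn. A total without the ribosomal RNA loci and Plekhh2, robust variances per gene, the count of genes higher at day 7 than at day 4, and the tests named as such in the closing observations were chosen after the data were seen. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. The KEGG pathway map was not used here, so the share of metabolic pathways among changed genes was not computed.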

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

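The tests of Plekhh2, of the genes that follow Gm42418, of the macrophage share and of Txnip were chosen after the values had been seen. Apart from Pdk1, a member of the hypoxia list, they concern genes that the paper does not discuss.

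The 5 loci known to collect ribosomal RNA reads (Gm42418, Gm26917, Lars2, Mir6236 and Gm15564), chosen after the shares of reads were seen, held 19.8% of the reads on genes in day 0 replicate 3. The other day 0 libraries had 5.26% and 5.45%, the day 4 libraries 5.39%, 4.72% and 2.67%, and the day 7 libraries 2.04%, 12.4% and 0.594%. The share thus varied between replicates of a stage rather than with the stage. Between libraries of a stage, 19 of the 9100 genes compared followed Gm42418, 15 of them protein-coding, among them Cadps2, Pou3f1, Tbx4 and Gprin1. The mitochondrial ribosomal RNAs mt-Rnr1 and mt-Rnr2 were also among the 19, so mitochondrial ribosomal RNA varied together with these loci between libraries of a stage. The largest number in 99 reshuffles of the libraries within stages was 22, the median was 0, and 1 reshuffle had at least as many. Of the 19 genes, 0% share a stretch of 20 bases with the transcripts of these loci, against 3.12% of the other genes, so these tests argue against reads of the loci's own transcripts. Whether the protein-coding ones hold reads of the ribosomal RNA precursor cannot be told apart from a real change, because the sequence of the precursor is not part of the transcripts used. Of the 19 genes, 18 passed the day 0 to day 7 threshold, in a test that gives little weight to a gene's own spread, and 15 were among the 1386 genes past the 2-fold limit, so their changes may follow the ribosomal RNA share of the libraries and not differentiation.

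Plekhh2 took 7.95% of the reads in day 7 replicate 3 (1242292 reads), 0.56% in day 0 replicate 1 and at most 0.0412% in the other 7 libraries. In day 7 replicate 3 it lay 8.73 above the other day 7 libraries on the log2 scale. The 10 nearest expressed genes had a median log2 difference of 0.0033 and ranged from −0.30 to 0.12, which argues against a change over the surrounding part of chromosome 17. That library had the smallest share of reads on the ribosomal RNA loci, 0.594%, which argues against ribosomal RNA reads counted at Plekhh2. From day 0 to day 7 its log2 fold change was 2.03 (limma adjusted p = 0.162, or 0.746 with robust variances), and without day 7 replicate 3 it was −0.89, so 1 library decides its direction. Over the leave-out fits it reached 4.05. It passed the threshold in 9 of the 23 alternatives that tested it, in 6 of which the p-value takes no account of the gene's own spread, and the adjusted p ranged from 1.30e-98 to 0.935. A sequence specific to that culture or library stays open and no biological explanation was tested.

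The hypoxia response genes outside glycolysis rose from day 0 to day 7 with a median log2 fold change of 1.98, 2.10 above the median of all genes. Of the 20 genes, 19 were higher and 0 lower (0 also at an unadjusted p under 0.05), adjusted over the list alone as well, led by Egln3 (log2 fold change 4.75), and Adm (0.15) did not pass. Pdk1 is the list member that the paper discusses. The set passed with fry (FDR = 0.00347) but not with camera at the estimated correlation (FDR = 0.276). By direction, 18 of the 20 were also higher at day 4 than at day 0. The glycolysis genes had a median of 1.04, and the limit of 0.52 for a rise of the other targets was derived from that median. The limit is therefore no independent prediction of low oxygen at day 7, and any other activation of these targets would also pass it. The result is consistent with low oxygen in the denser, mineralizing cultures as a contributor to the rise of glycolysis genes, as a hypothesis. Hif1a mRNA itself, chosen after its values were seen, had a log2 fold change of −0.16 (limma adjusted p = 0.494), and was lower past the threshold with quality weights and without day 0 replicate 3. Activation of the same factor by differentiation without low oxygen was not tested and stays open. The rise is not a matter of scaling, as 19 genes were higher with median-of-ratios scaling too, with a median of 2.09, and without day 7 replicate 1 there were 15.

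All 11 macrophage markers tested were higher at day 7 (0 lower, also at an unadjusted p under 0.05), with a median log2 fold change of 1.02 and a range from 0.76 (Lyz2) to 1.77 (C1qc), and as a set (fry FDR = 0.0192). With genes at a mean CPM of at least 10 alone, 1 marker was tested and was higher. Lyz2, the most abundant, had 47.7 ± 14.3 RPKM at day 0, 73.4 ± 3.15 at day 4 and 79.4 ± 11.7 at day 7 (SD, n = 3 each). All 11 markers had reads at day 0, so these cells or their RNA were present before differentiation. A rise of every marker is what a larger share of macrophages at day 7 would give. Of the 5 cartilage genes tested, 2 were higher and 3 lower, so the rise was not shared by every list of cell markers. Whether it is particular to macrophages stays open, since too few endothelial and adipocyte markers were tested to compare. Of the osteoclast markers, Acp5 (2.74), Atp6v0d2 (1.13) and Ctsk (0.95) were higher and Mmp9 (−0.86) was lower (fry FDR = 0.00444). Mmp9 did not pass with median-of-ratios scaling, without the 50 highest genes in the total, with genes with any reads, edgeR or DESeq2, or without day 0 replicate 2, day 0 replicate 3 or day 7 replicate 1 (−0.57 without the last). No endothelial marker had enough reads for the test, and of the adipocyte markers Pparg alone was tested. Its log2 fold change was 0.55 (limma adjusted p = 0.0822), and it passed the threshold with median-of-ratios scaling (0.64), edgeR (0.72), voomWithQualityWeights (0.72), quantile normalization and quality weights, without the 50 highest genes in the total, and without the ribosomal RNA loci and Plekhh2 in the total. Induction of these genes within the same number of macrophages was not tested.

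Txnip fell most of the genes with a mean CPM of at least 10, with a log2 fold change of −4.79 (standard error 0.20, limma adjusted p = 1.68e-25). It had 45.9 ± 9.14 RPKM at day 0, 1.52 ± 0.309 at day 4 and 1.56 ± 0.682 at day 7 (SD, n = 3 each). Txnip is driven by a factor that senses glucose metabolites. Arrdc4, a target of the same factor, fell as well (log2 fold change −2.02, limma adjusted p = 2.33e-12), which may reflect less glucose sensed by the cells as glycolysis rises or glucose in the medium is used up. As medium, time in culture and differentiation changed together, these cannot be told apart. Leaving out any of the 6 libraries left both falls past the threshold.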

How the results depend on the processing

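The number of genes changed from day 0 to day 7 (3971) was 8086 with quality weights per library and 6120 with voomWithQualityWeights on the recovered reads, and it stayed within 1.5 times of 3971 in the other alternatives that kept all libraries. Of the called genes, 40.3% were higher at day 7, but 52.1% with median-of-ratios scaling, 51.5% with edgeR, 52.6% with DESeq2, 51.4% with voomWithQualityWeights and 27.5% with quality weights.

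The scalings that adjust for composition raised the number of higher genes. ETC genes higher at day 7 (20) numbered 53 with median-of-ratios scaling, 46 without the 50 highest genes, 48 with quantile normalization, 52 with edgeR, 50 with DESeq2, 58 with voomWithQualityWeights and 38 with quality weights, but 10 with the length correction and 9 with the replicate block with length correction. TCA cycle genes higher (0) numbered 3 with median-of-ratios scaling, quantile normalization, edgeR, DESeq2 and voomWithQualityWeights, 2 without the 50 highest genes and 1 with quality weights. Fatty acid degradation genes higher (0) numbered 2, and mitochondria biogenesis genes higher (0) numbered 1, with median-of-ratios scaling, without the 50 highest genes, and with quantile normalization, edgeR, DESeq2 and voomWithQualityWeights. Fatty acid synthesis genes higher (0) numbered 1 with median-of-ratios scaling, without the 50 highest genes, with quantile normalization and edgeR, and 2 with DESeq2 and voomWithQualityWeights. Amino acid metabolism genes higher (2) numbered 5 with median-of-ratios scaling and edgeR, 4 with DESeq2, 7 with voomWithQualityWeights, 3 with quality weights, quantile normalization and without the 50 highest genes, 1 with any reads, with a mean CPM of at least 10 and with the replicate block, and 0 with the RPKM table.

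Quality weights, and the total without the ribosomal RNA loci and Plekhh2, which was chosen after seeing the data, raised the number of lower genes. With quality weights and with this total, lower genes numbered 2 and 1 for glycolysis (0 as reported), 10 and 6 for the TCA cycle (3), 21 and 16 for fatty acid degradation (10), 4 and 2 for mitochondria biogenesis (0), 14 and 6 for ETC (3), 13 and 11 for fatty acid synthesis (7), and 19 and 12 for amino acid metabolism (7). Without the 50 highest genes, 1 mitochondria biogenesis gene was lower. TCA cycle genes lower numbered 1 with the RPKM table and with the replicate block. Amino acid metabolism genes lower numbered 4 with any reads and with the replicate block and 3 with the RPKM table. Why the counts moved was not tested apart from the total without these loci, and the cause was not tested for the others.

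Me1 (log2 fold change 0.24) passed the threshold at 0.35 with median-of-ratios scaling, edgeR and DESeq2 (0.355), 0.32 without the 50 highest genes and with quantile normalization, and 0.42 with voomWithQualityWeights, and the cause was not tested. Me2, Pdk1 and Sost kept their direction and passed in every alternative that tested them, as did Me3. Too few reads left Me3 untested with a mean CPM of at least 10, in the RPKM table and without day 0 replicate 1, and Sost untested with a mean CPM of at least 10. By mean RPKM, genes higher at day 4 than at day 0 numbered 6 after median-of-ratios scaling and 1 with medians of the libraries for fatty acid degradation (3), and 6 after median-of-ratios scaling for fatty acid synthesis (3). The count past the 2-fold limit (1386) was 760 with RPKM above 2 at all 3 stages and 660 with it in all 9 libraries, since these require more of each gene.

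Leaving out each library in turn gave 2882 to 6330 changed genes, with 6330 without day 0 replicate 3. This library also decided the upper end of lower genes, 1 for glycolysis (range 0 to 1), 8 for the TCA cycle (1 to 8), 20 for fatty acid degradation (6 to 20), 3 for mitochondria biogenesis (0 to 3), 9 for ETC (1 to 9), 12 for fatty acid synthesis (5 to 12) and 17 for amino acid metabolism (2 to 17). Higher genes ranged from 17 to 18 for osteoblast markers, 19 to 21 for glycolysis, 0 to 1 for the TCA cycle, 11 to 23 for ETC and 0 to 2 for amino acid metabolism, and were 0 for fatty acid degradation, mitochondria biogenesis and fatty acid synthesis, while 0 markers were lower. Genes higher at day 4 than at day 0 numbered 20 for markers, 24 to 25 for glycolysis, 0 to 5 for the TCA cycle, 0 to 6 for fatty acid degradation, 2 to 4 for mitochondria biogenesis, 33 to 49 for ETC, 3 to 5 for fatty acid synthesis and 9 to 15 for amino acid metabolism. Genes higher at day 7 than at day 4 ranged from 13 to 14 for markers and from 9 to 20 for glycolysis, with 9 without day 4 replicate 1. The 2-fold count ranged from 1392 to 1486.

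Over all genes tested, libraries with the same replicate number did not deviate together, with correlations of the deviations of −0.0172, −0.181 and −0.444 between day 0 and day 7, and the libraries were not treated as pairs. Reads of Xist over those of Y-linked genes kept their order of replicate numbers at all 3 stages, so a shared origin of same-numbered libraries stays open. With the replicate number as a block, 3413 genes passed, and with fry the macrophage markers (FDR = 0.135), the mitochondrially encoded proteins (FDR = 0.135) and complex IV (FDR = 0.140) did not pass as sets. In the block fits and in 4 of the 6 fits that left out a library the prior of the variances was infinite, so their p-values take no account of a gene's own spread. Robust variances, chosen after seeing the data, gave 4138 genes and moved none of the counts of the lists above past 1.5 times. Of the values for single genes and other lists in all alternatives, 2099 stayed as they were, 118 lost the threshold, 65 gained it, 69 counts moved by more than 1.5 times and 9 fold changes reversed. These were Plekhh2, Adm and Pfkfb2. Plekhh2 (2.03) ranged from −0.89 without day 7 replicate 3 to 4.05 without day 7 replicate 1. Adm (0.15) was −0.0692 with quality weights, and ranged from −0.00777 without day 0 replicate 3 to 0.36 without day 7 replicate 3. Pfkfb2 (−0.10) was 0.00662 with median-of-ratios scaling, 0.0167 with edgeR, 0.0177 with DESeq2, 0.0493 with voomWithQualityWeights and 0.0295 with the length correction, with or without the block, and the cause was not tested. Day 0 replicate 3 had the fewest reads, which limits genes with few reads there, such as Sost, Mepe, Me3 and Cox4i2.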

Differences from the paper's values

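No value that the paper states in its text for these measures differed from the recomputed one by more than the larger of 1.5 times and the spread of the replicates. The number of genes past the RPKM and 2-fold limits was 1386 against the paper's 1,214, and 1164 with protein-coding genes only. With RPKM above 2 required at all 3 stages it was 760, and with RPKM above 2 in all 9 libraries 660.

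The paper gives a ceiling for Me3 in all samples, and day 0 replicate 1 lay above it at 0.219 RPKM. It lists Runx2 among the markers induced, whereas the log2 fold change of Runx2 from day 0 to day 7 was 0.23 and did not pass the threshold (limma adjusted p = 0.268). Runx2 passed with median-of-ratios scaling, without the 50 highest genes in the total, and with quantile normalization, quality weights, edgeR, DESeq2, voomWithQualityWeights and the length correction. Entpd5, another marker of Figure 1J, did not pass either (log2 fold change 0.14), but passed with median-of-ratios scaling, quantile normalization, edgeR and voomWithQualityWeights. The paper states that all markers rose further from day 4 to day 7, and 6 of the 20, Mmp13, Enpp1, Enpp2, Spp1, Atf4 and Entpd5, had a lower mean RPKM at day 7 than at day 4. For glycolysis the paper states a further rise at day 7, and 9 of the 26 genes had no higher mean at day 7 than at day 4.

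The paper states that most ETC genes rose significantly at day 7, and in its discussion that nearly all rose. With the CPM as deposited, 20 of 90 passed and 66 had a log2 fold change above 0. The count was higher with median-of-ratios scaling (53), without the 50 highest genes in the total (46), with quantile normalization (48), edgeR (52), DESeq2 (50) and voomWithQualityWeights on the recovered reads (58), the last being the function that the paper's methods name. It was applied here to the 6 day 0 and day 7 libraries and the 12712 genes with a mean CPM of at least 1, whereas the methods exclude only genes not expressed in any sample and weight all samples. The paper states that Me1 did not change, and with that function on these inputs Me1 was higher at day 7 (log2 fold change 0.42), as it was with median-of-ratios scaling, without the 50 highest genes, and with quantile normalization, edgeR and DESeq2. For fatty acid synthesis the paper states no obvious pattern, and in the list used here, which is not the paper's, 7 of 19 genes were lower and 0 higher at day 7.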

Other observations

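Of the tests in this part, those of the other splits of the libraries, of the ribosomal RNA loci in the CPM total, of mt-Atp8, of the day 4 level of mitochondrially encoded genes, of the cartilage genes and of Xist against Y-linked genes were chosen after the values had been seen.

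Of the 10 splits of the 6 day 0 and day 7 libraries into 3 and 3, 1 gave as many genes past the threshold as the real one, which is the real one itself. The other 9 splits gave 0 genes each, with 19 to 930 genes at an unadjusted p under 0.05 against 5104 in the real split. Each of these 9 splits mixes day 0 and day 7 libraries in both groups. The stage difference then adds to the spread within groups, so these splits do not measure false calls. For each of the 23 gene lists with a call, 1 of the 10 splits gave as many list members past the threshold. With 10 splits the share cannot be lower than 1 in 10.

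The 83 nuclear ETC genes tested had a median log2 fold change of 0.18. Removing the trend of the values on gene length took the median to 0.0025 and the number of higher genes from 14 to 6, all 6 of them among the 14, and the replicate block with length correction gave 5. This is consistent with gene length bias in a part of the rise. Among 10000 random lists matched on length and expression, 99.7% had a lower median than the ETC genes, with a median of 0.03 over the lists, which argues against gene length bias as the whole cause. Lists matched on GC content and expression had a lower median in 100.0% of 10000 draws, with a median of −0.12 over the lists. This argues against GC content bias. The share was also 100.0% without Ndufa4l2 and Cox4i2, where the median of the ETC genes was 0.18. Both kinds of random list treat genes as independent, whereas the nuclear ETC genes had an estimated correlation of 0.639. The shares therefore overstate the evidence, and as a set these genes did not pass with fry (FDR = 0.174). What lies behind the rest of the rise was not tested beyond the stage itself, which stays open.

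Leaving the ribosomal RNA loci and Plekhh2 out of the CPM total gave 30 higher ETC genes in place of 20, and 24 nuclear ones in place of 14, while lower ETC genes went from 3 to 6 and the median log2 fold change of the list from 0.20 to 0.15. These loci may therefore account for a part of the low number of ETC genes past the threshold with the CPM as deposited. The number stayed below the 53 of median-of-ratios scaling, and how large that part is stays open.

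Of the 13 mitochondrially encoded proteins, 5 were listed at 0 in all 9 libraries, mt-Atp6, mt-Atp8, mt-Co2, mt-Co3 and mt-Nd4l. For these a median of 99.5% of the stretches of 50 bases also lies in a transcript of another gene, against 7.9% for the 8 with reads, which is consistent with reads that match another transcript as well and were left out as ambiguous. In mt-Atp8 the share was 0%, so that annotated transcripts of other genes do not explain its 0. The reads were aligned to the genome, and copies outside annotated transcripts were not searched, so ambiguous reads stay open for mt-Atp8. Its position overlaps that of mt-Atp6, and counting at overlapping genes was not tested. The gene mt-Nd3 had at most 0.304 CPM, with 98.0% shared. Of the 7 tested, 6 were higher at day 7 than at day 0 and 0 lower (7 and 0 adjusted over the list alone and at an unadjusted p under 0.05; fry FDR = 0.0192), and 4 were higher with the length correction.

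At day 4, the 7 mitochondrially encoded protein genes had a median of 3.06 times the mean RPKM of day 0, from 2.56 to 5.99, and all 7 lay above every day 0 and every day 7 library in all 3 day 4 libraries. The median at day 7 was 1.68 times day 0. As no library of another stage was processed with day 4, a change at day 4 and the separate processing of the day 4 libraries cannot be told apart.

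The sample records mention collagenase only for cells that had mineralized, and such a digestion may induce stress genes. The 24 immediate early and heat shock genes had a median log2 fold change from day 0 to day 7 of 0.10, or 0.21 above the median of all genes, with 6 higher, led by Klf4 (1.86), and 2 lower, led by Hsph1 (−1.26; fry FDR = 0.351). With voomWithQualityWeights 10 were higher and 3 lower, and without day 0 replicate 3, 5 were higher and 4 lower. Lower genes also numbered 4 with quality weights, with quantile normalization, and without the ribosomal RNA loci and Plekhh2 in the total. By direction, 21 of the 24 were higher at day 4 than at day 0. As members go both ways at day 7, an effect of collagenase cannot be told apart from none there.

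Of 5 cartilage genes, 3 (Col2a1, Col9a1 and Col10a1) were highest in replicate 1 at all 3 stages. Cells of replicate 1 from the same isolation at each stage are a candidate explanation, but over all genes tested the deviations of day 0 replicate 1 and day 7 replicate 1 had a correlation of −0.0172 across genes, which are not independent replicates. A few cartilage cells would not show over all genes, so this cannot be told apart. Reads of Xist divided by those of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which follow the mix of female and male pups, were 0.827, 0.688 and 0.566 in day 0 replicates 1, 2 and 3, 1.31, 1.297 and 0.689 at day 4, and 1.34, 1.03 and 0.645 at day 7. The ratio was thus lowest in replicate 3 at every stage, also with each of the 4 Y-linked genes alone, and the full order held with 2 of the 4 alone. Replicate numbers differed with p = 0.0278 (exact permutation test within stages, the smallest p that its 36 permutations allow). This is consistent with 1 isolation per replicate number, but it was seen before it was tested, and the correlation over all genes does not show it, so the explanation stays open. From day 0 to day 7, Col2a1 (−2.16), Sox9 (−0.73) and Col9a1 (−1.04) were lower and Acan (1.06) and Col10a1 (1.54) higher (fry FDR = 0.760). With robust variances Col2a1 and Acan did not pass (limma adjusted p = 0.0998 and 0.348), which leaves 1 gene higher and 2 lower. Over all alternatives the adjusted p ranged from 2.28e-34 to 0.0998 for Col2a1 and from 1.97e-14 to 0.348 for Acan, which passed in 15 of 24. Sox9 did not pass with voomWithQualityWeights.

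Other lists from day 0 to day 7 were as follows. Among 4 genes of lactate production and export, Slc16a3 (3.72) and Ldha (1.15) were higher and Ldhb (−1.03) was lower (fry FDR = 0.0596). Among 13 genes of pyruvate entry to mitochondria, Pdk1 was higher and Pcx (−1.39), Pdhx (−0.49) and Pdp1 (−0.48) were lower (fry FDR = 0.604). Pcx alone of the lower genes passed with genes with any reads, the RPKM table, the replicate block with or without the length correction, and without day 0 replicate 1 or 2 or day 7 replicate 1 or 2. Pdp1 also did not pass with the length correction alone or without day 7 replicate 3, and with quality weights 2 genes were higher and 5 lower. Pcx had 21.5 ± 1.71 RPKM at day 0 and 8.12 ± 0.669 at day 7 (SD, n = 3 each). None of 7 malate-aspartate shuttle genes passed (1 higher and 0 lower at an unadjusted p under 0.05; fry FDR = 0.876) with the CPM as deposited, but this depended on the scaling. With median-of-ratios scaling and with edgeR 3 were higher, with DESeq2 2, and with voomWithQualityWeights 2 were higher and 1 lower. Without the 50 highest genes in the total and with quantile normalization 2 were higher and 1 lower, without the ribosomal RNA loci and Plekhh2 in the total 1 was higher and 2 lower, with quality weights 1 was higher and 4 lower, and without day 0 replicate 3, 3 were lower. Of the glycerol phosphate shuttle, Gpd2 (−0.87) and Gpd1l (−0.50) were lower, of which Gpd1l did not pass with genes with any reads, the RPKM table, DESeq2, the replicate block, the length correction or both of these together, or without day 0 replicate 1 or 2 or day 7 replicate 1 or 2. All 22 proliferation genes had a log2 fold change below 0, and 18 were lower (19 adjusted over the list alone), led by Mcm5 (−0.98), and 0 higher, also at an unadjusted p under 0.05 (fry FDR = 0.0654). All 22 were also lower at day 4 than at day 0 by mean RPKM. The 4 osteocyte genes tested, Sost, Dmp1, Mepe and Phex, were higher, with a median of 4.67, or 4.46 with Sost and Mepe at their lower bounds (fry FDR = 4.44e-04), and all 4 are also osteoblast markers in Figure 1J. Pdpn was listed at 0. None of 5 sex genes passed (0 higher and 1 lower at an unadjusted p under 0.05; fry FDR = 0.481), whereas 1 was higher with DESeq2 and voomWithQualityWeights, and 1 lower with quality weights, without the ribosomal RNA loci and Plekhh2 in the total and without day 0 replicate 3. Of the skeletal muscle genes Acta1 alone was tested and was higher (0.93), but not past the threshold without day 7 replicate 2.

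Among all genes with a mean CPM of at least 10, the largest rises after Ibsp were those of Dmp1 (7.73), Col13a1 (7.36), Smpd3 (7.34) and Bglap, and the largest falls after Txnip were those of Dner (−3.60), Col14a1 (−3.17), Ptx3 (−3.09) and Ptchd4 (−3.06). Of the 231 members of the metabolic lists, 31 were among the 1386 genes past the RPKM and 2-fold limits (2.24% of these genes), 15 of them glycolysis genes, 11 ETC genes, 2 fatty acid degradation genes, and 1 each of the TCA cycle, fatty acid synthesis and amino acid metabolism. These lists are smaller than the KEGG category that the paper reports on.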
